# Cyclin D-CDK4 Disulfide Bond Attenuates Pulmonary Vascular Cell Proliferation

**DOI:** 10.1161/CIRCRESAHA.122.321836

**Published:** 2023-11-13

**Authors:** Hannah Knight, Giancarlo Abis, Manpreet Kaur, Hannah L.H. Green, Susanne Krasemann, Kristin Hartmann, Steven Lynham, James Clark, Lan Zhao, Clemens Ruppert, Astrid Weiss, Ralph T. Schermuly, Philip Eaton, Olena Rudyk

**Keywords:** cell cycle, cell proliferation, hypertension, pulmonary, myocytes, smooth muscle, oxidation-reduction

## Abstract

**BACKGROUND:**

Pulmonary hypertension (PH) is a chronic vascular disease characterized, among other abnormalities, by hyperproliferative smooth muscle cells and a perturbed cellular redox and metabolic balance. Oxidants induce cell cycle arrest to halt proliferation; however, little is known about the redox-regulated effector proteins that mediate these processes. Here, we report a novel kinase-inhibitory disulfide bond in cyclin D-CDK4 (cyclin-dependent kinase 4) and investigate its role in cell proliferation and PH.

**METHODS:**

Oxidative modifications of cyclin D-CDK4 were detected in human pulmonary arterial smooth muscle cells and human pulmonary arterial endothelial cells. Site-directed mutagenesis, tandem mass-spectrometry, cell-based experiments, in vitro kinase activity assays, in silico structural modeling, and a novel redox-dead constitutive knock-in mouse were utilized to investigate the nature and definitively establish the importance of CDK4 cysteine modification in pulmonary vascular cell proliferation. Furthermore, the cyclin D-CDK4 oxidation was assessed in vivo in the pulmonary arteries and isolated human pulmonary arterial smooth muscle cells of patients with pulmonary arterial hypertension and in 3 preclinical models of PH.

**RESULTS:**

Cyclin D-CDK4 forms a reversible oxidant-induced heterodimeric disulfide dimer between C7/8 and C135, respectively, in cells in vitro and in pulmonary arteries in vivo to inhibit cyclin D-CDK4 kinase activity, decrease Rb (retinoblastoma) protein phosphorylation, and induce cell cycle arrest. Mutation of CDK4 C135 causes a kinase-impaired phenotype, which decreases cell proliferation rate and alleviates disease phenotype in an experimental mouse PH model, suggesting this cysteine is indispensable for cyclin D-CDK4 kinase activity. Pulmonary arteries and human pulmonary arterial smooth muscle cells from patients with pulmonary arterial hypertension display a decreased level of CDK4 disulfide, consistent with CDK4 being hyperactive in human pulmonary arterial hypertension. Furthermore, auranofin treatment, which induces the cyclin D-CDK4 disulfide, attenuates disease severity in experimental PH models by mitigating pulmonary vascular remodeling.

**CONCLUSIONS:**

A novel disulfide bond in cyclin D-CDK4 acts as a rapid switch to inhibit kinase activity and halt cell proliferation. This oxidative modification forms at a critical cysteine residue, which is unique to CDK4, offering the potential for the design of a selective covalent inhibitor predicted to be beneficial in PH.

**Novelty and Significance**

**What Is Known?**

- Cyclin D-CDK4/6 is hyperactive in human pulmonary artery hypertension (PAH), which contributes to the hyperproliferative phenotype of vascular cells.
- Altered redox environments are reported in PAH due to upregulated NOX enzymes, downregulated superoxide dismutase enzymes and metabolic changes.
- Oxidants induce cell cycle arrest by regulating cell signaling pathways, however many of the effector proteins have not been identified.

**What New Information Does This Article Contribute?**

- Cyclin D-CDK4 is a redox-regulated protein complex that forms an intermolecular disulfide bond between CDK4 C135 and cyclin D C7/8 to inhibit kinase activity toward its substrate, Rb.
- CDK4 C135 is an allosteric site that is indispensable for kinase activity, meaning perturbation of this thiol, through oxidation or mutation, impairs kinase activity to attenuate cell proliferation and reduce pulmonary vascular disease progression.
- Abundance of the cyclin D-CDK4 disulfide is decreased in the pulmonary arteries and human pulmonary artery smooth muscle cells of PAH patients, while potentiation of the disulfide is therapeutically beneficial in 3 models of experimental PAH.

Hyperproliferation of vascular cells, due to cell cycle reprogramming, drives vascular remodeling in PAH. Importantly, the cell cycle can be regulated by the redox environment of cells through oxidative modifications of effector proteins. Here, we describe a novel intermolecular disulfide bond that forms between CDK4 C135 and cyclin D C7/8 to inhibit kinase activity toward its key substrate, Rb. CDK4 C135 acts as a critical cysteine residue that allosterically regulates catalytic activity, meaning perturbation of this residue attenuates the proliferation of cells. Previous reports suggest that cyclin D-CDK4 is hyperactive in PAH patients, which we show may be driven, at least partially, by a decrease in formation of the cyclin D-CDK4 disulfide bond. Potentiation of disulfide accumulation, through the repurposing of drugs which inhibit redox cycling, such as auranofin, provides therapeutic benefits in experimental PAH, potentially offering a novel therapeutic approach for this disease. Additionally, future development of a selective, covalent kinase inhibitor of CDK4 C135, may represent a unique drug class to induce cell cycle arrest.

**In This Issue, see p 963**

**Meet the First Author, see p 964**

Vascular remodeling is a prominent structural hallmark of pulmonary hypertension (PH) that involves changes in all layers of the vessel wall. Combined with chronic vasoconstriction, remodeling causes a sustained increase in pulmonary vascular resistance and pressure, eventually leading to heart failure and death.^1–3^ Endothelial cells, smooth muscle cells, and fibroblasts isolated from the lungs of patients with PH, display an increased proliferative potential, dedifferentiated phenotype, and altered metabolism.^4–8^ Indeed, vascular cells from PH patients resemble similarities to cancer cells, including adapted cellular energetics and resistance to apoptosis, as well as hyperproliferation.^4,9^ Despite smooth muscle cell proliferation being among the most significant in PH pathology, there remains a lack of detailed understanding of underlying signaling pathways, resulting in a limited number of antiproliferative treatment options. The prognosis for PH remains poor due to an unmet clinical need for disease-modifying treatments that target the underlying hyperproliferative phenotype.^10,11^

Group 1 pulmonary arterial hypertension (PAH) and group 3 PH are associated with an altered redox environment due to increased expression of NOX (NADPH oxidase) enzymes and uncoupling of the electron transport chain, among other causes.^12–15^ Accordingly, some evidence points toward a causative role of reactive oxygen species (ROS) in vascular remodeling^12–14^ through posttranslational oxidative modifications of proteins that contain reactive cysteine thiols.^16,17^ NEDD9 (neural precursor cell expressed, developmentally downregulated 9) oxidation impairs binding to SMAD3 (small mothers against decapentaplegic homolog 3) causing maladaptive pulmonary vascular fibrosis.^18^ Additionally, oxidative stress has been shown to inhibit the endothelin-B receptor through a redox-switch to decrease nitric oxide (NO) synthesis and promote PAH.^19^ Mammalian cells are highly compartmentalized to optimize redox signaling and cellular functions under certain redox steady-states, and the exact effect of ROS in PH is likely to depend on the source of production, microenvironment and the cellular compartment the protein resides.^20^ One example is the EGFR (epidermal growth factor receptor), a membrane protein known to be activated by redox modification of a critical active site cysteine.^21^ Ligand-induced activation of EGFR induces H_2_O_2_ production by nearby NOX complexes, further enhancing tyrosine kinase activity through cysteine sulfenation.^21^ Although the direct involvement of this EGFR cysteine sulfonation in PH has not yet been demonstrated, an alternative redox-regulated ligand-independent mechanism of EGFR activation, through H_2_O_2_-induced tyrosine dimerization, has been reported in experimental PH and patients with Group 1 PAH.^22^

While it was previously thought that increased expression of the H_2_O_2_-producing enzyme, NOX4, was causative in the pathogenesis of PH,^13^ studies in NOX4^−/−^ mice revealed no protection from disease.^23^ Numerous recent reports suggest that ROS may contribute to adaptive mechanisms that attenuate disease severity.^16,23,24^ SOD (superoxide dismutase), which catalyzes the dismutation of superoxide to produce H_2_O_2_, is downregulated in PAH patients and SOD expression was shown to be protective in preclinical models of PH.^25–27^ These findings support a protective role of H_2_O_2_^25–27^ through reversible oxidative modifications, including the formation of a disulfide bond between 2 cysteine thiols, which can serve as a redox-switch to regulate protein function and rapidly fine-tune cellular signaling.^17,28,29^ This is exemplified by a disulfide bond in the BMPR2 ligand, BMP9 (bone morphogenic protein 9), which increases protein stability and signaling to maintain endothelial homeostasis.^30^ In addition, our previous work shows that the formation of a kinase-activating intermolecular disulfide bond in PKGIα (protein kinase G Iα) promotes vasodilation^31^ and attenuates endothelial-to-mesenchymal transition to provide protection against the development of severe PH.^16,24^ Furthermore, we showed an adaptive intermolecular bond in PKARIα (protein kinase A regulatory subunit RIα) regulates angiogenesis^32^ and promotes systemic vasodilation,^33^ although follow-up work is required to address the role of this kinase in PH.

Further importance of redox fine-tuning in PH can be demonstrated in SERCA (sarco/endoplasmic reticulum calcium [Ca^2+^] ATPase), which maintains Ca^2+^ homeostasis by transporting it from the cytoplasm to sarcoplasmic reticulum. Nitric oxide–dependent vascular smooth muscle relaxation is mediated by reversible S-glutathionylation of SERCA, which activates the pump and decreases intracellular Ca^2+^ concentration.^34^ However, irreversible SERCA oxidation to sulfonic acid prevents protein activation by S-glutathionylation, which impairs nitric oxide–induced vasodilation.^34^ It was recently reported that chronic hypoxia increases irreversible SERCA oxidation, and heterozygous redox-dead SERCA2 C674S KI mice that cannot undergo SERCA S-glutathionylation, develop age-dependent pulmonary vascular remodeling due to increased pulmonary vascular cell proliferation.^35^

Recent reports suggest that cell cycle dysregulation is causative in the development of PH.^4,36,37^ Increased secretion of growth factors such as PDGF (platelet-derived growth factor), together with upregulation of PDGF receptor-β expression,^1^ results in sustained mitogenic signaling through the P13K (phosphoinositide 3-kinase)/Akt (protein kinase B)/mTOR (mammalian target of rapamycin) pathway, and MAPK (mitogen-activated protein kinase) pathway. Additionally, dysregulation of transforming growth factor-β/SMAD-dependent signaling, as well as increased expression and activity of cyclin-dependent kinases (CDKs), ultimately converge to promote progression of the cell cycle and facilitate proliferation of pulmonary vascular cells.^1,9,36–41^ Notably, the food and drug administration–approved CDK4/6 inhibitor, palbociclib, was recently reported to reverse the progression of PH in 2 preclinical models through a decrease in pulmonary arterial muscularization.^36^ CDK4 is a serine/threonine kinase that forms an active heterodimeric complex with cyclin D to regulate the G1 phase of the cell cycle.^42^ Phosphorylation of Rb (retinoblastoma) protein by cyclin D-CDK4 releases the transcription factor, E2F, to increase the expression of S-phase cell cycle proteins.^43^ Classically, cyclin D-CDK4 activity is regulated by mitogenic stimulation of cyclin D expression,^44,45^ as well as phosphorylation of CDK4 T172 by CDK-activating kinase, and binding of proteins including inhibitors of CDK4 (INK4) and CIP/KIP inhibitors.^42,43,46^

To date, little is known regarding the redox-regulated effector proteins that respond to ROS fluctuations to control the cell cycle, and what physiological or pathophysiological role they may have. Here, we describe a novel intermolecular disulfide bond in cyclin D-CDK4 that inhibits kinase activity to regulate proliferation of pulmonary vascular cells. The abundance of the CDK4 disulfide is decreased in pulmonary arteries and pulmonary arterial smooth muscle cells from patients with idiopathic PAH; while therapeutic benefits are provided by the pharmacological inhibition of redox cycling using a thioredoxin reductase inhibitor, which increases disulfide accumulation in experimental models of PH. We provide evidence for the cyclin D-CDK4 disulfide bond serving as a protective mechanism that slows proliferation of pulmonary vascular smooth muscle cells to attenuate pathological remodeling, which ultimately offers CDK4 oxidation as a potential therapeutic target for PH.

## METHODS

### Data Availability

For additional methods and supplemental figures please see the Supplemental Material. Affymetrix data are deposited at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi) with accession number GSE244830.

### Cell Culture and Treatments

Primary human pulmonary arterial smooth muscle cells (HPASMCs) were purchased from ScienCell Research Laboratories (No. 3110). HPASMCs were cultured in DMEM (DMEM, Thermo Fisher Scientific No. 11965092), supplemented with 10% fetal bovine serum (FBS, ScienCell No. 0500) and 1% penicillin/streptomycin (100 U/mL) at 37 °C and 5% CO_2_. This medium will be referred to as DMEM growth medium in experiments. All experiments were performed with cells between passages 5 and 8. Primary pulmonary vascular smooth muscle cells were isolated from pulmonary arteries of explanted lungs obtained from 6 patients with idiopathic PAH undergoing lung transplantation (mean age±SD, 43.2±16.3 years; 3 male and 3 female patients), while control cells were obtained from six donors (mean age±SD, 47.8±11.5 years; 3 men and 3 women). Cells were obtained in frame of the European IPF registry (eurIPFreg) and provided by the UGMLC Giessen Biobank, member of the DZL Platform Biobanking. Informed consent was obtained in written form from each subject. The study protocol was approved by the Ethics Committee of the Justus-Liebig-University School of Medicine (No. 111/08 and 58/15). PAH and control HPASMCs were cultured in smooth muscle cell growth medium-2 (PromoCell, No. C-39262). All experiments were performed in DMEM growth medium with cells of passage 2 to 4. Primary human pulmonary arterial endothelial cells were purchased from PromoCell (No. C-12241) and were cultured in Endothelial Cell Growth Medium-2 (PromoCell, No. C-22211). WT and CDK4 KO human near-haploid cell line (HAP1) cells were purchased from Horizon Discovery (No. HZGHC000044c011, Cambridge, United Kingdom). The CDK4 KO was commercially obtained by introducing a 5 base pair deletion in exon 2 using CRISPR/cas9. HAP1 cells were cultured in Iscove’s Modified Dulbecco’s Medium (IMDM No. 12440053) supplemented with 10% FBS (PAN Biotech No. P40-39500) and 1% penicillin/streptomycin. MCF7 breast epithelial cells and HeLa cells were cultured in DMEM growth medium supplemented with 10% FBS (PAN Biotech No. P40-39500) and 1% penicillin/streptomycin.

Cells were treated with H_2_O_2_ (Merck No. H1009) at 70% to 80% confluency for 15 minutes using a 10 mmol/L H_2_O_2_ stock, which was prepared in ultrapure H_2_O immediately before experimentation. HPASMCs were exposed to UV irradiation, using a 365 nm UVA lamp for 10 or 30 minutes. HPASMCs were treated with auranofin (Enzo Life Sciences, No. BML-EI206) using a 1 mmol/L stock in 20% DMSO/H_2_O.

In all experiments, cells were lysed using nonreducing sample buffer containing 100 mmol/L maleimide. Samples were analyzed by immunoblotting under nonreducing or reducing (supplemented with 5% β-mercaptoethanol) conditions. Antibodies were purchased from Cell Signaling Technology for CDK4 (No. 12790), cyclin D1 (No. 2922), cyclin D3 (No. 2936), Rb (No. 9309), pRb S780 (No. 8180), pRb S795 (No. 9301), pRb S807/811 (No. 8516), vinculin (No. 13901), GAPDH (No. 2118), FLAG-tag (No. 2368), HA-tag (No. 3724), anti-mouse HRP-linked secondary (No. 7076), anti-rabbit HRP-linked secondary (No. 7074). In mouse tissues or human tissues, CDK4 (H-22) primary antibody from Santa Cruz (No. sc-601) was used. Representative immunoblots are representative of the results that are the most similar to mean values.

### Human Idiopathic PAH Samples

Human pulmonary artery samples were obtained from 9 patients with idiopathic PAH (mean age±SD, 38±5.2 years; 4 male and 5 female patients). Cardiac measurements were obtained by right heart catheterization. Mean pulmonary arterial pressure of these patients was 52.1±5.6 mm Hg; mean systolic arterial pressure, 78±9.2 mm Hg; and 6-minute walking distance, 369±25 m. Eight nonutilized donor pulmonary arteries served as controls (mean age±SD, 50.0±6.1 years; 3 men and 5 women). All pulmonary artery samples were collected in frame of the European IPF registry (eurIPFreg) and provided by the Universities of Giessen and Marburg Lung Center Giessen Biobank, member of the DZL Platform Biobanking. Informed consent was obtained in written form from each subject. The study protocol was approved by the Ethics Committee of the Justus-Liebig-University School of Medicine (No. 111/08 and 58/15). All PAH diagnoses were made according to the WHO guidelines.

### Animal Studies

All animal procedures were performed in accordance with the Home Office Guidance on the Operation of the Animals (Scientific Procedures) Act 1986 in the United Kingdom and were approved by the King’s College London Animal Welfare and Ethical Review Body. Age- and body weight–matched male C57BL/6J mice or male Wistar-Kyoto rats were purchased from Charles River Laboratories (United Kingdom) and were maintained at the on-site Biological Services Unit. Animals were kept in pathogen-free conditions, had ad libitum access to standard chow and water, and were kept in a 12-hour day/night cycle at 20 to 22 °C, 60% humidity. PH was modeled by exposing animals to normobaric hypoxia or Sugen (SU5146)/hypoxia, as described in more detail in Supplemental Material. All animals that met the inclusion criteria were included in the study. Mice in all studies were randomly assigned to experimental or treatment groups using a random number generator by GraphPad randomization method. Male and female mice were randomized separately. Rats were randomly assigned to different experimental groups by alternating animals to each group.

### Generation of Constitutive C135A CDK4 KI Mice

Mice constitutively expressing C135A CDK4 were generated for us on a pure C57BL/6NT background by Taconic Biosciences as following. Superovulated C57BL/6NTac females were mated with C57BL/6NTac males. One cell stage fertilized embryos were isolated from the oviducts at 0.5 days post coitus (dpc). Zygotes were electroporated with CRISPR ribonucleoprotein mix in a NEPA21 Type II electroporator using a NepaGene CUY501P1-1.5 electrode (Xceltis) to introduce the C135A mutation into exon 4 of Cdk4 using a specific guide RNA and oligonucleotide for homology-directed repair. After recovery, 25 to 35 injected one-cell stage embryos were transferred to the oviducts of 0.5 dpc, pseudo pregnant Swiss Webster female mice to produce F0 founder animals. Genomic DNA was extracted from biopsies and analyzed by PCR. An aliquot of the PCR reaction was used to validate the presence of the homology-directed repair–introduced restriction site MfeI. PCR products of the restriction-positive animals were subcloned and sequenced to estimate homology-directed repair mosaicism (60%–100%).

In vitro fertilization was performed using oocytes from superovulated C57BL/6NTac females and sperm from mutant males. After overnight incubation, 2 cell embryos were transferred into oviducts of 0.5 dpc pseudopregnant Swiss Webster recipient females to generate F1 heterozygous animals. The presence of the C135A CDK4 point mutation and the absence of modification at potential off-target sites was confirmed by sequencing of genomic DNA.

### Statistical Analysis

All data were analyzed using GraphPad Prism 9 and are presented as dot-plots with mean±SEM, and precise *P* values provided on graphs. Statistical parametric testing was performed based on data distribution. For samples with n≥6, the Shapiro-Wilk normality test was first applied. To obtain *P* values, the data with n≥6 that passed this normality test were analyzed by either parametric unpaired and 2-tailed *t* test with Welch correction for 2 groups, by parametric 1-way ANOVA for >2 groups, or by 2-way ANOVA for comparisons of multiple conditions applied to 2 or more groups, adjusted for multiple comparisons using Tukey post hoc test, unless otherwise stated in Figure legends. As the data sample size with n<6 cannot be reliably tested for normality, to obtain *P* values for samples with n<6, nonparametric tests were applied, either a 1-way ANOVA Kruskal-Wallis test for >2 groups, adjusted for multiple comparisons using Dunn post hoc test, or nonparametric unpaired 2-tailed Mann-Whitney *U* test when 2 groups were being compared. For all analyses, a *P* value of ≤0.05 was considered significant, except for some comparisons of samples with n=3, where it is indicated that the minimum achievable *P* value of 0.1000 was reached using the nonparametric test.

The sample size required to achieve statistical significance was estimated using a power calculation based on prior experience of anticipated differences between groups and group variance, 95% confidence level, probability of type-I error 5%, and probability of type-II error 20%. For experimental PH studies, the minimum number of animals for adequate study power was calculated based on the dichotomous primary end point, such as whether the animal developed a RV to left ventricular mass ratio on average 30% higher than in healthy adult control animal population, or not. Based on our prior experience, for any control group, this would occur in <5% of all animals, and for any experimental PH model used, it would occur in at least 80% of animals. As a result, a minimal number of at least 5 animals per group was required to complete the study. Where indicated, the sample size was larger, based on animal availability or when both male and female species were used. All in vivo experiments were performed according to ARRIVE guidelines for reporting animal research.^47^

## RESULTS

### CDK4 Forms a Reversible Intermolecular Disulfide Bond With Cyclin D

By employing an unbiased Affymetrix microarray, pathway analysis of differentially expressed genes was performed using the lungs of mice exposed to chronic hypoxia for 3 days. 

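RNA from the left lung lobe of 12 mice was measured, with 6 mice kept in hypoxia (10% oxygen) and 6 in normoxia (21% oxygen) for 3 days and 1 array for each mouse. The array is a whole-transcript GeneChip for the mouse, on which each transcript cluster is a group of probes along 1 transcribed region. The authors processed the scanned intensities with RMA, which corrects the background, normalizes the arrays to a common distribution and summarizes the probes, so that the deposited values are levels on a log2 scale. A difference of 1 on this scale is a change of 2-fold. The median level of an array lay between 5.89 and 5.95 in normoxia (median 5.94, n=6) and between 5.89 and 5.92 in hypoxia (median 5.91, n=6). The table holds 41345 rows, and after removal of 190 control rows 41155 transcript clusters were tested. Of these, 23521 carry 1 gene symbol, 1814 carry several and 15820 are unnamed here, and the named clusters stand for 22180 genes. A gene with several clusters is represented by the cluster with the highest mean over all 12 arrays. Hypoxia was compared with normoxia for each transcript cluster with limma on the log2 values, with Benjamini-Hochberg adjustment over all clusters and a threshold of 0.05 for the adjusted p. No filter was applied to dim clusters and no minimum fold was set. At these settings, 1840 transcript clusters differed between the groups, of which 1141 were higher and 699 lower in hypoxia. They include 864 genes that rose and 474 that fell. A change of at least 2-fold was found for 88 clusters that rose and 14 that fell. In simulated arrays with the spread of these data and 41155 clusters, 28% of changes of 0.4 on the log2 scale were recovered. For changes of 0.8 and 1.2 it was 90% and 96%, so that smaller changes can be missed with 6 mice per group. Only 50 clusters were changed at each size. With 1840 clusters called in the real data, the adjusted threshold is less strict, so the simulated recovery of small changes is a low estimate. Whole lung lobes hold many cell types, and a level is the sum over all of them.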

In line with the previously reported overactivation of CDKs in PH,^36^ numerous cell cycle pathways were enriched in response to hypoxia (Figure 1A), suggesting cell cycle dysregulation occurs early in disease pathogenesis. 

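Genes of cell division were higher in the lungs of hypoxic mice. Of 50 measured genes of mitosis, 41 rose in hypoxia, none fell and 9 did not pass the test (45 higher and 1 lower when adjusted over the list alone, limma), with a median log2 fold change of 0.65. Of 35 measured genes of DNA replication, 20 rose, none fell and 15 did not pass (27 higher when adjusted over the list alone, limma), with a median of 0.35. Both lists were also higher relative to all other genes (adjusted p=2.97e-47 for mitosis and 4.40e-21 for DNA replication by camera with a preset correlation, and 0.00801 for each with an estimated correlation). Mki67, the gene of the proliferation marker Ki-67, had a level of 6.71 ± 0.17 (SD, n=6) in normoxia and 7.88 ± 0.12 (SD, n=6) in hypoxia (adjusted p=5.23e-06 from limma). Top2a, the topoisomerase that untangles chromosomes before they separate, had a log2 fold change of 1.45 (SE 0.11, adjusted p=1.00e-05). Ube2c, which marks mitotic cyclins for degradation, rose by 1.37 and Hmmr, a spindle protein, by 0.87 on the same scale. Cdk1, the kinase that drives entry into mitosis, rose by 1.25 (SE 0.12, adjusted p=4.66e-05 from limma), and Aurka, a kinase of the mitotic spindle, by 0.57. Among the replication genes, Rrm2 and Rrm1, the subunits of ribonucleotide reductase, rose by 1.28 and 0.50, Mcm6, part of the replicative helicase, by 0.54, and Chaf1a, a histone chaperone, by 0.54. Another cluster of Rrm2 rose less, with a fold change of 1.69 in the paper's supplementary table. Every hypoxic mouse had a higher level of each named gene than every normoxic mouse.

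**Figure D1:**
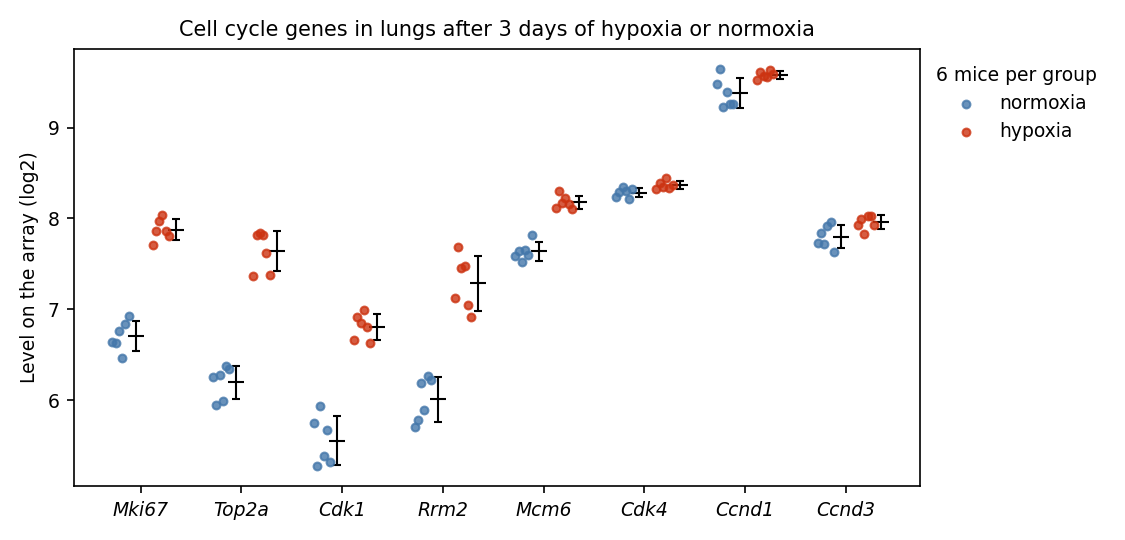
Level of 8 cell cycle genes on the array (vertical axis, log2) in each of 6 normoxic and 6 hypoxic mice (points), with the mean and SD of each group (horizontal mark and bar). The groups are apart for Mki67, Top2a, Cdk1, Rrm2 and Mcm6, and overlap for Cdk4, Ccnd1 and Ccnd3.

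Ranked by limma's statistic, 46 of the 50 tested Reactome sets with a cell cycle name passed the threshold in fgsea, all 46 toward higher levels in hypoxia (25 by camera with an estimated correlation). The set of all cell cycle genes holds 432 measured genes, of which 82 rose and 3 fell. In the set for the resolution of sister chromatid cohesion, 29 of 86 genes rose and none fell. Some markers of blood and immune cells also differed between the same lungs. Of 14 measured erythroid genes, 4 rose and none fell (the same count when adjusted over the list alone; median log2 fold change 0.19), namely Slc25a37 by 0.95, Trim10 by 0.63, Slc4a1 by 0.83 and Fech by 0.56; the adjusted p of the list was 0.249 by camera with an estimated correlation. Of 10 genes of neutrophil precursors, Ltf and Lcn2 rose and none fell (the same count when adjusted over the list alone), with a median of -0.05 and a mean of 0.15. Only these 2 of the 10 had a log2 fold change above 0 (lowest of the list -0.675). The adjusted p of that list was 0.799 by camera with an estimated correlation. Of 15 genes of T and NK cells, Cd3g and Klre1 fell and none rose (11 lower when adjusted over the list alone, limma), with a median of -0.32 and an adjusted p of 0.0566 by camera with an estimated correlation. With single arrays left out, the call was lost for Slc4a1 in 8 of 12 runs (log2 fold change 0.71 to 0.97), for Fech in 10 of 12 (0.49 to 0.65), for Cd3g in 6 of 12 (-0.69 to -0.52) and for Klre1 in 9 of 12 (-0.60 to -0.42). From the enrichment of cell cycle pathways in hypoxic lungs, the paper proposes that the cell cycle is dysregulated early in the disease.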

Chronic hypoxia is a time when ROS production is altered,^24^ which may influence protein redox modifications. Therefore, it was intuitive to hypothesize that the key cell cycle regulators, CDKs, are redox-regulated, which may alter their activity in disease. Initial observations of a disulfide bond in cyclin D1-CDK4 and cyclin D3-CDK4 were made in nonsynchronized HPASMCs in response to H_2_O_2_ treatment, where formation of a higher molecular weight complex at ≈75 kDa was observed, which is indicative of an intermolecular disulfide bond (Figure 1B and 1C). This observation was reproducible in human pulmonary arterial endothelial cells treated with H_2_O_2_ (Figure S1A and S1B), and in HPASMCs exposed to UV-induced oxidation (Figure S1C). Additional evidence for CDK4 cysteine oxidation was obtained using the PEG-switch assay,^48^ which revealed a higher molecular weight band in response to H_2_O_2_ that represents pegylated CDK4, confirming the presence of a reactive cysteine residue (Figure S1D).

**Figure 1.**
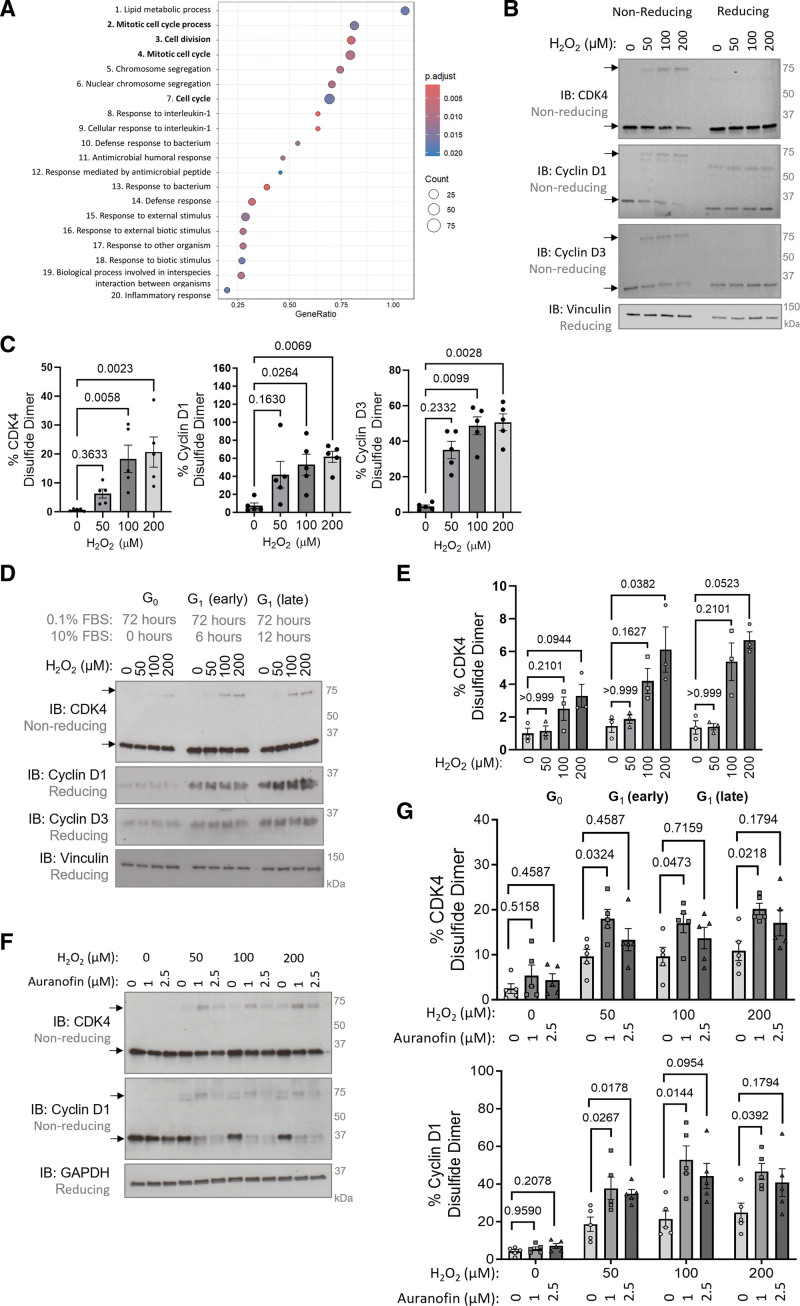
**Cyclin D-CDK4 (cyclin-dependent kinase 4) forms an inducible intermolecular disulfide dimer. A**, An Affymetrix GeneChip microarray with gene enrichment pathway analysis of approximately the top 1000 genes of defined biological function with an altered expression between mice exposed to chronic hypoxia (10% oxygen) or normoxia (21% oxygen) for 3 days, n=6 mice per group. The top 20 gene-enriched pathways are shown based on pathway analysis performed in R studio using the gseGO function of the clusterProfiler package. **B**, CDK4, cyclin D1, and cyclin D3 form oxidant-induced intermolecular disulfide bonds. Monomeric and disulfide dimeric (indicated by black arrows) CDK4, cyclin D1, or cyclin D3 were detected by nonreducing immunoblotting in human pulmonary arterial smooth muscle cells (HPASMCs) after treatment with H_2_O_2_. Vinculin was used as a loading control. **C**, The percentage of CDK4, cyclin D1, and cyclin D3 observed as a disulfide dimer in response to H_2_O_2_ treatment. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare H_2_O_2_-induced disulfide formation with 0 µmol/L control (n=5 independent experiments); the results are shown as means±SEM. **D**, Cyclin D expression is higher in G1 phase cells than quiescent cells, causing an increase in disulfide cyclin D-CDK4. Monomeric and disulfide dimeric CDK4 were detected by nonreducing immunoblotting of HPASMCs synchronized into the G0/1 phase by serum starvation (0.1% FBS) for 72 hours, followed by stimulation with 10% FBS for 6 or 12 hours. HPASMCs were then treated with H_2_O_2_ for 15 minutes. Cyclin D1, cyclin D3, and vinculin (loading control) were detected by immunoblotting under reducing conditions. **E**, Quantification of the percentage of CDK4 observed as a disulfide dimer. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare H_2_O_2_-induced disulfide formation with 0 µmol/L control within cell cycle phase (n=3 independent experiments); the results are shown as means±SEM. **F**, Auranofin potentiates accumulation of the oxidant-induced cyclin D1-CDK4 disulfide bond. Monomeric and disulfide dimeric (indicated by black arrows) CDK4 and cyclin D1 were detected by nonreducing immunoblotting in HPASMCs after pretreatment with the thioredoxin reductase inhibitor, auranofin, for 25 minutes followed by the addition of H_2_O_2_ for 15 minutes. GAPDH was used as a loading control. **G**, The proportion of CDK4 and cyclin D1 observed as a disulfide dimer after treatment with auranofin and H_2_O_2_. *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare disulfide formation in response to auranofin treatment within 0, 50, 100 or 200 µM H_2_O_2_-treatment group (n=5 independent experiments); the results are shown as means±SEM.

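The largest rise in the hypoxic lungs was in Saa3, the gene of an acute-phase apolipoprotein, with a level of 5.72 ± 0.19 (SD, n=6) in normoxia and 9.81 ± 0.63 (SD, n=6) in hypoxia, a log2 fold change of 4.09 (SE 0.24, adjusted p=9.37e-07 from limma). Reg3g, an antibacterial lectin, rose by 3.34 and Ltf, which encodes the iron-binding antimicrobial protein lactoferrin, by 2.20. Retnla, a secreted resistin-like protein, had a level of 9.47 ± 0.28 (SD, n=6) in normoxia and 12.44 ± 0.20 (SD, n=6) in hypoxia (log2 fold change 2.97, adjusted p=7.92e-08 from limma). Timp1, an inhibitor of matrix metalloproteinases, rose by 2.52 (SE 0.17). The other genes among the 10 largest rises were Apol11b (2.44), Chil4 (2.22), a chitinase-like protein, Agr2 (2.19), which folds mucins in secretory cells, the linker histone gene H1f5 (1.88) and Bpifb1 (1.83), a protein of airway secretory cells. Among these 10, Chil4 had the widest spread in hypoxia, with an SD of 1.40 among the 6 hypoxic mice, and its call was lost without each of normoxia replicate 1, normoxia replicate 2, normoxia replicate 5 (log2 fold change 1.83 to 2.50 over all arrays left out in turn). The largest fall was in Igfbp3, a binding protein for insulin-like growth factors, with a level of 9.45 ± 0.24 (SD, n=6) in normoxia and 7.86 ± 0.24 (SD, n=6) in hypoxia (log2 fold change -1.60, adjusted p=1.27e-05 from limma). The immediate early genes Egr1 and Nr4a1 fell by 1.38 and 1.28 on the log2 scale. Plvap, which forms the diaphragms of fenestrae and caveolae, fell by 1.21 (adjusted p=8.72e-07 from limma), the Notch ligand gene Dll4 by 1.04 and Cd300lg by 0.99 on that scale. Bmp6, a ligand of bone morphogenetic protein receptors, had a log2 fold change of -1.04, the natriuretic peptide receptor gene Npr3 of -1.03, the transporter gene Slc5a12 of -0.99 and Nrxn2 of -0.96. The genes given up to here are the 10 largest rises and the 10 largest falls among genes past the threshold whose levels did not overlap between the 6 hypoxic and the 6 normoxic mice, with 1 cluster for each gene and without provisional symbols such as Rik names. Of 11 measured genes of club and secretory cells of the airway, 4 rose, namely Bpifb1, Muc5b by 1.51, Scgb3a1 by 1.24 and Pigr by 0.80, and 1 fell, the club cell cytochrome gene Cyp2f2 by 0.32 on the log2 scale (5 higher and 2 lower when adjusted over the list alone, limma; adjusted p=0.282 by camera with an estimated correlation). Cyp2f2 was chosen after its values were seen, and its call was lost in 7 of 12 runs without single arrays (-0.35 to -0.28). Over all 41155 transcript clusters, 1659 showed no overlap, or 4.03%, where chance gives 0.216%.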

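Among gene groups close to the inflammatory, antimicrobial and lipid terms of Figure 1A, the inflammatory group held the most genes past the threshold. Of 22 measured genes of the interleukin-1 and inflammatory response, 7 rose and none fell (10 higher and 2 lower when adjusted over the list alone, limma; adjusted p=0.024 by camera with an estimated correlation). Beside Saa3, these include the chemokine genes Ccl2, with a log2 fold change of 1.50 (SE 0.13, adjusted p=2.04e-05 from limma), Ccl7 (0.83) and Cxcl5 (0.53). Of 17 antimicrobial peptide genes, 3 rose and none fell (4 higher when adjusted over the list alone), with a median log2 fold change of 0.00 and an adjusted p of 0.249 by camera with an estimated correlation. The 3 were Reg3g, Ltf and Lcn2 (log2 fold change 0.92), which encodes a protein that withholds iron from bacteria. Pglyrp1 did not pass the test (0.27, adjusted p=0.0975 from limma). Of 14 genes of mature neutrophils, a source of such peptides, none rose or fell in limma. Of these, 2 had an unadjusted p under 0.05 and 1 was higher when adjusted over the list alone. By an analysis of variance with the group alone, 0 passed the adjusted threshold. Of 28 genes of fatty acid and cholesterol synthesis, 1 rose, Sqle (0.31), an enzyme of sterol synthesis, and none fell (the same count when adjusted over the list alone), with an adjusted p of 0.689 by camera with an estimated correlation. Fdps (0.34), Stard4 (0.23) and Cyp51 (0.18) did not pass. Of 21 genes of fatty acid oxidation and lipid storage, Lipe, the hormone-sensitive lipase, rose by 0.47 and Cd36, a fatty acid transporter, fell by 0.28 on the log2 scale (1 higher and 3 lower when adjusted over the list alone). Without single arrays, the call was lost for Sqle in 3 of 12 runs (0.27 to 0.34) and for Lipe in 5 of 12 (0.41 to 0.53), and gained for Fdps without normoxia replicate 2 (0.29 to 0.40) and Pglyrp1 without normoxia replicate 5 (0.21 to 0.33). In Reactome, the set for the metabolism of lipids and lipoproteins held 464 measured genes, of which 22 rose and 12 fell. Its adjusted p in fgsea was 0.988 with all genes ranked and 0.109 with only the 1000 genes with the smallest p ranked. The set for the innate immune system held 484, of which 22 rose and 18 fell (adjusted p=0.193 in fgsea). That for interleukin-1 signaling held 35, of which 0 rose and 1 fell (adjusted p=0.187 in fgsea). That for defensins held 24, of which 0 rose and 0 fell (adjusted p=0.841 in fgsea). Over all sets of 10 to 500 measured genes, 265 of 894 passed the threshold in fgsea, 246 toward higher and 19 toward lower levels in hypoxia (111 of 894 by camera with an estimated correlation).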

Based on structural considerations^49,50^ including the heterodimeric nature of the cyclin D-CDK4 protein complex and its combined molecular weight, the disulfide bond was hypothesized to form between cyclin D and CDK4. However, there was a potential discrepancy in the proportion of each protein that formed the disulfide, with ≈60% of cyclin D and ≈20% of CDK4 protein forming the disulfide (Figure 1C). This can be explained by cyclin D being 10-fold lower in abundance than CDK4 (Figure S2A), meaning it limits the formation of a protein heterodimer and thus the amount of intermolecular disulfide that can form. Abundance of cyclin D is known to be periodic throughout the cell cycle,^44^ and as anticipated, G1 phase synchronization of HPASMCs elevated cyclin D expression causing a notable increase in CDK4 disulfide formation, in contrast to G0 phase (Figure 1D and 1E). Similarly, overexpression of cyclin D1 or cyclin D3 markedly increased the proportion of CDK4 that formed a disulfide dimer, while the opposite was observed in response to cyclin D knockdown using siRNA (Figure S2B and S2C).

Next, we sought to identify whether the cyclin D-CDK4 disulfide bond was endogenously reduced by intracellular antioxidant systems, such as NADPH-dependent thioredoxin/thioredoxin reductase.^51^ Treatment of HPASMCs with the thioredoxin reductase inhibitor, 1 μM auranofin, induced the accumulation of disulfide cyclin D-CDK4 (Figure S3A) and potentiated H_2_O_2_-induced oxidation of cyclin D-CDK4 (Figure 1F and 1G). Moreover, endogenous reduction of the cyclin D-CDK4 disulfide is shown by a time-dependent decrease in detection after H_2_O_2_ treatment (Figure S3B).

### A Heterodimeric Disulfide Bond Forms Between CDK4 C135 and Cyclin D1 C7/8

To identify which cysteine residues form a disulfide bond, the crystal structure of cyclin D1-CDK4 (PDB 2W96^49^) was explored. We found that CDK4 C135 is in close proximity to cyclin D1 C7 and C8, with thiol distances of 4.7 Å and 9.8 Å, respectively (Figure 2A). Using a cysteine oxidation prediction algorithm,^52^ CDK4 C135 was predicted to have a p*K*_a_ of 6.7, making it likely that this residue exists in a deprotonated state in cells, and is susceptible to oxidation to form a sulfenic acid intermediate, followed by a disulfide bond. Cysteine to alanine mutants were generated to identify whether these particular cysteine residues form the cyclin D-CDK4 disulfide bond. Overexpression of a cyclin D1-HA C7/8A double mutant and CDK4-FLAG C135A mutant inhibited formation of the disulfide bond (Figure 2B and 2C), while CDK4 C78A and CDK4 C202A mutants remained redox-active (data not shown), confirming the location of the disulfide bond. Interestingly, the presence of either cyclin D1 C7 or C8 was sufficient to permit disulfide formation, likely due to their vicinal proximity, meaning only the C7/8A double mutant was strikingly redox-dead (Figure S4). Of note, an additional complex at 60 to 70 kDa, as indicated by a red arrow (Figure 2B), was also detected in nonreducing immunoblots. As these additional bands are a lower molecular weight than the cyclin D-CDK4 disulfide dimer and are not observed endogenously, they do not represent the cyclin D-CDK4 disulfide bond and are likely to be homodimers that reflect a limitation of protein overexpression. While CDK4 C135 is highly conserved in mammals, it is not present in other cell cycle CDKs (Figure 2D; Figure S5A), potentially representing a mechanism of kinase regulation that is unique to CDK4. On the other hand, cyclin D1 C7 and C8 are highly conserved in both mammals and between cyclin D subtypes (Figure 2E; Figure S5B). Generation of a cyclin D3 C5/6A double mutant, which is equivalent to cyclin D1 C7/8, revealed a similar redox-dead phenotype in HPASMCs (Figure 2F and 2G).

**Figure 2.**
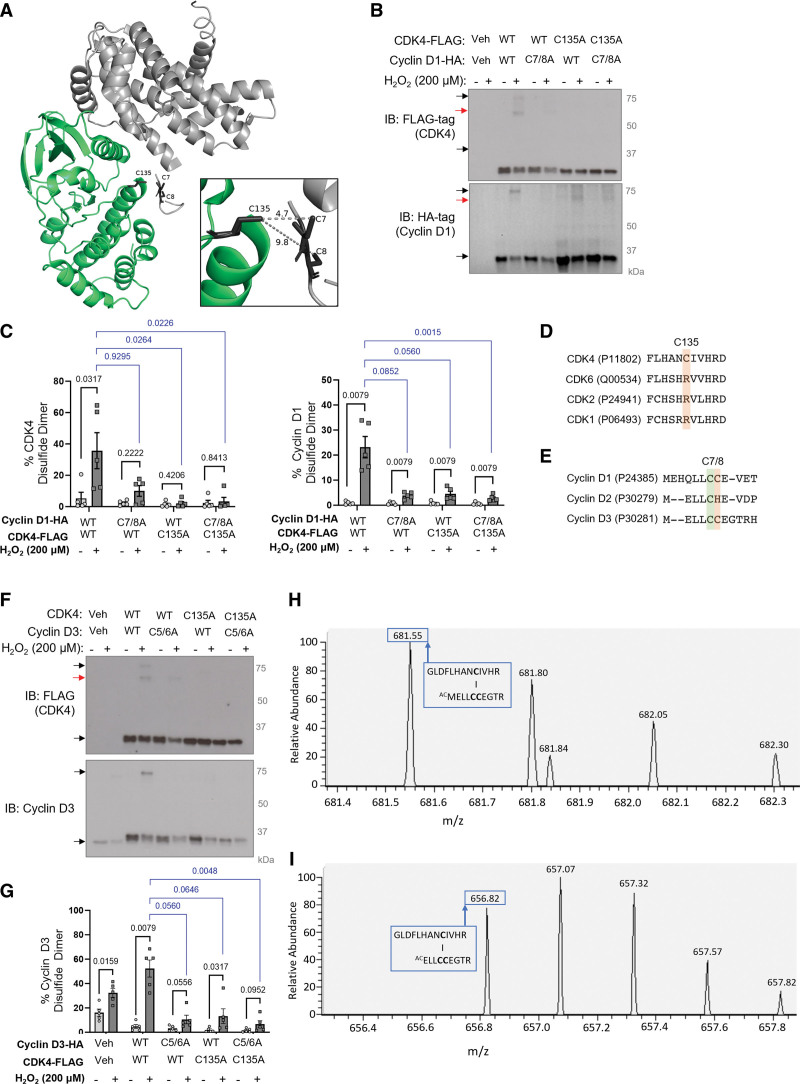
**The intermolecular disulfide bond forms between CDK4 (cyclin-dependent kinase 4) C135 and cyclin D1 C7/8. A**, The cyclin D1-CDK4 crystal structure (PDB 2W96) showing the locations of CDK4 C135 and cyclin D1 C7/8 in black. The distance (Å) between cysteine residues was measured using PyMOL. The cyclin D1 protein structure and CDK4 protein structure are shown in gray and green, respectively. **B**, C7/8A cyclin D1 and C135A CDK4 are redox-dead. Immunoblots show disulfide dimeric cyclin D1 and CDK4 (indicated by black arrows) in human pulmonary arterial smooth muscle cells (HPASMCs) overexpressed with wild-type (WT) or C135A CDK4-FLAG and WT or C7/8A cyclin D1-HA and treated with H_2_O_2_. Cyclin D1 (HA-tag) and CDK4 (FLAG-tag) were detected by nonreducing immunoblotting. Red arrows indicate additional artificial bands. **C**, The percentage of cyclin D1 and CDK4 observed as a disulfide dimer in overexpressed HPASMCs. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare between vehicle and H_2_O_2_ treatment for each mutant; nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons was used to compare disulfide formation in response to 200 µM H_2_O_2_ treatment between each mutant and WT (n=5 independent experiments); the results are shown as means±SEM. **D**, BLAST alignments show CDK4 C135 is not conserved between cell cycle CDK proteins. **E**, BLAST alignments show cyclin D1 C7/8 is conserved between cyclin D subtypes. All sequences were obtained from the UniProt database with identification codes presented in brackets. **F**, C5/6A cyclin D3 and C135A CDK4 are redox-dead. Disulfide dimeric cyclin D3 and CDK4 (indicated by black arrows) in HPASMCs overexpressed with WT or C135A CDK4-FLAG and WT or C5/6A cyclin D3-HA. Cells were treated with H_2_O_2_ for 15 minutes. Cyclin D3 and CDK4 (FLAG-tag) were detected by nonreducing immunoblotting. Red arrows indicate additional artificial bands. **G**, The percentage of cyclin D3 and CDK4 observed as a disulfide dimer in overexpressed HPASMCs. *P* values are calculated using unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare between H_2_O_2_ treatment and vehicle for each mutant; nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons was used to compare disulfide formation in response to 200 µM H_2_O_2_ treatment between each mutant and WT (n=5 independent experiments); the results are shown as means±SEM. **H** and **I**, Analysis of an extracted ion chromatogram from an LC-MS/MS precursor ion survey scan identified an ion of (**H**) *m/z* 681.55^4+^ and (**I**) *m/z* 656.82^4+^, which correspond with the peptide ^127^GLDFLHANCIVHR^139^ in CDK4 bound through a disulfide bond to the peptide ^1^MELLCCEGTR^10^ in cyclin D3, as shown in the red boxes. The cyclin D3 peptide was identified with dioxidation of the free cysteine residue, and acetylation of the N-terminal, either with the N-terminal methionine (**H**) present, or (**I**) absent.

To confirm that disulfide cyclin D-CDK4 is indeed observed at ≈75 kDa, LC-MS/MS was employed, first to identify the proteins present at this molecular weight in a sample of coimmunoprecipitated CDK4 from HeLa cells treated with H_2_O_2_. Both CDK4 (MW 34 kDa) and cyclin D3 (MW 33 kDa) were enriched at ≈75 kDa under oxidizing conditions compared with reducing conditions, supporting the presence of a disulfide bond that results in electrophoretic separation at their combined molecular weight (Figure S6A). High-sequence coverage was obtained for both proteins of interest, with all CDK4 cysteine residues identified (Figure S6B and S6C). Conclusive evidence of a disulfide bond between cyclin D3 and CDK4 was obtained in a parallel sample, which was enzymatically digested in the absence of reduction and alkylation steps to preserve the intact disulfide. Here, interrogation of the extracted ion chromatogram revealed evidence of 2 peptides in the oxidized H_2_O_2_ treated samples, of *m/z* 681.55^4+^ and *m/z* 656.82^4+^, which correspond to the predicted *m/z* of a peptide containing CDK4 C135 coupled to cyclin D3 C5/6 through a disulfide bond, either with or without the N-terminal methionine present in cyclin D3 (Figure 2H and 2I; Figure S7). As the peptide of interest in cyclin D3 contains 2 cysteine residues, it was predicted that 1 cysteine would be bound through a disulfide, while the other would be free and thus susceptible to dioxidation or trioxidation. The extracted ion chromatogram of the precursor ion confirmed the presence of this combined peptide, but it was not possible to identify whether cyclin D3 C5 or C6 preferentially forms the disulfide bond with CDK4 C135 (Figure 2H and 2I). While the combined cyclin D3-CDK4 peptide was observed under oxidizing conditions, no evidence was obtained under reduced conditions, corroborating an oxidant-induced heterodimeric disulfide bond formation between CDK4 C135 and cyclin D3 C5/6.

### Oxidation of Cyclin D-CDK4 Inhibits Kinase Activity and Induces G1 Phase Cell Cycle Arrest

To identify whether oxidation of cyclin D-CDK4 regulates protein function, an in vitro kinase activity assay was employed. Consistent with previous reports,^53,54^ the cyclin D1-CDK4 holoenzyme phosphorylates a full-length Rb protein substrate under reducing conditions (Figure 3A and 3B). However, we found that incubation under oxidizing conditions, which is when the disulfide bond forms, inhibits kinase activity resulting in negligible levels of Rb phosphorylation (Figure 3A and 3B; Figure S8A). As a result, an inverse relationship was observed between disulfide CDK4 and Rb phosphorylation (Figure 3C; Figure S8B), suggesting the presence of a redox-switch in cyclin D-CDK4.

**Figure 3.**
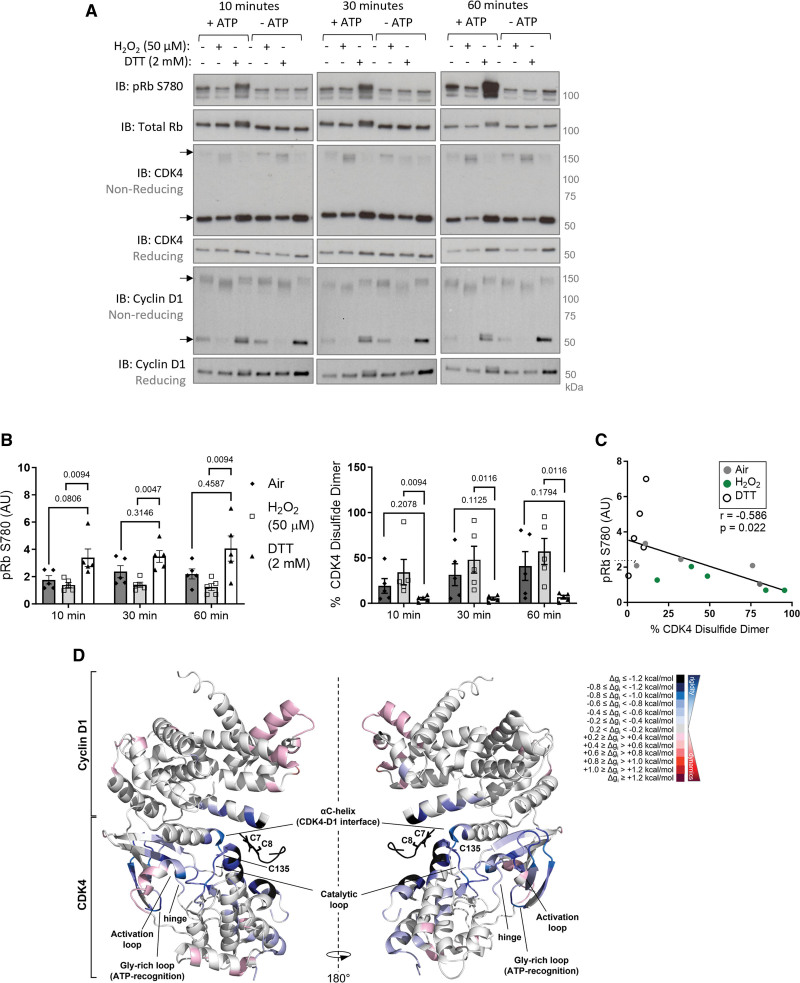
**Oxidation of C135 inhibits cyclin D1-CDK4 (cyclin-dependent kinase 4) kinase activity. A**, An in vitro kinase activity assay showing oxidation inhibits kinase activity of recombinant cyclin D1-CDK4 toward recombinant Rb substrate. Cyclin D1-CDK4 protein was oxidized by either air or H_2_O_2_ or reduced by DTT. Phosphorylation of Rb protein substrate was measured after incubation for 10, 30, or 60 minutes. pRb S780, total Rb, CDK4, and cyclin D1 were detected by immunoblotting under reducing conditions. Disulfide CDK4 and disulfide cyclin D1 was detected by immunoblotting under nonreducing conditions. **B**, Quantification of the proportion of CDK4 observed as a disulfide dimer, and pRb S780 normalized to control (untreated with no ATP). As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare Air or H_2_O_2_ treatment to DTT for 10, 30, or 60-minute time points (n=5 independent experiments); the results are shown as means±SEM. **C**, Negative correlation between pRb S780 and CDK4 disulfide formation at the 60-minute time point. Analysis was performed using Simple Linear Regression model showing the line of best fit and Pearson correlation coefficient (r; n=5 independent experiments). **D**, AlloSigMA analysis of probing of CDK4 C135 and cyclin D1 C7/8 shows extensive rigidification of CDK4. The panel shows a cartoon model of the cyclin D1-CDK4 complex (PDB 2W96). The cysteine residues involved in the formation of the intermolecular disulfide bond, and the key secondary structure elements of interest are labelled. The per-residue allosteric free energy (Δg_i_) values obtained in the AlloSigMA calculation are mapped onto the structure: the darker the shade of red or blue, the greater the destabilization or gain in rigidity, respectively. DTT indicates dithiothreitol; and Rb, retinoblastoma.

To rationalize the effects of the disulfide bond between CDK4 C135 and cyclin D1 C7/8 on kinase activity, we performed in silico AlloSigMA experiments. This structural modeling tool analyses allosteric communications following a molecular perturbation, namely an intermolecular disulfide bond in this case, by calculating per-residue allosteric free energy variations (Δg_i_). While an increase in Δg_i_ entails augmented dynamics, a decrease in Δg_i_ indicates rigidification of residues in the cyclin D1-CDK4 complex.^55^ To evaluate the effects of the intermolecular disulfide bond on protein structure, the analysis was performed by probing CDK4 C135 and cyclin D1 C7/8. Remarkably, we found that CDK4 undergoes significant rigidification in the hinge, αC-helix, and catalytic loop (Figure 3D; Figure S9A). Our data indicate negligible effects on cyclin D1, upon formation of the disulfide bond, suggesting that the allosteric communication is specific to the kinase (Figure S9A). Notably, when CDK4 C135 was perturbed in isolation, rigidification was still observed in the hinge, and the catalytic and activation loops, corroborating the finding that oxidation of this residue alters kinase activity (Figure S9B). In contrast, perturbation of either CDK4 C78 or C215 revealed only a minor rigidification of the activation loop but failed to allosterically communicate with the hinge or catalytic loop, suggesting that oxidation of these residues does not affect kinase activity (Figure S9B).

Next, to support the in vitro kinase activity data, HPASMCs were treated with H_2_O_2_, which induced a dose-dependent decrease in Rb phosphorylation (Figure 4A and 4B), in line with CDK4 inhibition. Importantly, a decrease in Rb phosphorylation was observed at 3 sites, including S780 which is a CDK4/6 specific site.^56^ Moreover, using propidium iodide staining to detect cell cycle stages, H_2_O_2_ was found to induce a G1 phase cell cycle arrest in HPASMCs, making the cells insensitive to serum-stimulation (Figure 4C and 4D; Figure S10), while cells stimulated with serum in the absence of oxidation progressed through the cell cycle (Figure 4C and 4D). This observation was also consistent with data obtained when measuring the proliferation rate of HPASMCs using real-time cell analysis (Figure 4E). H_2_O_2_ treatment caused a decrease in proliferation rate compared with cells stimulated with serum alone (Figure 4E). Similar observations were made in human pulmonary arterial endothelial cells, where H_2_O_2_ treatment inhibited proliferation in a manner that was comparable to the CDK4/6 inhibitor (Figure S11A and S11B).

**Figure 4.**
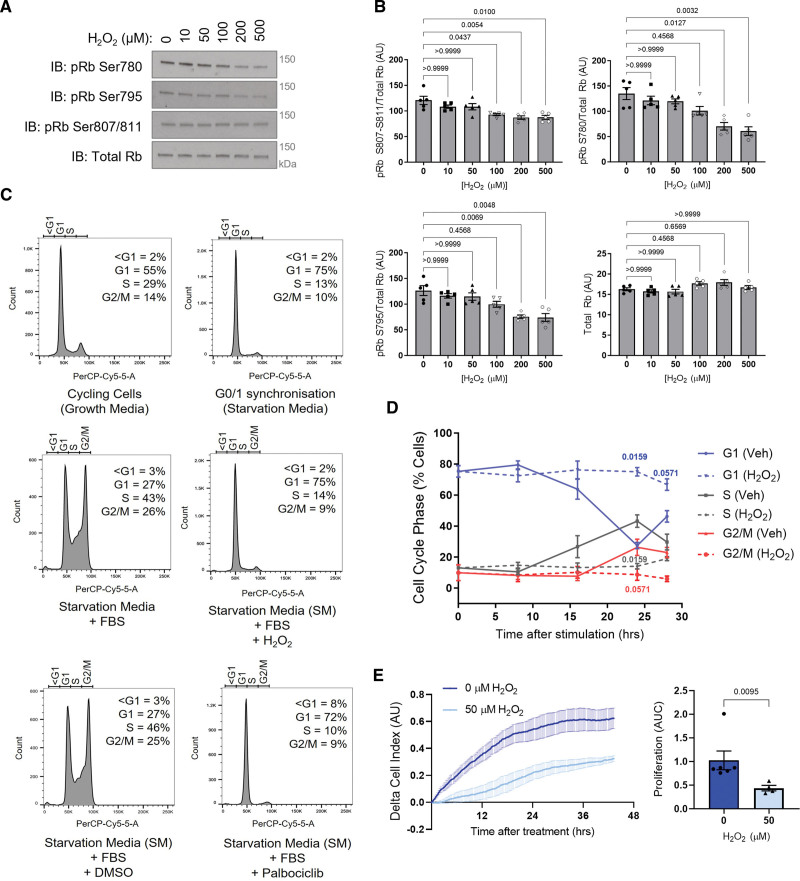
**Oxidation decreases cyclin D-CDK4 (cyclin-dependent kinase) substrate phosphorylation and induces G1 phase cell cycle arrest. A**, Oxidation of human pulmonary arterial smooth muscle cells (HPASMCs), induced by acute H_2_O_2_ treatment, decreased. Rb (retinoblastoma) phosphorylation at S780, S795, or S807-811, and total Rb were detected by immunoblotting under reducing conditions. **B**, Quantification of Rb phosphorylation, normalized to total Rb. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn post hoc multiple comparisons to compare Rb phosphorylation in response to H_2_O_2_ with the 0 µmol/L control (n=5 independent experiments); the results are shown as means±SEM. **C**, Histograms show cell cycle analysis using flow cytometry of propidium iodide-stained HPASMCs. Continuously cycling cells were maintained in DMEM growth medium (10% FBS; upper left), while G0/1 phase synchronized cells were maintained in starvation media (0.1% FBS) for 40 hours (upper right). Synchronized cells were stimulated to enter the cell cycle with 10% FBS alone for 24 hours (middle left), FBS plus 50 µmol/L H_2_O_2_ for 24 hours (middle right), FBS plus DMSO vehicle (bottom left), or FBS plus 10 µmol/L palbociclib for 24 hours (bottom right). The proportion of cells in each phase of the cell cycle at this time point was analyzed by the Watson Pragmatic cell cycle model and an average from 4 to 5 independent experiments is provided. **D**, H_2_O_2_ causes G1 phase cell cycle arrest. Graph shows the proportion of synchronized cells in each cell cycle phase with time after stimulation with 10% FBS alone (solid lines) or 10% FBS plus 50 µmol/L H_2_O_2_ (dashed lines). *P* values are calculated using unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare between vehicle and H_2_O_2_ treatment in cell cycle phases at each time point (0 and 8 hours, n=5 experimental sample per group; 16, 24, or 28 hours, n=4 experimental samples per group); the results are shown as means±SEM. **E**, Proliferation of HPASMCs treated with 50 µmol/L H_2_O_2_ or vehicle. Cells were seeded in xCELLigence real-time cell analysis (RTCA) E-plates at 3×10^4^ cells/well in starvation media (0.1% FBS). After 40 hours, cells were stimulated with 10% FBS with or without H_2_O_2_. Proliferation rate of HPASMCs after treatment was quantified using area under the curve. As the data sample size with an n<6 cannot be reliably tested for normality, the *P* value is calculated using an unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare between area under the curve for 0 and 50 µmol/L (n=4 independent experiments/ biological replicates per group, including n=2 performed in technical replicates for 0 µmol/L, altogether comprising n=6 replicates for 0 µmol/L and n=4 replicates for 50 µmol/L); the results are shown as means±SEM.

Given the reported similarities between PH and cancer,^4^ and the efficacy of CDK4/6 inhibitors in the treatment of breast cancer, we sought to identify whether a similar oxidant-induced inhibition was observed in the proliferation of MCF7 breast epithelial cells. As anticipated, treatment with H_2_O_2_ or the pharmacological thioredoxin reductase inhibitor, auranofin, decreased the proliferation rate of MCF7 cells to a similar extent as the classical CDK4/6 inhibitor, palbociclib (Figure S11C and S11D).

### CDK4 C135 Is Critical for Optimal Cyclin D-CDK4 Kinase Activity and Cell Proliferation

The kinase-inhibitory nature of the disulfide bond was reproducible in WT cyclin D1-CDK4 protein that was overexpressed and coimmunoprecipitated from HPASMCs or HAP1 CDK4 knockout cells (Figure 5A and 5B; Figure S12). While activity was observed under reducing conditions in WT cyclin D1-CDK4, remarkably, the C135A or C135S cyclin D1-CDK4 mutant displayed a kinase-impaired phenotype, as shown by a decrease in Rb phosphorylation (Figure 5A and 5B). To ensure this finding was specific to CDK4 C135, an alternative cysteine residue, C78, which is located in the N-lobe of CDK4, was mutated. C78A cyclin D1-CDK4 displayed comparable activity to WT cyclin D1-CDK4 under reducing conditions and retained its sensitivity to oxidant-induced inhibition (Figure 5A and 5B). These data, together with in silico modeling using AlloSigMA (Figure S9), suggest that CDK4 C135 plays a critical role in cyclin D-CDK4 kinase activity, possibly through allosteric communications that permit structural rearrangement of the kinase into the active conformation. Interestingly, CDK4 kinase activity was also inhibited by incubation with the alkylating agent *N*-ethylmaleimide or markedly reduced by the alkylating agent maleimide (Figure 5C and 5D), which both adduct to cysteine thiols, supporting the role of a cysteine residue, C135, in being critical for optimal kinase activity.

**Figure 5.**
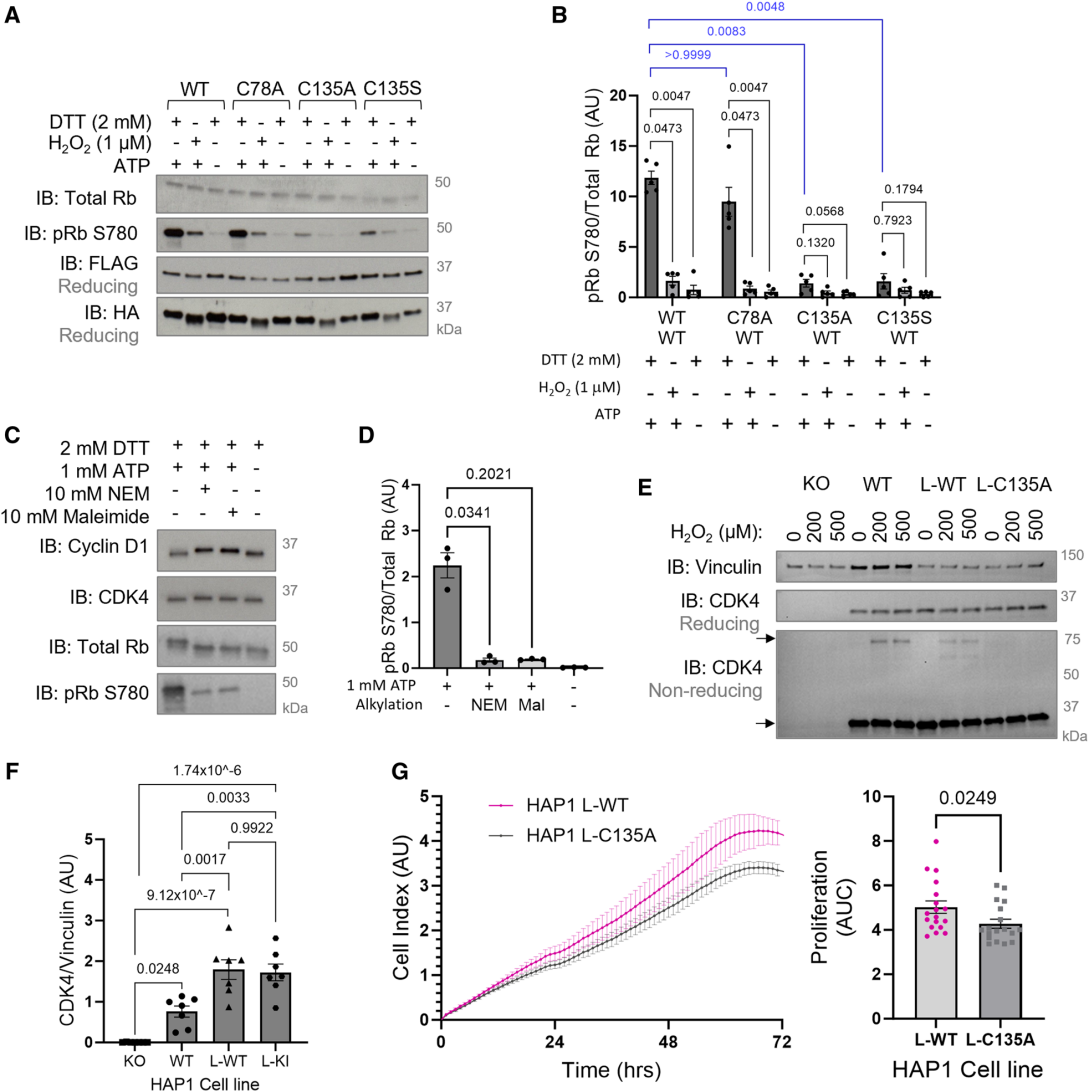
**C135A CDK4 (cyclin-dependent kinase) is kinase-impaired causing a decreased proliferation rate of cells. A**, An in vitro kinase activity assay of coimmunoprecipitated WT or mutant cyclin D1-CDK4 shows C135A/S CDK4 is kinase-impaired. WT, C135A, C135S, or C78A CDK4-FLAG, and WT cyclin D1-HA were overexpressed and coimmunoprecipitated from HAP1 (near-haploid human cell line) CDK4 KO cells. Protein was incubated with 2 mmol/L DTT, 1 µmol/L H_2_O_2_ or vehicle (H_2_O) to reduce or oxidize, respectively. Rb (retinoblastoma) phosphorylation was measured by immunoblotting after 60-minute incubation with recombinant Rb protein substrate. **B**, Quantification of pRb S780 normalized to total Rb. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn post hoc multiple comparisons to compare H_2_O_2_ or no ATP-treated conditions to DTT+ATP control within each mutant group, and DTT-treated conditions between the WT, C78A, and C135A/S mutants (n=5 independent experiments); the results are shown as means±SEM. **C**, An in vitro kinase activity assay shows thiol alkylation inhibits cyclin D1-CDK4 kinase activity toward Rb. Cyclin D1-CDK4 was reduced by DTT and incubated with 10 mmol/L *N*-ethylmaleimide (NEM) or 10 mmol/L maleimide for 2 hours. Phosphorylation of recombinant Rb substrate was measured by immunoblotting after incubation for 60 minutes. CDK4, cyclin D1, total Rb, and pRb S780 were detected by immunoblotting under reducing conditions. **D**, Quantification of pRb S780 normalized to total Rb after incubation with or without NEM or maleimide. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn post hoc multiple comparisons to compare Rb phosphorylation in response to alkylating agents with no alkylating agent+ATP control (n=3 independent experiments); the results are shown as means±SEM. **E**, Reducing immunoblots showing CDK4 expression and nonreducing immunoblots showing monomeric and disulfide dimeric CDK4 in CDK4 KO HAP1 cells, WT HAP1 cells, and HAP1 lentiviral stable cell lines expressing WT (L-WT) or C135A (L-C135A) CDK4. Cells were treated with H_2_O_2_ for 15 minutes. Vinculin was used as a loading control. **F**, Quantification of CDK4 expression normalized to vinculin. The data passed the normality test performed by the Shapiro-Wilk test. *P* value is calculated using 1-way ANOVA followed by Tukey post hoc multiple comparisons to compare between the groups (n=7 independent experiments per group); the results are shown as means±SEM. **G**, A decreased proliferation rate of L-C135A HAP1 cells compared with L-WT HAP1 cells. Proliferation of L-WT and L-C135A HAP1 cells was measured by electrical impedance (cell index) for 72 hours. Cells were seeded in xCELLigence real-time cell analysis (RTCA) E-plates at 2×10^4^ cells/well. Proliferation rate was quantified by area under the curve (AUC) of L-WT and L-C135A cells measured by RTCA. As the data sample size with an n<6 cannot be reliably tested for normality, *P* value is calculated using unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare AUC values between L-WT and L-C135A (n=5 independent biological replicates per group, in technical quadruplicates for the first n=4 and duplicates for the last n=1, altogether comprising 18 replicates); the results are shown as means±SEM. DTT indicates dithiothreitol.

A stable cell line expressing WT or redox-dead C135A CDK4 was generated from CDK4 KO HAP1 cells using lentiviral transduction. The expression of CDK4 was comparable between L-WT or L-C135A HAP1 cells, and as expected, the cyclin D-CDK4 disulfide was absent in the L-C135A HAP1 cells (Figure 5E and 5F; Figure S13). It was anticipated that this redox-dead stable cell line would also be kinase-impaired, meaning cells with the CDK4 C135A mutation could not be used to show resistance to oxidant-induced cell cycle arrest. For this reason, the L-C135A HAP1 cells were used to show the critical role of C135 in CDK4 activity and proliferation, providing a surrogate for C135 oxidation. Mutation of CDK4 C135 caused a considerably small but reproducible and significant decrease in the proliferation rate of HAP1 cells, supporting the role of C135 as a critical cysteine residue that regulates CDK4 function and cell proliferation (Figure 5G).

A novel redox-dead constitutive C135A CDK4 knock-in (KI) mouse was next generated (Figure S14) and employed to definitively establish the importance of C135 in pulmonary vascular cell proliferation. As anticipated and consistent with C135A CDK4 being kinase-impaired, both mouse pulmonary arterial smooth muscle cells (Figure S15A and S15B) and mouse lung endothelial cells (Figure 6A; Figure S15C) isolated from C135A CDK4 KI mice demonstrated a pronounced decrease in the proliferation rate compared with cells isolated from WT littermates. While these data further support the role of C135 CDK4 as a critical cysteine residue that regulates cell proliferation, it was intuitive to test the role of C135A mutation in pulmonary vascular disease progression. For this reason, adult WT or KI male or female mice were subjected to a widely used model of experimental PH induced by weekly subcutaneous injections of Sugen (SU5416) in combination with 3 weeks of hypoxic exposure (Figure 6B). Interestingly, redox-dead C135A CDK4 KI mice developed a less severe PH phenotype in the Sugen/hypoxia experimental PH model, which was manifested by an attenuated right ventricular (RV) systolic pressure (RVSP), RV hypertrophy and estimated pulmonary vascular resistance, compared with WT littermates (Figure 6C and 6D; Figure S16A through S16C). The protection in KI mice after Sugen/hypoxia was further evidenced by an attenuated decline in pulmonary arterial blood flow indexes (Figure 6E), reduced pulmonary vascular muscularization (Figure 6F), and notably improved blood oxygen saturation (Figure S17A). There was no difference in nonfasting blood glucose, sodium, potassium or calcium concentration, hematocrit, hemoglobin, or blood pH between WT and KI mice after Sugen/hypoxia, assessed by blood analyzer (Figure S17B through S17E). Altogether, the data are consistent with the role of C135 as a critical cysteine residue that regulates CDK4 function and pulmonary vascular cell proliferation in vitro and in vivo.

**Figure 6.**
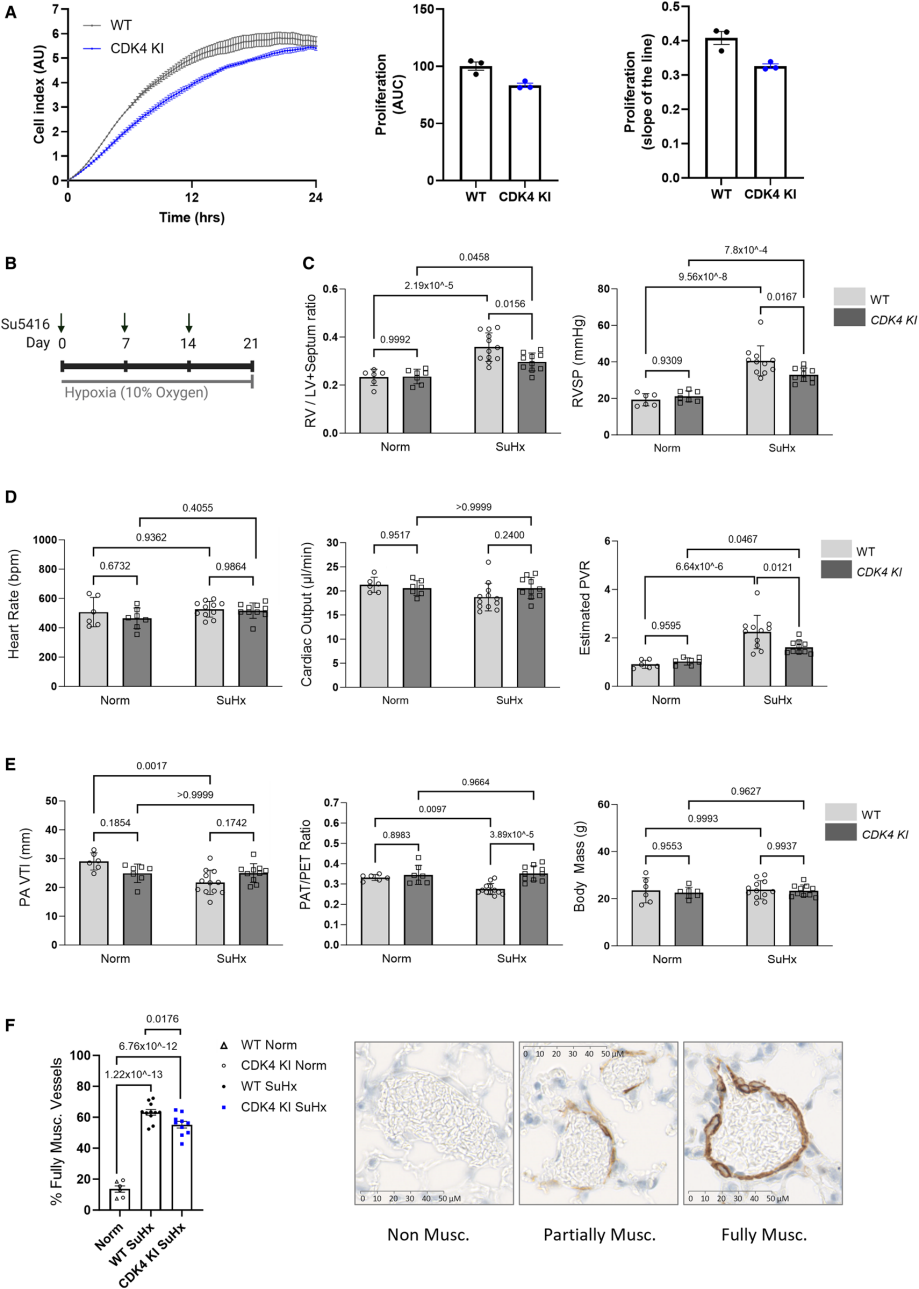
**Redox-dead C135A CDK4 (cyclin-dependent kinase) KI mice develop a less severe disease phenotype in Sugen/hypoxia experimental models of pulmonary hypertension (PH). A**, Mouse lung endothelial cells (MLECs) isolated from C135A CDK4 KI mice demonstrate a decreased proliferation rate compared with MLECs isolated from wild-type (WT) mice. Proliferation of MLECs was measured by electrical impedance (cell index) for 24 hours. Cells were seeded in xCELLigence gelatin and fibronectin-coated real-time cell analysis (RTCA) E-plates at 5×10^3^ cells/well. Proliferation rate was analyzed by area under the curve of MLECs, and the slope is calculated from the linear portion of the graph (first 14 hours). Two WT or 2 CDK4 KI mouse lungs were pooled for one cell isolation procedure per genotype, and the proliferation experiment was run in technical triplicate. **B**, The Sugen (SU5146)/hypoxia mouse model of PH was induced by exposure to hypoxia (10% O_2_) for 3 weeks along with weekly subcutaneous injections of 20 mg/kg Sugen (Su5416). Control mice were maintained in normoxia (Norm, 21% oxygen). Male and female mice were used. **C**, Right ventricular (RV) hypertrophy (RV/LV+septum ratio) and RVSP (mm Hg), (**D**) heart rate (beats per minute), cardiac output (μL/minute) and estimated pulmonary vascular resistance (PVR), (**E**) pulmonary flow velocity time integral (PA VTI), pulmonary flow acceleration time (PAT)/pulmonary ejection time (PET) ratio and body mass were measured in both sexes of WT or KI mice to assess the severity of PH. **C** through **E**, An assessment of the data normality was performed by the Shapiro-Wilk test; all data parameters presented in **C**, **D**, and **E** of this figure passed the normality test. As the data passed the test for normality, *P* values were calculated using a parametric test 2-way ANOVA followed by Tukey multiple comparisons tests to compare between all groups (WT Norm, n=6; CDK4 KI Norm, n=7; WT SuHx, n=12; CDK4 KI SuHx, n=10), and the results are shown as means±SEM. **F**, Muscularization of small pulmonary arteries (10–100 µm) was measured using alpha smooth muscle actin (α-SMA) immunohistochemical staining of mouse lung sections after induction of the Sugen/hypoxia pulmonary hypertension model. The data passed the normality test performed by the Shapiro-Wilk test. *P* values were calculated using a 1-way ANOVA followed by Tukey multiple comparisons test to compare between all groups (Norm, n=6; WT SuHx, n=11; CDK4 KI SuHx, n=10); the results are shown as means±SEM. WT and CDK4 KI mice from normoxic control groups were combined into 1 group.

### Therapeutic Implications of the Cyclin D-CDK4 Disulfide In Vivo

Considering that smooth muscle cell and endothelial cell proliferation is causative to pulmonary vascular remodeling in PH, the role of the cyclin D-CDK4 disulfide was next determined in pulmonary vasculature in vivo. Notably, pulmonary arteries isolated from patients with PAH display a decreased level of CDK4 disulfide compared with healthy controls (Figure 7A). Furthermore, treatment of HPASMCs isolated from PAH patients revealed an attenuated response to H_2_O_2_ (Figure 7B), or auranofin (Figure 7C), suggesting PAH HPASMCs encounter a more reducing environment than donor control cells and hence less prone to form disulfide-CDK4. In line with previous literature,^6,36^ these idiopathic PAH HPASMCs are hyperproliferative compared with control donor cells (Figure 7D), which is likely, at least partially, to be caused by the lack of cyclin D-CDK4 disulfide. Importantly, the abundance of disulfide CDK4 can be potentiated in mouse pulmonary arteries using auranofin treatment (Figure 8A), which inhibits disulfide reduction by thioredoxin/thioredoxin reductase. To characterize the potential therapeutic benefits of auranofin, which triggers the inhibitory redox-switch at C135 in CDK4, 3 experimental models of PH were employed. First, mice were subjected to hypoxia for 14 days and treated continuously with 8.5 mg/kg per day auranofin via subcutaneous osmotic minipump (Figure S18). Treatment with auranofin prevented the progression of PH disease, as demonstrated by an attenuation of RVSP and RV hypertrophy, compared with vehicle-treated hypoxic controls (Figure S18). Next, the more severe Sugen/hypoxia experimental PH model was employed (Figure 8B), and mice were treated daily with auranofin treatment, or vehicle, by intraperitoneal injection. As expected, vehicle-treated mice developed PH evidenced by pronounced increase in RV hypertrophy and RVSP, and once again, hemodynamic benefits were observed after cotreatment with auranofin, through an attenuated increase in RVSP and RV hypertrophy compared with normoxic vehicle-treated controls (Figure 8C). To examine whether these hemodynamic benefits were due to alleviation of pulmonary vascular remodeling, a quantitative analysis of histologically stained lung sections was performed. Immunohistochemical staining of α-smooth muscle actin (α-SMA) showed that auranofin treatment decreased the percentage of fully muscularized small pulmonary arteries, in response to Sugen/hypoxia (Figure 8D), likely due to a decrease in smooth muscle cell proliferation. Finally, PH was induced in rats using the Sugen/hypoxia model to assess whether auranofin could improve cardiopulmonary functions. Rats were treated with a single dose of Sugen (SU5416) followed by 3 weeks of exposure to hypoxia (Figure 8E). Once returned to normoxia, rats were treated daily with vehicle or auranofin for 2 weeks, which reversed disease severity resulting in a significant decrease in RV hypertrophy, RVSP, and pulmonary vascular resistance. Along with this, there was a trend toward an improvement in pulmonary acceleration time/pulmonary ejection time ratio (Figure 8F). Immunohistological staining of α-SMA in the lung showed only a moderate increase in the proportion of fully muscularized vessels in the auranofin-treated group (Figure 8G), consistent with a decrease in smooth muscle cell proliferation.

**Figure 7.**
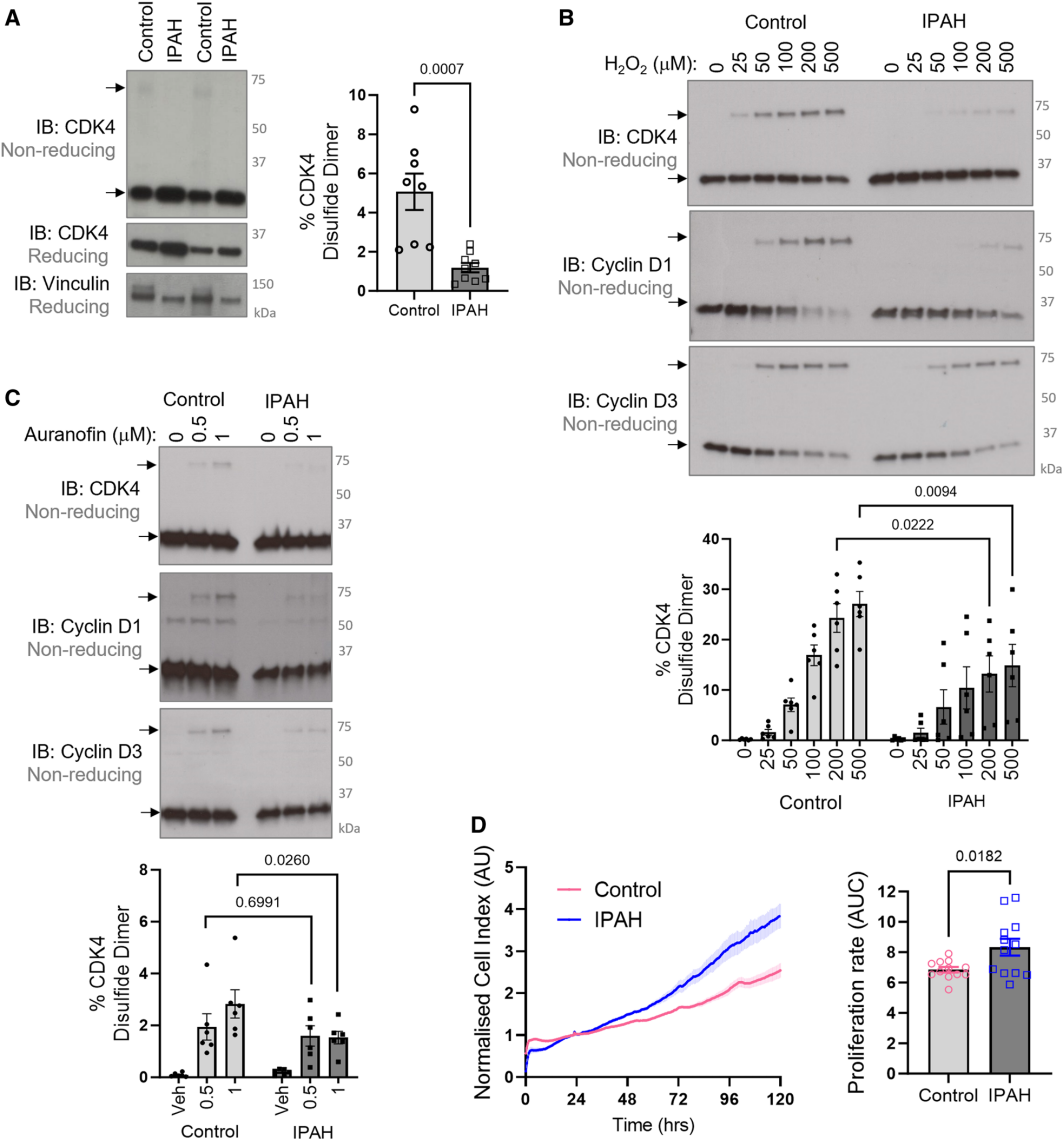
**Idiopathic pulmonary arterial hypertension (PAH; IPAH) pulmonary arteries and human pulmonary arterial smooth muscle cells (HPASMCs) have less CDK4 (cyclin-dependent kinase 4) disulfide than donor controls. A**, Formation of the CDK4 disulfide bond is decreased in pulmonary arteries of IPAH patients compared with healthy volunteer controls. Nonreducing immunoblots show monomeric and disulfide dimeric CDK4, while reducing immunoblots show CDK4 expression with vinculin used as a loading control. Quantification is provided for the percentage of CDK4 observed as a disulfide dimer. The data passed the normality test performed by the Shapiro-Wilk test. *P* values were calculated using the parametric unpaired 2-tailed *t* test to compare between 2 groups (control, n=8; IPAH, n=9), and the results are shown as means±SEM. **B**, IPAH HPASMCs have an attenuated response to oxidant treatment compared with donor control cells. HPASMCs were treated with H_2_O_2_ for 15 minutes in DMEM growth medium. The formation of disulfide cyclin D-CDK4 was detected by nonreducing immunoblotting probed for CDK4, cyclin D1, and cyclin D3. The graph shows quantification of the percentage of CDK4 that is detected as a disulfide dimer. The data passed the normality test performed by the Shapiro-Wilk test. *P* values were calculated using the parametric 2-way ANOVA followed by Sidak post hoc multiple comparisons test (n=6 per group); the results are shown as means±SEM. **C**, IPAH HPASMCs accumulate less disulfide CDK4 than donor control cells in response to auranofin treatment. HPASMCs were treated with auranofin for 1 hour in serum-free DMEM. Monomeric and disulfide dimeric CDK4, cyclin D1, and cyclin D3 were detected by nonreducing immunoblotting. The graph shows quantification of the proportion of CDK4 that was observed to form a disulfide (n=6 per group). The data did not pass the normality test performed by the Shapiro-Wilk test. *P* values are calculated using an unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare 0.5 or 1 μM Aur-treatment between Control and IPAH groups (n=6 per group). The results are shown as means±SEM. **D**, HPASMCs isolated from patients with IPAH have an increased proliferation rate compared with donor control HPASMCs. Proliferation was measured by electrical impedance in real time using xCELLigence (representative of n=6 independent biological replicates per group, in technical duplicate). Proliferation rate was then analyzed using area under the curve (AUC). The data passed the normality test performed by the Shapiro-Wilk test. *P* value is calculated using the parametric unpaired 2-tailed *t* test to compare between 2 groups (n=6 independent biological replicates per group, in technical duplicate), and the results are shown as means±SEM.

**Figure 8.**
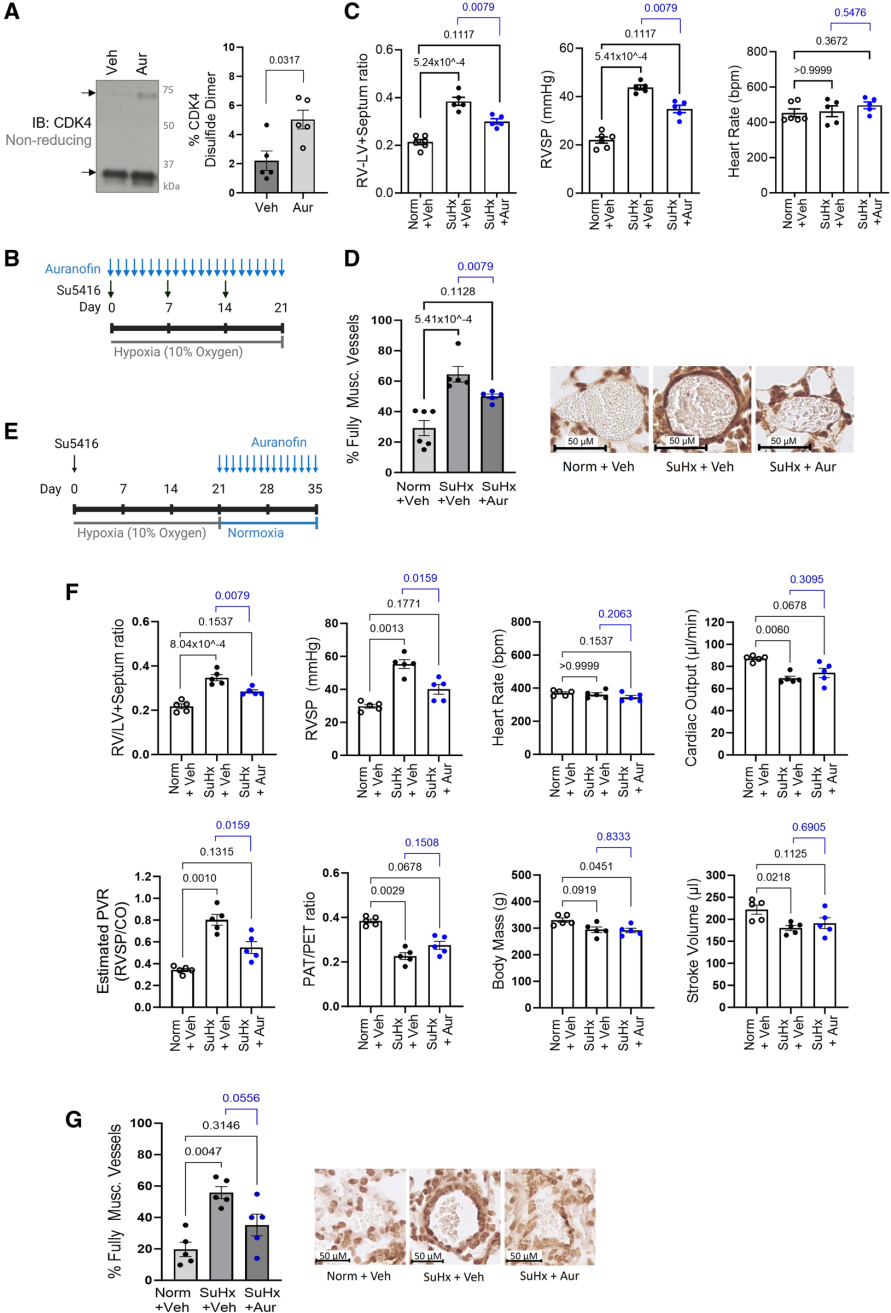
**Pro-oxidant treatment provides therapeutic benefits in experimental models of pulmonary hypertension (PH). A**, Thioredoxin reductase inhibition by auranofin treatment potentiated the accumulation of disulfide CDK4 (cyclin-dependent kinase 4). Mice were treated, by intraperitoneal injection, with auranofin (10 mg/kg) or vehicle (10% DMSO/saline) for 6 hours before rapid isolation and snap-freezing of pulmonary arteries. Mouse pulmonary arteries were analyzed by nonreducing immunoblotting to assess monomeric and disulfide dimeric CDK4 (representative of n=5/group). Graphs show quantification of the proportion of CDK4 that was observed as a disulfide dimer. As the data sample size with an n<6 cannot be reliably tested for normality, a *P* value is calculated using an unpaired 2-tailed nonparametric Mann-Whitney *U* test to compare between Vehicle and Aur-treatment (n=5 per group), and the results are shown as means±SEM. **B**, The Sugen (SU5146)/hypoxia mouse model of PH was induced by exposure to hypoxia (10% O_2_) for 3 weeks along with weekly subcutaneous injections of 20 mg/kg Sugen (Su5416). Control mice were maintained in normoxia (Norm, 21% oxygen). Auranofin (Aur, 10 mg/kg per day) or vehicle (Veh, 10% DMSO/saline) was injected daily for the duration of the model. **C**, Right ventricular (RV) systolic pressure (RVSP, mm Hg), RV hypertrophy (RV/LV+septum ratio), and heart rate (beats per minute) were measured to assess the severity of PH. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare Vehicle and Aur-treated SuHx groups to Norm+Veh; unpaired 2-tailed nonparametric Mann-Whitney *U* test was used to compare between Vehicle and Aur-treatment SuHx groups (Norm+Veh, n=6; SuHx+Veh, SuHx+Aur, n=5), and the results are shown as means±SEM. **D**, Muscularization of small pulmonary arteries (10–100 µm) was measured using α-SMA immunohistochemical staining, of mouse lung sections after induction of the Sugen/hypoxia pulmonary hypertension model for 3 weeks along with daily injections of 10 mg/kg auranofin or vehicle. *P* values are calculated using nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare the proportion of fully muscularized vessels in Vehicle or Aur-treated SuHx groups to Norm+Veh; unpaired 2-tailed nonparametric Mann-Whitney *U* test was used to compare between Vehicle and Aur-treatment SuHx groups (Norm+Veh, n=6; SuHx+Veh, SuHx+Aur, n=5), the results are shown as means±SEM. Representative images of each treatment group are provided, along with a 50 µm scale bar. **E**, Pulmonary hypertension was modeled using Sugen (SU5416)/hypoxia (SuHx) in Wistar rats by a single subcutaneous injection of 20 mg/kg Sugen followed by exposure to hypoxia (10% oxygen) for 3 weeks. Rats were then returned to normoxia (21% oxygen) and treated daily with 8 mg/kg Auranofin (Aur) or Vehicle (Veh, 10% saline/DMSO). **F**, RV hypertrophy, RVSP, heart rate, cardiac output, pulmonary vascular resistance (PVR), pulmonary acceleration time (PAT)/pulmonary ejection time (PET) ratio, body mass, and stroke volume were analyzed to assess disease severity. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare parameters in Vehicle and Aur-treated SuHx groups to Norm+Veh; unpaired 2-tailed nonparametric Mann-Whitney *U* test compare between Vehicle and Aur-treatment SuHx groups (n=5 per group), the results are shown as means±SEM. **G**, Muscularization of small pulmonary arteries (10–100 µm) was measured using alpha smooth muscle actin (α-SMA) immunohistochemical staining of rat lung sections after induction of the Sugen/hypoxia pulmonary hypertension model followed by treatment with auranofin or vehicle. *P* values are calculated using a nonparametric Kruskal-Wallis test followed by Dunn multiple comparisons to compare the proportion of fully muscularized vessels in Vehicle and Aur-treated SuHx groups to Norm+Veh; unpaired 2-tailed nonparametric Mann-Whitney *U* test was used to compare between Vehicle and Aur-treatment SuHx groups (n=5 per group), the results are shown as means±SEM. Representative images of each treatment group are provided, along with a 50 µm scale bar.

## Discussion

Cell cycle inhibition, induced by the CDK4/6 inhibitor palbociclib, has recently been demonstrated to be therapeutically beneficial in experimental PH.^36^ In this study, we identify that CDK4, a key cell cycle kinase, is regulated by a novel redox-switch that inhibits the function of this kinase in health and disease (Figure S19). Our work reveals several novel findings. First, we demonstrate the formation of an inducible heterodimeric disulfide bond between CDK4 and cyclin D, which contributes to oxidant-induced cell cycle arrest, thus providing insights into the redox regulation of the cell cycle. Second, CDK4 C135 is indispensable for CDK4 kinase activity, meaning perturbation of this thiol impairs kinase activity leading to attenuation of cell proliferation in vitro and in vivo. Third, the cyclin D-CDK4 disulfide is present in pulmonary arteries in vivo and its abundance is decreased in PAH patients, which may drive disease pathogenesis. Finally, pharmacological treatment with auranofin increased the accumulation of disulfide cyclin D-CDK4, which provided cardiopulmonary benefits in 3 experimental models of PH. Altogether, our findings reveal a novel mechanism by which oxidants such as H_2_O_2_ induce cell cycle arrest to halt the proliferation of pulmonary vascular cells. Furthermore, oxidative inhibition of cyclin D-CDK4 kinase activity provides a novel site for allosterically targeting CDK4 and provides a mechanistic rationale for the use of antiproliferative redox therapies, such as auranofin, which induce disulfide formation.

Cell cycle arrest is a critical response that protects cells from unrepaired DNA damage and genomic instability^57^ and is regulated by transcription, as well as more rapid oxidative posttranslational modifications of proteins. Using an Affymetrix microarray, we highlight the importance of cell cycle reprogramming in the pathogenesis of PH and the potential therapeutic benefits of selectively targeting cell cycle regulators (Figure 1A). 

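Most of the regulators of the G1 phase did not pass the test in hypoxic lungs, though the list was higher relative to other genes. Over all genes, 1338 of 22180 passed the test. Of 25 measured G1 regulators, 4 rose in hypoxia, none fell and 21 did not pass the test (6 higher when adjusted over the list alone, limma), with a median log2 fold change of 0.11 and an adjusted p of 0.0223 by camera with an estimated correlation. The 4 were E2f3, a transcription factor of S phase entry (log2 fold change 0.35, SE 0.05, adjusted p=9.23e-04 from limma), Cdk6, which like CDK4 binds D-type cyclins (log2 fold change 0.41, SE 0.06, adjusted p=9.95e-04 from limma), and the inhibitor genes Cdkn2c (0.39) and Cdkn1c (0.37). Cdkn2c encodes an inhibitor of CDK4 and CDK6, and Cdkn1c one of cyclin-dependent kinases of G1. In the Reactome set for cyclin D events in G1, 4 of 25 genes rose and 0 fell. It passed the threshold in fgsea toward higher levels (adjusted p=0.0289), and p was 0.0277 by camera with an estimated correlation. Cdk4 had a level of 8.29 ± 0.05 (SD, n=6) in normoxia and 8.37 ± 0.05 (SD, n=6) in hypoxia, and its log2 fold change of 0.09 (SE 0.05, adjusted p=0.403 from limma) did not pass the test. Its cyclin partners did not pass either, with log2 fold changes of 0.20 for Ccnd1 (SE 0.07, adjusted p=0.165 from limma), 0.10 for Ccnd2 and 0.16 for Ccnd3 (SE 0.07, adjusted p=0.255 from limma). Without normoxia replicate 2, the adjusted p of Ccnd1 passed the threshold, with a log2 fold change of 0.26. Of their targets and relatives, Rb1 (-0.12), E2f1 (0.10) and Cdk2 (0.15) did not pass. Among other effectors of the cell cycle that the paper names, Cdc25c, a phosphatase that activates CDK1, rose by 0.58 (SE 0.14, adjusted p=0.035 from limma). Cdc25a (0.16), Cdc25b (-0.09), Cdkn2a, the gene of p16 (-0.10), and Atm (-0.06) did not pass the test. With single arrays left out, the calls of Cdkn1c and Cdc25c were each lost in 8 of 12 runs (log2 fold change 0.33 to 0.41 and 0.49 to 0.67). These values are of RNA and carry no information on the redox state or activity of the proteins.

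**Figure D2:**
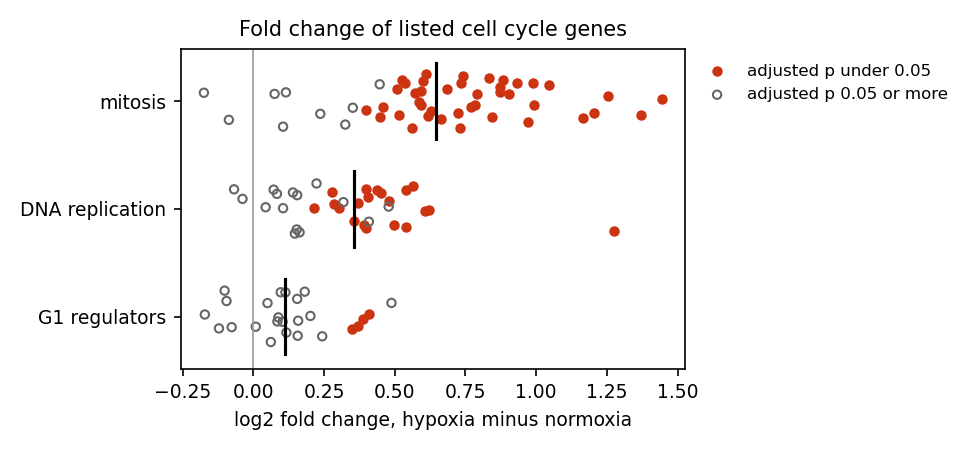
Log2 fold change between 6 hypoxic and 6 normoxic mice (horizontal axis) of each measured gene in the lists of G1 regulators, DNA replication and mitosis (rows, points spread vertically for sight only). Filled points passed the threshold of limma, open points did not, and the vertical mark is the median of each list, at 0.11, 0.35 and 0.65.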

In the hypoxia-induced model of PH, at the 3-day time point used, arteries are reportedly constricted but not yet remodeled.^24,58^ This implies that the transcriptional changes in cell cycle–related gene expression observed here are likely to be causative in disease pathophysiological changes. To date, only a handful of redox-regulated cell cycle effector proteins have been fully characterized, including p16,^59^ Aurora A kinase,^60,61^ CDC25 (cell division cycle 25 phosphatase),^62,63^ CDK2,^64^ and ataxia-telangiectasia mutated (ATM) kinase.^65^ Here, we found that the G1 phase cell cycle regulator, cyclin D-CDK4, forms an intermolecular disulfide bond in response to oxidation (Figure 1B and 1C). Both mutagenesis and LC-MS/MS analysis confirmed that this disulfide forms between CDK4 C135 and cyclin D1 C7/8 or cyclin D3 C5/6 (Figure 2). Due to the proximity of cyclin D1 C7/8 and CDK4 C135 (Figure 2A), together with the low p*K*_a_ of CDK4 C135, the formation of a disulfide bond between these residues is perhaps unsurprising. The cyclin D-CDK4 disulfide is reversible owing to endogenous reduction by the thioredoxin/thioredoxin reductase antioxidant system (Figure 1F and 1G). Our data show that the formation of a disulfide bond in cyclin D-CDK4 inhibits kinase activity toward its key substrate, Rb, both in recombinant protein in vitro (Figure 3A) and in HPASMCs (Figure 4A and 4B). Accordingly, and in line with previous reports in other cell types,^57,66^ H_2_O_2_ treatment induced G1 phase cell cycle arrest (Figure 4C and 4D), decreasing the proliferation rate of HPASMCs (Figure 4E) and human pulmonary arterial endothelial cells (Figure S11). While the proportion of CDK4 that forms a disulfide bond may seem to be small (Figure 1B and 1C), the role this mechanism plays in cell cycle control is anticipated to be greater as kinase activity is restricted only to the proportion of CDK4 protein that is in a heterodimeric complex with cyclin D. We have not yet been able to test the cytosolic versus nuclear localization of cyclin D-CDK4 disulfide heterodimer; however, it is possible that, at least basally, the oxidized form of cyclinD-CDK4 is at lower abundance in the nucleus, where it serves a regulatory feedback mechanism to control growth and proliferation. This speculation is based on findings that the nucleus is a relatively reducing and resistant to oxidation cell compartment, compared with the cytoplasm or mitochondria.^20^

Interestingly, we found that CDK4 C135 is a critical cysteine residue that is essential for optimal cyclin D-CDK4 kinase activity (Figure 5A and 5B). As such, mutation of CDK4 C135 resulted in a kinase-impaired protein complex that did not efficiently phosphorylate Rb, while mutation of an alternative residue, CDK4 C78, had no effect on kinase activity or oxidant-sensitivity. Moreover, HAP1 cells stably expressing CDK4 C135A had a kinase-impaired phenotype, as demonstrated by a decreased proliferation rate compared with their WT counterpart (Figure 5G). Furthermore, primary pulmonary vascular smooth muscle or endothelial cells, isolated from novel transgenic redox-dead C135A CDK4 KI mice, phenocopy C135A HAP1 cells by also proliferating at slower rates, compared with the cells originating from WT littermates (Figure 6A; Figure S15). This consistently reproducible effect is similar to reports of a decreased proliferation rate and reduced mitogen sensitivity of CDK4^−/−^ mouse embryonic fibroblasts.^56,67^ As both C135A CDK4 and disulfide CDK4 are kinase-impaired (Figure S19), C135A CDK4 expressing HAP1 cells and C135A CDK4 KI pulmonary vascular cells provide a surrogate measure for the effect of CDK4 oxidation on cell cycle control and proliferation in pulmonary vasculature. This was further reiterated in the phenotype of CDK4 KI mice, which demonstrated a small but significant reduction in pulmonary vascular muscularization, likely due to reduced pulmonary vascular cell proliferation, leading to the development of a less severe disease phenotype in a Sugen/hypoxia experimental PH model (Figure 6B through 6F; Figure S16), altogether supporting the role of C135 CDK4 as a critical cysteine residue that regulates cell proliferation. However, it must be acknowledged that the use of a C135A KI mouse is somewhat limited because the mutation not only generates an oxidant-insensitive kinase but also severely reduces its activity, and therefore in this case, redox-dead C135A CDK4 KI cannot be used to dissect the direct role of disulfide cyclin D-CDK4 in the PH. Consistent with this, structural in silico modeling revealed that it is indeed CDK4 C135 that mediates the allosteric structural modifications in cyclin D-CDK4 that plausibly explain the inhibitory effects of thiol oxidation or mutation. In fact, perturbation of CDK4 C135, either alone or in combination with cyclin D1 C7/8, increased rigidity of numerous key regions of the kinase complex (Figure 3D; Figure S9). Whereas perturbation of alternative cysteine residues in CDK4 had little effect on the rigidity of these regions. In particular, probing of C135, caused rigidification of the hinge, whose torsion is required to allow conformational rearrangements that lead to the active kinase conformation.^49^ Moreover, at the interface between CDK4 and cyclin, the αC-helix is partly rigidified, which may impair the overall dynamics to rearrange the heterodimeric complex into its active form. Interestingly, the allosteric landscape shows that the catalytic loop, including residues _138_HRDLKPEN_145_, is rigidified indicating that catalysis is affected by the formation of the disulfide bond. This is supported by the observed decrease in Rb phosphorylation in oxidizing conditions or the presence of C135A CDK4. The substrate-assisted model of CDK4 activation proposes that in order for the active cyclin D-CDK4 conformation to be transiently achieved, substrate binding, ATP binding, and activation loop phosphorylation are required.^49,50,68^ Therefore, since conformational changes from the inactive to the active state involve remodeling of the αC-helix and the activation segment to permit catalysis,^50,69^ it is likely that CDK4 C135 oxidation or mutation impairs these required structural changes. This is also consistent with experiments showing *N*-ethylmaleimide or maleimide, which adducts to cysteine thiols including C135, inhibits kinase activity (Figure 5C and 5D). Altogether, these findings highlight the potential for translation of this novel mechanistic insight into the clinic, using C135 as a potential drug target to selectively inhibit CDK4 with an aim to combat vascular hyperproliferative diseases.

Given one of the important roles that cell hyperproliferation plays in vascular remodeling during the progression of group 1 PAH and group 3 PH,^1^ we sought to investigate the therapeutic implications of the cyclin D-CDK4 disulfide bond. Critically, we found that the cyclin D-CDK4 disulfide forms basally in healthy human pulmonary arteries, and its abundance is decreased in the pulmonary arteries of group 1 idiopathic PAH patients (Figure 7A). Similarly, HPASMCs isolated from patients with idiopathic PAH displayed an attenuated response to H_2_O_2_-induced disulfide formation (Figure 7B), and auranofin-induced disulfide accumulation (Figure 7C). This may be due to an increase in cellular reducing equivalents in PH, or a decrease in SOD expression and activity,^25,70^ shifting the balance between proproliferative superoxide and the antiproliferative signaling molecule H_2_O_2_.^57,66,71^ Indeed, it has been shown that adaptation to hypoxia involves metabolic changes that promote a proreducing environment, through increased production of reductant NADPH from the pentose phosphate pathway,^72^ and a shift from oxidative phosphorylation toward glycolysis.^73–76^ Additional evidence for a protective role of ROS in PH comes from the use of antioxidants. More specifically, resveratrol, which is a polyphenol compound that is considered to have antioxidant and anti-inflammatory properties,^77^ but was paradoxically shown to induce protein oxidation of PKGIα and thus act as a pro-oxidant to induce systemic vasodilation.^78^ In both the monocrotaline rat model,^79^ and the hypoxia rat model of PH,^80^ resveratrol attenuated disease severity, which may be explained by PKGIα oxidation,^24^ as well as the antiproliferative oxidant-induced inhibition of CDK4. It is likely that remodeling of the redox network occurs in disease, in a similar way to aging,^81^ resulting in a decrease in oxidation (ie, reduction) of some proteins including cyclin D-CDK4. The exact cause for the reduced state of cyclin D-CDK4 in PAH is likely linked with altered redox metabolism and is yet to be established. In any case, given the kinase-inhibitory nature of the cyclin D-CDK4 disulfide bond (Figure 3A through 3C), this decrease in its abundance is anticipated to contribute to the reported hyperactivity of CDK4 in PH^36^ and the hyperproliferation of PH cells (Figure 7D).

Loss-of-function BMPR2 (bone morphogenetic protein receptor 2) mutations are known to cause familial PAH, characterized by excessive PASMC proliferation, particularly in response to transforming growth factor-β.^82^ Recently, it was elegantly shown that human PASMC with loss of BMPR2 are hyperproliferative, and resistant to apoptosis, suggesting that deficiency of BMPR2 in PASMC can contribute to the development of PAH.^41^ However, apart from CDK4 being an end-effector protein that ultimately drives cell cycle progression, a connection between BMPR2 signaling and the cyclin D-CDK4 pathway currently remains unknown.

Cyclin D-CDK4 is a key cell cycle regulatory protein that controls entry into and progression through the G1 phase of the cell cycle by phosphorylating Rb. However, there is emerging evidence of novel noncanonical roles of this protein complex, beyond cell cycle control and progression, including the regulation of cellular differentiation^83^ and metabolism.^84–86^ Recent studies showed CDK4 inhibition caused an increase in mitochondrial oxygen consumption in muscle cells, while CDK4 knockout mice demonstrate an elevated metabolic rate under basal conditions.^84^ E2F1, a target of cyclin D1-CDK4, also plays a role in energy production by repressing oxidative metabolism in mitochondria.^85^ It was also reported that insulin may use components of the cell cycle machinery to control glucose homeostasis in postmitotic cells independently of cell division.^86^ Further experiments would be required to establish the effect of CDK4 oxidation on these noncanonical roles in metabolism, and their potential involvement in the protective benefits of CDK4 oxidation and C135A mutation that we have evidenced in PH.

Importantly, accumulation of the cyclin D-CDK4 disulfide can be potentiated by treatment with the thioredoxin reductase inhibitor, a gold-containing phosphine compound auranofin (Figure 8A), which attenuated disease severity in multiple pathophysiological parameters in 3 experimental PH models (Figure 8; Figure S18). These findings suggest that the increased abundance of the cyclin D-CDK4 disulfide is one of the mechanisms by which auranofin decreases vascular remodeling in PH to provide therapeutic benefits (Figure 8D and 8G). Based on its high reactivity with cellular nucleophiles such as selenocysteine and cysteine and its known capacity to selectively inhibit thioredoxin reductase and glutathione peroxidase, auranofin inhibits the endogenous reduction of disulfide bonds by the former. Although, it is likely that auranofin also potentiates the oxidation of other targets in addition to CDK4. However, in this case, redox-dead C135A CDK4 KI mice would not help to dissect the specific role of disulfide cyclin D-CDK4 in the response to auranofin. This is because the mutation does not only generate an oxidant-insensitive kinase but also severely reduces its activity. In this study, auranofin was administered to increase the level of cyclin D-CDK4 disulfide in WT mice, promoting this adaptive redox response to measure the therapeutic benefits. Interestingly, auranofin can also shift the steady-state ROS levels that are carefully maintained by the cellular antioxidant system toward pro-oxidizing conditions. In particular, it can increase ROS levels (including H_2_O_2_ and superoxide) and inhibit growth and proliferation in several cancer cell lines; however, this effect can vary depending on the cell line.^87^

Currently, auranofin is food and drug administration–approved for the treatment of rheumatoid arthritis and is in clinical trials for the treatment of cancers including leukemia or ovarian cancer.^88^ Ultimately, the work presented here provides a mechanistic rationale for the potential future clinical development of auranofin in the field of hyperproliferative vascular diseases, to provide therapeutic benefits in PH. This mechanism of targeting CDK4 may offer a more favorable toxicity profile for chronic use compared with current CDK4/6 inhibitors. Additionally, interest surrounding the use of novel electrophilic compounds is growing with the identification of covalent inhibitors of EGFR,^89^ GSK-3 (glycogen synthase kinase-3),^90^ BFL-1 (B-cell lymphoma 2-like protein 1),^91^ and CDK2.^92^ In fact, electrophilic drugs can directly induce protein oxidation, as recently demonstrated for PKGIα,^93^ or prevent oxidation by covalently binding to the redox-active cysteine, as shown for GSK-3^90^ and EGFR.^89^ Since CDK4 C135 represents a critical residue that allosterically regulates cyclin D-CDK4 activation, it offers a novel site that warrants the development of a new therapy for selectively and covalently targeting CDK4 with a selective electrophilic inhibitor that may prove useful in the treatment of PH. Future work using high-throughput screening of an electrophile library is envisaged to find a novel electrophilic compound, which may represent a unique drug class that stimulates an endogenous mechanism responsible, in this case, for cell cycle arrest in vivo.

Overall, the results of this study highlight the importance of oxidative posttranslational modifications in proteins, that serve as regulatory feedback mechanisms to control growth and proliferation of pulmonary vascular cells in health and PH. A disulfide bond in cyclin D-CDK4 inhibits kinase activity, which contributes to the protective benefits of auranofin treatment in PH, by triggering a brake on the cell cycle. Our work provides evidence for a novel mechanism of inhibiting CDK4 that has the potential to be therapeutically harnessed in PH.

## ARTICLE INFORMATION

### Acknowledgments

The authors thank Dr Hyun-Ju Cho for her initial help with setting up the flow cytometry experiment, Dr Rhys Anderson for providing the protocol for the lentiviral stable cell line, Dr Friedrich Baark for his initial help with rat ultrasound imaging, Dr Alison Brewer for lending us a Manual Magnetic-activated cell sorting Separator for mouse lung endothelial cell separation, and Dr Konstantinos Theofilatos for advising about data deposition. The authors thank Dr Rebecca Charles and Dr Sebastian Guttzeit for their indispensable advice regarding kinase activity assays.

### Author Contributions

O. Rudyk designed the study and sought funding. H. Knight and O. Rudyk designed, planned, and performed the majority of the experiments and wrote the article. H. Knight, G. Abis, M. Kaur, H.L.H. Green, S. Krasemann, K. Hartmann, J. Clark, S. Lynham, A. Weiss, C. Ruppert, and O. Rudyk performed the experiments and analyzed the data. A. Weiss, C. Ruppert, and R.T. Schermuly provided human tissues. H. Knight, L. Zhao, S. Lynham, R.T. Schermuly, P. Eaton, and O. Rudyk discussed the data. All authors read the article and approved its final version.

### Sources of Funding

O. Rudyk is supported by a British Heart Foundation Intermediate Basic Science Research Fellowship (FS/14/57/31138), British Heart Foundation Project Grant (PG/20/10427), and King’s British Heart Foundation center of Research Excellence (RE/18/2/34213). P. Eaton is supported by The Bart’s Charity Cardiovascular Program Award G00913 and by program grants from the British Heart Foundation and the Medical Research Council. Ralph Schermuly is supported by Deutsche Forschungsgemeinschaft (DFG, German Research Foundation)—Project-ID 268555672—SFB 1213, project A08. This research was also supported by Research and Development, Guy’s and St Thomas’ National Health Service Foundation Trust. The views expressed are those of the authors and not necessarily those of the National Health Service.

### Disclosures

None.

### Supplemental Material

Expanded Materials and Methods

Figures S1–S19

Data Set file

Major Resources Table

Full unedited gels

References 94–99

## Supplementary Material

# Supplementary material for: Cyclin D-CDK4 Disulfide Bond Attenuates Pulmonary Vascular Cell Proliferation
**Source:** Circ Res. 2023 Nov 13;133(12):966–88. doi: 10.1161/CIRCRESAHA.122.321836
**Supplement:** Supplementary file 2

Supplemental Materials

A cyclin D-CDK4 disulfide bond attenuates pulmonary vascular cell proliferation

Hannah Knight¹, Giancarlo Abis^{2#}, Manpreet Kaur^{1#}, Hannah L. H. Green^{1#}, Susanne Krasemann³, Kristin Hartmann³, Steven Lynham⁴, James Clark¹, Lan Zhao⁵, Clemens Ruppert⁶, Astrid Weiss⁷, Ralph T. Schermuly⁷, Philip Eaton⁸, Olena Rudyk^{1*}

Short title: CDK4 oxidation attenuates cell proliferation

Giancarlo Abis, Manpreet Kaur and Hannah L. H. Green contributed equally.

Supplemental Materials File Includes Expanded Materials and Methods and Supplemental Figures **S1** to **S19** with Figure Legends.

Expanded Materials and Methods

G0/1 phase synchronization

HPASMCs were synchronized to the G0/1 phase of the cell cycle using serum starvation⁶⁶. Cells were maintained in DMEM supplemented with 0.1% FBS and 1% Penicillin/Streptomycin (referred to as starvation media) for 48 or 72 hours, as required, before growth media was replenished to stimulate cell cycle entry. For detection of the cyclin D1-CDK4 disulfide bond by immunoblotting, cells were treated with H₂O₂ for 15 minutes before lysis in non-reducing sample buffer containing 100 mM maleimide.

Protein overexpression

CDK4, cyclin D1 and/or cyclin D3 were overexpressed in HPASMCs using Lipofectamine 3000 transfection reagent (Invitrogen #L3000008) or in HAP1 cells using lipofectamine 2000 (Invitrogen #11668019) according to manufacturer's instructions. Cells were seeded at 1x10⁵ cells/ml in 6-well or 12-well plates. Cells were transfected with pcDNA3.1-CDK4-FLAG (GenScript Clone OHu21245), pcDNA3.1-cyclinD1-HA (Addgene #11181), pcDNA3.1-cyclinD3-HA (GenScript clone OHu21276C). The following concentrations of plasmid DNA were used in a 12-well plate or 6-well plate, respectively; 400ng/800ng cyclin D1 plasmid DNA, 400ng/800ng cyclin D3 plasmid DNA, and/or 400/800ng CDK4 plasmid DNA. In brief, the plasmid DNA, 2μL/μg p3000 reagent (lipofectamine 3000 only), and 1.5μL/well (12-well plate) or 4μL/well (6-well plate) lipofectamine 2000 or 3000 were diluted in opti-MEM reduced serum medium and incubated at room temperature for 15 minutes before addition to cells. After 24 hours, media was replenished, and cells were treated with H₂O₂ for 15 minutes.

PEG-switch

To detect reversible oxidation of CDK4 the PEG-switch method was used, as described before⁴⁸. Briefly, HPASMCs were treated with H₂O₂ for 15 minutes, harvested in cell lysis buffer (100 mM Tris-HCl pH 7.4, 100 mM maleimide, 1% SDS) and incubated at 50°C for 25 minutes with constant agitation. A sample was taken and added to non-reducing sample buffer, this is termed 'input'. 200 mM DTT was added to the remaining samples and incubated for 30 minutes to reduce any reversible oxidative modifications. Using a Zeba spin desalting column (7K MWCO, 0.5 mL, #89882 ThermoFisher), samples were desalted immediately into buffer containing 70 mM Tris-HCl pH 7.4, 10 mM PEG-maleimide, 1% SDS. Samples were incubated for 2 hours at room temperature before the addition of reducing sample buffer (supplemented with 5% β-mercaptoethanol), this was termed 'PEG output'. Monomeric and disulfide dimeric CDK4 were detected by non-reducing immunoblotting of input samples, while monomeric and PEGylated CDK4 were detected by reducing immunoblotting of PEG output samples.

Site-directed mutagenesis

Cysteine to alanine or serine mutants were generated by site-directed mutagenesis using the Q5 mutagenesis kit (New England Biolabs, #E0554S) or Phusion mutagenesis kit (Thermo Fisher Scientific, #F541) following manufacturer's instructions. Primers (**Table 1**) were designed using the NEBaseChanger online tool and modified for the Phusion kit, as required. Successful mutagenesis was confirmed by DNA sequencing (Eurofins MWG).

Protein	Mutation	Forward Primer	Reverse Primer	Polymerase
CDK4-FLAG	C135A	TCATGCCAATGCCATCGTTCACC	AGGAAATCTAGGCCTCTTAG	Q5
CDK4-FLAG	C135S	TCATGCCAATAGCATCGTTCACC	AGGAAATCTAGGCCTCTTAG	Q5
CDK4-FLAG	C78A	GATGGACGTCGCTGCCACATCCG<br>AAC	AGCCGGACAACATTGGGA	Q5
Cyclin D1-HA	C7A	CCAGCTCCTGGCCTGCGAAGTGGA<br>AAC	TGTTCCATGGCTGGGGCT	Q5
Cyclin D1-HA	C8A	GCTCCTGTGCGCCGA<br>AGTGGAAACC	TGGTGTTCATGGCTGGG	Q5
Cyclin D1-HA	C7/8A	CCAGCTCCTGGCCGCCAAGTGGA<br>AACCATCCG	TGTTCCATGGCTGGGGCT	Q5
Cyclin D1-HA	C38A	CGGAGGAGACCGCCGCGCCTCG	CGAGGGCGCGGCGGTCTCCTCCG	Phusion
Cyclin D3-HA	C5/6A	GGAGCTGCTGGCTGCCGAAGGCA<br>CCCGGC	ATCTCGAGCGGCCGCAC	Q5

Table 1. Primers for site-directed mutagenesis of CDK4, cyclin D1 and cyclin D3.

Measurements of cysteine proximity

The cyclin D1-CDK4 crystal structure (PDB 2W96⁴⁹) was explored using PyMOL Molecular Graphics System 2.3.4 (Schrödinger, LLC). Measurements of distances between sulfur atoms of cysteine residues were carried out using the wizard measurement tool in PyMOL.

AlloSigMA analysis

AlloSigMA is a structure-based statistical mechanical modelling tool which estimates the per-residue allosteric free energies (Δg_i) of a protein complex after a perturbation. Increased ($\Delta g_i > 0$) and decreased ($\Delta g_i < 0$) allosteric free energies correspond to enhanced dynamics or rigidification respectively^{55, 94}. Our experiments were performed on the AlloSigMA web-server⁹⁴, using the X-ray crystal structure of the cyclin D1-CDK4 complex (PDB 2W96³), upon alternate locations correction with FirstGlance 3.7. To mimic the disulfide bond between CDK4 and cyclin D1, the analysis was carried out in probing mode by perturbing CDK4 C135 and cyclin D1 C7/8, followed by controls on CDK4 C78, CDK4 C135 or CDK4 C215 in isolation. The Δg_i values were mapped onto the cyclin D1-CDK4 complex structure in blue and red color scales to indicate, respectively, rigidified and dynamized residues, using PyMOL.

Sequence alignments

The FASTA sequence of human cyclin D1 (P24385), cyclin D2 (P30279), cyclin D3 (P30281), CDK4 (P11802), CDK6 (Q00534), CDK2 (P24941) and CDK1 (P06493), along with those of appropriate species were obtained from the UniProt database. The National Library of Medicine Basic Local Alignment Search Tool (BLAST) was used to align and compare cysteine conservation between proteins or species.

Protein knockdown by siRNA

Cyclin D1 protein expression was knocked down in HPASMCs using Silencer Select siRNA (assay ID 229, Thermo Fisher Scientific) and scrambled silencer select siRNA (Negative control no. 1, #4390843, Thermo Fisher Scientific). siRNA was resuspended in ultrapure nuclease-free H₂O to a working stock concentration of 10 μ M. Cells were transfected with 20 nM siRNA using 6 μ L/well Lipofectamine RNAiMAX, according to manufacturer's instructions. 48 hours later, media was replenished, and cells were treated with H₂O₂ for 15 minutes.

Measurements of cyclin D1 and CDK4 protein concentration

HPASMCs were cultured for 48 hours to reach 70-80% confluency before being harvested in cell lysis buffer (100 mM Tris-HCl pH 7.4, 100 mM maleimide, 2% SDS). Total protein concentration was measured using a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, #23225), according to manufacturer's instructions. The total protein concentration ($\mu\text{g/mL}$) in HPASMC lysate was estimated from the BSA standard curve. 4 μg of total protein (HPASMC lysate) was loaded into a pre-cast gel (Bio-Rad) alongside known amounts of recombinant cyclin D1 His-tagged protein (LSBio #LS-G20572) or recombinant CDK4 His-tagged protein (Invitrogen #RP-75530) and separated by SDS-PAGE under reducing conditions. Immunoblots were probed with antibodies for cyclin D1 or CDK4 and signal intensities were measured by densitometry. The signal intensity of known amounts of cyclin D1 or CDK4 were plotted, and a linear regression curve was fitted using GraphPad Prism. From the equation of the line, the amount of CDK4 and cyclin D1 in 4 μg total protein (HPASMC lysate) was estimated and divided to obtain the amount (pg) per μg total protein. Three independent experiments (biological replicates) were performed in triplicate.

***In vitro* kinase activity assay using recombinant cyclin D1-CDK4**

Recombinant cyclin D1-CDK4 GST-tagged protein complex (Invitrogen, #PV4400) was diluted to 5 ng/ μL (40 nM) with 25 mM Tris-HCl, pH 7.4 and incubated with either 2 mM DTT (reduced), 50 μM H_2O_2 (oxidized) or H_2O (air-oxidized) at 30°C for 30 minutes. 10 mM MgCl_2 , 0.5 μg (0.23 μM) full length Rb protein (Abcam, #ab83205), and/or 1 mM ATP was added and incubated at 30°C for an additional 10, 30 or 60 minutes. At each time point, a sample was taken and added to non-reducing sample buffer to end the assay. Cyclin D1-CDK4 disulfide formation and Rb phosphorylation were measured by immunoblotting.

Cyclin D1-CDK4 immunoprecipitation

WT cyclin D1-HA (pcDNA3 Addgene #11181) and WT or cysteine mutant CDK4-FLAG (pcDNA3.1-C-(k)-DYK GenScript OHu21245) were overexpressed in HPASMCs or HAP1 CDK4 KO cells for 24 hours using Lipofectamine 3000 or Lipofectamine 2000, respectively. After 24 hours, cells were washed with PBS and lysed in 300 μL ice-cold lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100) supplemented with cOmplete™ EDTA-free protease inhibitor tablets (Roche, #11836170001, 1 tablet per 10 mL). Cell lysates were collected using a cell scraper and maintained on ice for 5 minutes with frequent mixing using a vortex. The lysate was cleared by centrifugation at 14000 g for 5 minutes at 4°C. 50 μL cell supernatant was added to equal volumes of non-reducing sample buffer, this was termed 'input'. Meanwhile, anti-FLAG agarose beads (Merck, #A2220), used at 30 μL /sample, were equilibrated with excess lysis buffer by centrifugation at 8200 g for 30 seconds. Beads were resuspended in lysis buffer. 200 μL of cell supernatant was transferred into an Eppendorf test tube containing 30 μL of equilibrated beads and rotated at 18 RPM for 2 hours at 4°C. Beads were collected by centrifugation at 1000 g for 1 minute. The beads-containing pellet was placed on ice and washed three times with 500 μL wash buffer (50 mM Tris-HCl pH 7.4, 300 mM NaCl, 1% Tween-20). The pellet was resuspended in 50 μL non-reducing sample buffer and heated at 65°C for 5 minutes, this was termed 'IP'. All samples were centrifuged at 1000 g for 1 minute before separation of the supernatant by SDS-PAGE and analysis by non-reducing or reducing immunoblotting.

***In vitro* kinase activity assay of immunoprecipitated cyclin D1-CDK4**

Cyclin D1-HA (pcDNA3 Addgene #11181) and CDK4-FLAG (pcDNA3.1-C-(k)-DYK GenScript OHu21245) were co-immunoprecipitated under non-reducing conditions using anti-FLAG agarose beads, as

described above. After incubation of anti-FLAG agarose beads and cell supernatant for 2 hours, beads were washed three times with wash buffer. The beads-containing pellet was then washed once in kinase assay buffer (25 mM Tris-HCl pH 7.4 and 10 mM MgCl₂). Each sample was then resuspended in 95 µL of kinase assay buffer supplemented with 2 mM DTT (reduced), 1 µM H₂O₂ (oxidized), or H₂O (air-oxidized), and incubated for 30 minutes at 30°C and 400 RPM. Subsequently, 1 µM (4.3 µg) Rb GST-tagged fragment (Merck, #SRP0256) and/or 1 mM ATP was added, along with 1 µM, palbociclib (LKT laboratories, #P0344), where required, to a final volume of 100 µL. Each experimental condition was incubated for 30 or 60 minutes at 30°C, 400 RPM. Non-reducing sample buffer was added to end the assay, and samples were heated at 65°C for 5 minutes. Samples were analyzed by non-reducing or reducing immunoblotting.

The effect of alkylation on recombinant cyclin D1-CDK4 kinase activity

Recombinant cyclin D1-CDK4 GST-tagged protein complex (Invitrogen, #PV4400) was diluted to 50 ng/µL with 25 mM Tris-HCl pH 7.4. 250 ng (40 nM) cyclin D1-CDK4 protein, 25 mM Tris pH 7.4 and 2 mM DTT were incubated at 30°C for 30 minutes to reduce the protein. 10 mM *N*-ethylmaleimide (NEM) or 10 mM maleimide (Mal) were added from an 85 mM stock diluted in ultrapure H₂O, and incubated for a further 2 hours at 30°C. Following this, 1 mM ATP, 10 mM MgCl₂ and 2.13 µg (1 µM) Rb GST-tagged fragment (Merck, #SRP0256) were added to a final volume of 50 µL. After incubation for 30 or 60 minutes at 30°C reducing sample buffer containing 5% β-mercaptoethanol was added to stop the assay.

Liquid Chromatography tandem mass spectrometry

HeLa cell treatment and co-immunoprecipitation:

9x10⁶ HeLa cells seeded in twelve 15cm plates, each overexpressed with 3 µg WT CDK4-FLAG and 6 µg WT cyclin D3-HA plasmid DNA for 24 hours. The plasmid DNA, 30µL/15cm plate, and lipofectamine 2000 were diluted in opti-MEM reduced serum medium and incubated at room temperature for 15 minutes before addition to cells. After 24 hours, cells were treated for 15 minutes with or without H₂O₂ and lysed in 2 mL ice-cold lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100) supplemented with cComplete^{TM} EDTA-free protease inhibitor tablets. Cell lysates were collected, cleared by centrifugation at 14,000g for 5 minutes at 4°C, and incubated with FLAG-agarose beads under non-reducing conditions for 2 hours at 4°C. The co-immunoprecipitated sample was separated by SDS-PAGE under non-reducing conditions (H₂O₂-treated) or reducing conditions (5% β-mercaptoethanol) and stained overnight with Colloidal Coomassie stain. A band at ~75kDa was excised and analysed by liquid chromatography tandem mass spectrometry, firstly for protein identification, and secondly for presence of a peptide corresponding to the cyclin D3-CDK4 disulfide.

Identification of proteins in a ~75kDa band by LC-MS/MS:

The 75kDa band was excised, reduced with 10mM DTT at 56°C for 30 minutes, and alkylated with 55mM iodoacetamide. Enzymatic digestion was performed by trypsinization for 16 hours. The peptide samples were resuspended in 20 µL of MS sample buffer (2% acetonitrile in 0.05% formic acid), 6 µL of which was injected to be analyzed by LC-MS/MS. Chromatographic separation was performed using a U3000 UHPLC NanoLC system (ThermoFisherScientific, UK). Peptides were resolved by reversed phase chromatography on a 75 µm C18 Pepmap column (50 cm length) using a three-step linear gradient of 80% acetonitrile in 0.1% formic acid. The gradient was delivered to elute the peptides at a flow rate of 250 nL/min over 60 minutes starting at 5% B (0-5 minutes) and increasing solvent to 40% B (5-40 minutes) prior to a wash step at 99% B (40-45 minutes) followed by an equilibration step at

5% B (45-60 minutes). The eluate was ionised by electrospray ionisation using an Orbitrap Fusion Lumos (ThermoFisherScientific, UK) operating under Xcalibur v4.3. The instrument was first programmed to acquire using an Orbitrap-Ion Trap method by defining a 3s cycle time between a full MS scan and MS/MS fragmentation by collision induced dissociation. Orbitrap spectra (FTMS1) were collected at a resolution of 120,000 over a scan range of m/z 375-1800 with an automatic gain control (AGC) setting of 4×10^5 (100%) with a maximum injection time of 35 ms. Monoisotopic precursor ions were filtered using charge state (+2 to +7) with an intensity threshold set between 5×10^3 to 1×10^{20} and a dynamic exclusion window of 35 ± 10 ppm. MS2 precursor ions were isolated in the quadrupole set to a mass width filter of 1.6 m/z . Ion trap fragmentation spectra (ITMS2) were collected with an AGC target setting of 1×10^4 (100%) with a maximum injection time of 35 ms with CID collision energy set at 35%.

Raw mass spectrometry data were processed into peak list files using Proteome Discoverer (ThermoScientific; v2.5). The raw data file was processed and searched using the Sequest⁹⁵ search algorithms against the Uniprot Human Taxonomy (50,727 entries). All database searching was performed at a stringency of 1% FDR including a decoy database search. The database output file was uploaded into Scaffold software (version 5.1.2) for visualisation and manual verification.

Identification of disulfide cyclin D3-CDK4:

The 75kDa band was excised, and enzymatically digested using trypsin for 16 hours, without prior reduction or alkylation. The peptide samples were resuspended in 20 μ L of MS sample buffer, 6 μ L of which was injected to be analyzed by LC-MS/MS, as described above.

Raw spectra were processed into peak list files and searched against a bespoke database containing only the sequence files for the two proteins of interest, i.e., CDK4 and cyclin D3 (P11802 and P30281), as described above, only with changes to the selection of modifications. Carbamidomethylation was removed from the parameter list while dioxidation and trioxidation on cysteine residues were included (**Table 2**). Acetylation (N-terminal) and oxidation (methionine) were unchanged.

The searched data were uploaded into Scaffold software for interrogation of the assigned peptides and fragmentation spectra. The raw Base Peak MS spectra was used for identification of a combined peptide with predicted mass that corresponds to disulfide cyclin D3-CDK4. The predicted mass of the combined peptide (**Figure S7C**) was calculated with the inclusion of possible modifications such as N-terminal acetylation and free cysteine dioxidation or trioxidation, prior to *in-silico* digest using the MS-Digest function in Protein Prospector, results are shown in **Table 2**. The mass-to-charge ratios (m/z) were used to search the raw data for evidence of MS precursor peaks that matched correctly. This was performed in Xcalibur v4.3 allowing for a short range of masses ± 1 Da either side of the selected peptide m/z . All extracted peaks from the MS survey scan were manually inspected for the correct mass of the precursor ion and charge state (± 0.6 Da from predicted m/z).

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE⁹⁶ partner repository with the dataset identifier PXD035743 and 10.6019/PXD035743.

Modification	Molecular weight	m/z
Non-modified	2649.2367	
Acetyl+dioxidation	2723.2367	681.3092 ⁴⁺ ; 545.1473 ⁵⁺
Acetyl+trioxidation	2739.2367	685.3092 ⁴⁺ ; 548.3473 ⁵⁺
Met-loss+acetyl+dioxidation	2624.1966	656.5492 ⁴⁺ ; 525.3393 ⁵⁺
Met-loss+acetyl+trioxidation	2640.1966	660.5491 ⁴⁺ ; 528.5393 ⁵⁺

Table 2. The predicted mass of a combined peptide between CDK4 C135 and cyclin D3 C5/6 was calculated with the inclusion of possible modifications prior to *in-silico* digest using the MS-Digest function in Protein Prospector.

Cell cycle analysis by flow cytometry

HPASMCs were seeded at 1×10^5 cells/mL in 6-well plates in starvation media (0.1% FBS) and incubated for 40 hours to induce G0/1 phase synchronization. Two additional wells were plated in growth media, these cells were termed 'cycling cells'. After 40 hours, the two wells of 'cycling cells' and one well of 'G0/1 synchronized cells', were harvested. The remaining cells were stimulated to enter the cell cycle using growth media (10% FBS), supplemented with or without 50 μ M H₂O₂ or 10 μ M palbociclib (diluted in DMSO), for 8, 16, 24, or 28 hours. At each time point, cells were detached with trypsin and pelleted at 500 g for 5 minutes. The supernatant was discarded, and the cell pellet was washed with PBS. Cells were then fixed using 400 μ L ice-cold PBS, into which 800 μ L ice-cold ethanol was added dropwise whilst cells were held on a slowly rotating vortex. The fixed cells were stored at 4°C for up to one week until analysis by flow cytometry.

On the day of analysis, fixed cells were warmed to room temperature and pelleted at 500 g for 5 minutes. The cell pellet was washed once with PBS and then resuspended in 190 μ L 1x RNase solution (Abcam, #ab139418) diluted in PBS, and incubated for 5 minutes at 37°C. 10 μ L (50 μ g/mL) propidium iodide (Abcam #ab139418) was then added for a further 25 minutes at 37°C. Cells were stored on ice in the dark until analysis was performed at the NIHR GSTT BRC Flow Cytometry Platform at Guy's Hospital. Propidium iodide-stained cells were analyzed using the FACSCANTO™II (BD Biosciences) and data were analyzed using FlowJo™ Software version 10.0.7 (BD Biosciences). A 488 nm excitation laser, set for PerCPCy5.5, was used to excite the propidium iodide. Samples were acquired at a low flow rate to encourage single cells to pass through the laser. The gating strategy was set up to exclude cell doublets and a threshold of 5000 was set to all gates to exclude debris, after this, no changes to voltages or gating were made. The number of cells in each cell cycle phase was measured using the Watson Pragmatic cell cycle model in FlowJo™. The following constraints were added to this model: the G1 peak range was set between 35K-60K on the PerCP intensity scale, the G2 peak was set at 1.90-1.95x G1 peak, and G1 and G2 have equal coefficients of variation.

Proliferation measurements using the xCELLigence RTCA system

Proliferation of HPASMCs, HAP1 or MCF7 cells was assessed by electrical impedance using xCELLigence real-time cell analysis (RTCA, Agilent) in a humid incubator at 37°C and 5% CO₂. HPASMCs were seeded in a 16-well E-plate at 3×10^4 cells/well in starvation media (0.1% FBS) for 40 hours, before growth media (10% FBS) was added to stimulate proliferation in the absence or presence of 50 μ M H₂O₂. Cell index was recorded every 15 minutes and the data were normalized to a cell index value of zero at treatment time. HAP1 cells were seeded at 2×10^4 cells/well in IMDM supplemented with 10% FBS. Cell index was measured for 72 hours from the time of seeding. MCF7 cells were seeded at 3×10^4 cells/well in DMEM supplemented with 10% FBS. After 24 hours, H₂O₂, palbociclib or auranofin treatment was

added for an additional 72 hours. Data were normalized to cell index at the time of treatment. Area under the curve was employed to present and compare proliferation rate between experimental groups.

Generation of WT and C135A HAP1 stable cell lines

A mammalian expression lentiviral vector encoding human WT CDK4, pLV-PuroCMV-hCDK4, was purchased from GenScript Biotech. Using the Q5 mutagenesis kit (New England Biolabs), CDK4 C135 was mutated to alanine (C135A) using the primers described in Table 1, according to manufacturers' instructions. HEK293FT cells were seeded at 4×10^5 cells/mL in 2x 10 cm cell culture dishes in Gibco™ DMEM supplemented with 10% FBS. After 24 hours, each plate was transfected with 3rd generation lentiviral plasmids (2.83 µg pLP1, 1.33 µg pLP2, 1.84 µg pLP/VSVG), along with 5 µg WT or C135A CDK4 expression plasmid. 16 hours later, media was replenished with IMDM supplemented with 10% FBS and 1% Penicillin/Streptomycin. 24 hours later, the viral particle-containing media was collected and filtered using a 0.45 µm filter. The viral particles were immediately added to HAP1 CDK4 KO cells in a 2-fold serial dilution along with 8 µg/mL polybrene. After 24 hours, media was replenished, and cells were returned to the incubator for 3 days. Stably transduced cells were selected using 2 µg/mL puromycin for 3 days.

Genotyping of C135A CDK4 knock-in mice

Genomic DNA was extracted and amplified from mouse ear clips using a Rapid Extract PCR kit (PCR biosystems), the primers indicated in **Figure S14**, and the following thermocycler protocol: 95°C 5 minutes, 35 cycles [95°C 30 seconds, 60°C 30 seconds, 72°C 1 minute], 72°C 10 minutes. PCR products underwent MfeI restriction digest (5 enzyme units /10µl PCR product) at 37°C in buffer G (Thermo Scientific) for at least 1 hour. Mice were genotyped according to the presence of a single 510bp band (wildtype, WT), a 374bp and 136bp band (knock-in, KI), or all three bands (heterozygous) when resulting fragments were separated on a 2% agarose gel in TAE buffer (**Figure S14B**).

Isolation and culture of mouse pulmonary artery smooth muscle cells

Mouse pulmonary artery smooth muscle cells (PASMCS) were isolated by a method adapted from Lee et al ⁹⁷. 10 weeks old male WT and CDK4 KI mice were terminally anaesthetized with a single intraperitoneal injection of sodium pentobarbital (300 mg/kg, Pentoject, Animalcare) and heparin (150 U) and dissected to expose the chest cavity. The pulmonary vasculature was slowly perfused with 3-5ml sterile PBS at room temperature *via* the right ventricle using a 25G needle, followed by 3-5ml 37°C 0.5% agarose, 0.5% iron particles, 1% penicillin-streptomycin and 1% amphotericin B in serum-free M199. Lungs were next inflated by infusion of 1% agarose, 1% penicillin-streptomycin and 1% amphotericin B in serum-free M199 *via* a 24G angiocatheter placed into the trachea. The heart-lung bloc was removed and submerged in ice cold PBS to solidify agarose before mincing of lung tissue. Iron-containing pulmonary vessels within the lung tissue were magnetically separated and washed three times with sterile PBS before collagenase (125U/mg) digestion for 1 hour at 37°C in a humidified incubator. The resulting slurry was triturated with an 18G needle. Iron-containing vessels were magnetically separated and washed three times with M199 containing 20% FBS, 1% penicillin-streptomycin and 1% amphotericin B (media), then resuspended in 3ml media and placed in a 35mm plate overnight. Magnetic separation of iron-containing vessels, washes and resuspension were repeated on day 2 (dish 1), day 6 (dish 2) and day 9 (dish 3) after isolation to ensure maximal migration of PASMCS from the wall of the vessels onto the cell culture plates. On day 13, PASMCS from the three 35mm dishes were washed with PBS, trypsinised and resuspended in M199 containing 20% FBS, 1%

penicillin-streptomycin and 1% amphotericin B. Iron particles were magnetically separated and discarded. PSMCs were pooled together and cultured to confluence in a T25 flask at 37°C with 5% CO₂ in a humidified incubator. For proliferation measurements using the xCELLigence RTCA system (as described above), passage 2 PSMCs were seeded at 3000 or 8000 cells/well (in duplicate or triplicate) in a 16-well E-plate.

Isolation and culture of mouse lung endothelial cells (MLEC)

Lungs were harvested from 6-7 weeks old male WT and CDK4 KI mice and pooled from two mice for each isolation. Lungs were washed twice with 37°C PBS containing 1% penicillin-streptomycin before finely mincing with scissors and a scalpel. Minced lung tissue was digested in 1mg/ml collagenase-dispase (Merck, #10269638001) in Dulbecco's Modified Eagle Medium (DMEM) for 45 minutes at 37°C with continuous shaking and triturated with an 18-gauge needle before passing through a 70µm nylon strainer, followed by a 30µm nylon strainer. The cell suspension was centrifuged at 350 x g for 10 minutes, the supernatant discarded, and the resulting cell pellet was resuspended in 5ml PBS before a further 5-minute centrifugation at 1300 RPM. The supernatant was removed, and the cell pellet was resuspended in 90µl of 4°C MACS buffer (1:20 dilution of MACS BSA stock solution Miltenyi, #130-091-376 in autoMACS rinsing solution Miltenyi, #130-091-222). 10µl of anti CD31 antibody-conjugated microbeads (Miltenyi, #130-097-418) were added and incubated at 4°C for 15 minutes. CD31+ cells were magnetically separated by passing the suspension through an LS column inside a MACS separator (Miltenyi #130-042-401) and washing thrice with 4°C MACS buffer. The LS column was removed from the MACS separator and CD31+ cells were flushed from the column in 5ml MACS buffer and centrifuged at 1300 RPM for 5 minutes. CD31+ cells were resuspended in DMEM media containing 20% FBS, 1X endothelial cell growth supplements (Merck, #211F-GS), 100µg/ml heparin (Merck, #H3149-100KU) and 1% penicillin-streptomycin and plated onto a 12 well plate well pre-coated with 0.1% fibronectin (Sigma, #F1141) and 0.4% gelatin (Merck, #G1393). MLEC were maintained at 37°C with 5% CO₂ in a humidified incubator. Media was replaced the following day and cells were passaged when 90% confluent. Cells displayed the 'cobblestone' morphology characteristic of cultured endothelial cells and stained positive for VE-cadherin. For proliferation measurements using the xCELLigence RTCA system (as described above), passage 2 MLEC were seeded at 2500 or 5000 cells/well (in duplicate or triplicate) in a 16-well E-plate pre-coated with 0.1% fibronectin and 0.4% gelatin.

Hypoxia-induced model of pulmonary hypertension

Hypoxic PH was induced by housing 10-12 weeks old C57BL/6J male mice obtained from Charles River Laboratories (UK) in a chamber (A-chamber, Biospherix Ltd.) containing normobaric hypoxia (10% oxygen) for 14 days. Oxygen was displaced by 100% nitrogen and was regulated with the dual redundant ProOx P360 oxygen probe (Biospherix Ltd.). The carbon dioxide concentration remained unchanged and was monitored using a carbon dioxide monitor and regulated using soda lime pellets (Merck, #72073). Control mice were exposed to normal air (normoxia, 21% oxygen) for the same duration of time. Throughout experiments, fresh cages, water, and food were provided every 7-10 days, during which the chamber remained ventilated with fresh air for a short period of time. Mice were randomized and treated with auranofin or vehicle by osmotic minipump, up to 24 hours before subjecting them to hypoxia and throughout the whole duration of hypoxic episode. Briefly, mice were surgically implanted with subcutaneous osmotic mini-pumps (Alzet, model 2002, 0.5 µL per hour, 200 µL) for continuous delivery of auranofin (8.5 mg/kg/day) (Enzo, #BMLEI206) for 14 days during the induction of hypoxic PH. The day before surgery, minipumps were filled with auranofin or vehicle (60%

DMSO/saline) and primed overnight at 37°C under sterile conditions. The surgery was performed in mice anaesthetized with 2% isoflurane (Centauro Services) in 0.5 L of oxygen/minute with perioperative analgesia (1 mg/kg methadone, Comfentanil, Dechra, UK).

Sugen (SU5146)/hypoxia-induced model of pulmonary hypertension

Wild type (WT) or 'redox-dead' CDK4 C135A knock-in (KI) adult 8-12 weeks old male or female mice were subjected to hypoxia (10% oxygen) for 3 weeks and subcutaneously injected with the VEGF receptor antagonist Sugren (SU5146, 20mg/kg, Abcam) at the start of each week. SU5146 was suspended in 0.5% (w/v) carboxymethylcellulose sodium, 0.9% (w/v) sodium chloride, 0.4% (v/v) polysorbate 80, 0.9% (v/v) benzyl alcohol in ultrapure water, as reported previously⁹⁸. The whole study was performed in two randomized cohorts. At the end of the Sugren (SU5146)/hypoxia protocol, all mice were subjected to echocardiographic and hemodynamic assessment followed by RV:LV+septum ratio measurements and (with the technical exclusion of some unsuitable lungs, as explained below) a histological assessment of pulmonary vascular remodeling, as described below. The left lung lobe was isolated from the second cohort of mice, or from rats at the end of the experimental protocol. Venous blood taken from inferior vena cava after hemodynamic measurements from some WT or KI mice from Sugren/hypoxia group was analysed with a hand-held iSTAT analyser using CG8+ cartridges (Abbott Laboratories).

In an intervention study, 10-12 weeks old C57BL/6J male mice, obtained from Charles River Laboratories (UK), were subjected to hypoxia (10% oxygen) for 3 weeks and subcutaneously injected with the VEGF receptor antagonist Sugren (SU5146, 20mg/kg, BioTechne) at the start of each week. SU5146 was resuspended as above. For the duration of the experiment, mice were treated with daily intraperitoneal injections of 10 mg/kg auranofin diluted in 10% DMSO/saline, or vehicle (10% DMSO/saline). This experiment was performed in two cohorts. At the end of the Sugren (SU5146)/hypoxia protocol, both cohorts were subjected to hemodynamic assessment and RV:LV+septum ratio measurements, while only the second cohort was subjected to histological assessment of pulmonary vascular remodeling, as described below.

Alternatively, 10-12 weeks old Wistar-Kyoto male rats obtained from Charles River Laboratories (UK) were subcutaneously injected on day 0 with Sugren (SU5146, 20 mg/kg, BioTechne) before exposure to hypoxia (10% oxygen) for 3 weeks. Rats were then returned to normoxia (21% oxygen) and treated with daily intraperitoneal injections of 8 mg/kg Auranofin (Aur) or Vehicle (Veh, 10% saline/DMSO). Rats underwent non-invasive imaging assessment by echocardiography at day 21 and combined echocardiography and hemodynamic assessment under terminal anesthesia²⁴ at day 35, after which lungs were fixed for immunohistochemical staining.

Echocardiography

Non-invasive transthoracic echocardiography was performed with a Vevo 3100 or Vevo F2 (VisualSonics, Toronto, ON, Canada) system equipped with a 10-22 MHz transducer (MX201 for Vevo 3100 or UHF46X for Vevo F2) to assess cardiac function and pulmonary arterial stiffness in anaesthetized mice or rats. Briefly, Wistar-Kyoto rats were anaesthetized with 2% isoflurane in 1 L of oxygen per minute in a supine position and with all legs taped to ECG electrodes for heart rate monitoring. The core body temperature was maintained at 36.5-37°C with a rectal body temperature probe. High-resolution, two-dimensional B-mode and M-mode images were obtained at the level of the papillary muscles and further analyzed offline with VevoLab software (VisualSonics), as before²⁴. Pulsed-wave Doppler probe and B-mode images were employed to assess pulmonary arterial flow parameters distally of pulmonary trunk bifurcation. The estimated pulmonary vascular resistance

index was calculated by dividing right ventricular systolic pressure (measured as described below) by cardiac output assessed by echocardiography.

Hemodynamic assessment

Animals were anesthetized, as described above, and maintained at 36.5-37°C with a rectal temperature probe feedback-regulated heating table. Ventilation was induced with a small rodent ventilator at 140 breaths per minute. The chest was then opened, and the right ventricle was punctured with a 25 G needle (Terumo, #NN2516R). A pre-calibrated pressure catheter (1.2 French), connected to the ADVantage ADV500 system (SciSense Inc) was inserted, and right ventricular systolic pressure (RVSP) and heart rate were recorded. The reading used for analysis was taken after at least 15 minutes of stable recording at 36.5-37°C. One WT SuHX female mouse was excluded from RVSP and heart rate measurements due to unsuccessful intubation. Immediately after hemodynamic measurements were completed, the left lung was perfusion fixed via the trachea with 4% (v/v) formalin/PBS by inflation to 20 cm of H₂O. Only successfully inflated lungs through fixation by perfusion with 4% formalin were included in the study. In the CDK C135A KI mouse study (**Figure 5**), seven lungs were excluded from normoxic groups, and one lung was excluded from the Wt SuHx group. The lungs were then processed into paraffin blocks which were later sectioned. After completion of the RVSP measurements and lung perfusion, the RV:LV+septum ratio was examined postmortem by dissecting the right ventricle and left ventricle plus septum and weighing them separately using scales.

Measurements of the cyclin D-CDK4 disulfide in mouse pulmonary arteries

Where stated, mice were treated for 6 hours with 10 mg/kg auranofin diluted in 10% DMSO/saline, or vehicle (10% DMSO/saline), which were administered through a single intraperitoneal injection. Alternatively, mice were subjected to normobaric hypoxia for 3 days (10% oxygen) or normoxia (21% oxygen), as described above. Mice were terminally anaesthetized with a single intraperitoneal injection of sodium pentobarbital (300 mg/kg, Pentoject, Animalcare) and heparin (150 U). Once unconscious and the hind leg pinch reflex was lost, both the heart and lungs were isolated. Under a microscope the pulmonary trunk together with the right and left main pulmonary arteries were cleaned by removing fat and surrounding tissue in an ice-cold saline solution (Sterets Normasol). Samples were snap-frozen in liquid nitrogen. Homogenization was performed by instant crushing of the whole vessel sample in liquid nitrogen using a pre-cooled custom-made metal mortar and pestle, followed by the addition of non-reducing sample buffer.

Immunohistochemical staining

Paraffin embedded sections (5 µm) of lung from WT and CDK4 KI mice were processed for immunohistochemical staining for α-smooth muscle actin (α-SMA) in Mauspathologie Facility, Institute of Neuropathology of University Medical Centre Hamburg-Eppendorf, as following. After dewaxing and inactivation of endogenous peroxidases (3% hydrogen peroxide), antibody specific antigen retrieval was performed using the Ventana Benchmark XT machine (Ventana, Tuscon, Arizona, USA). Sections were blocked and afterwards incubated with the anti-SMA antibody (DAKO #M0851; 1:100). Specific anti-mouse N-Histofine® MOUSESTAIN KIT (#414322F; Nichirei Biosciences, Wedel, Germany) was used as secondary antibody. Detection of secondary antibodies and counter staining were performed with the ultraview universal DAB detection kit from Ventana (#760-500; Ventana, Tuscon, Arizona, USA) and mounted in mounting media. Stained lung sections were scanned with a NanoZoomer 2.0-HT digital slide scanner (Hamamatsu). For this, 8 to 10 focus points were chosen

manually per individual lung section to ensure a focused scan of the entire cross section of each lung. Scans were performed at a 40x magnification with 0,23 $\mu\text{m}/\text{Pixel}$ using the Hamamatsu software NDP.view 2.3.

Paraffin embedded sections (5 μm) of lung from the rest of the animals were processed for immunohistochemical staining for α -SMA in King's College London as following. Deparaffinized sections were boiled for 20 min in 10 mM citrate buffer pH 6.0, for antigen retrieval. Primary antibody against α -SMA (α -smooth muscle actin, DAKO Clone 1A4, #M0851; 1:100), or negative control mouse IgG2a (DAKO, #X0943; 1:100) was diluted in horse serum (VECTASTAIN Elite ABC Kit, PK-6102, Vector Laboratories) in PBS. Sections were then incubated with primary antibody (1:100) overnight at 4°C. Biotinylated anti-mouse secondary antibody (VECTASTAIN Elite ABC kit, PK-6102, Vector Laboratories) was incubated for 1 hour at room temperature and α -SMA signal was developed using the 3,3 diaminobenzidine as the substrate for color in the peroxidase reaction (DAB, SK-4100, Vector Laboratories). Stained lung sections were scanned with a NanoZoomer S360 digital slide scanner (Hamamatsu). For this, 8 to 10 focus points were chosen manually per individual lung section to ensure a focused scan of the entire cross section of each lung. Scans were performed at a 40x magnification with 0,23 $\mu\text{m}/\text{Pixel}$ using the Hamamatsu software NDP.view 2.3.

For all lungs, pulmonary vascular remodeling was quantified by assessing the percentage of non-muscularized, partially muscularized and fully muscularized pulmonary vessels of diameter between 10 and 100 μm using the Hamamatsu software NDP.view 2. Each vessel was classified as either non-muscularized (up to 25% α -SMA around the vessel), partially muscularized (25% to 75% α -SMA around the vessel) or fully muscularized ($\geq 75\%$ α -SMA around the vessel). The percentage of pulmonary vessels in each muscularization category was determined by dividing the number of vessels in that category by the total number counted in the same experimental group. The analysis was done by an observer blinded to the treatment of the animals; on average, 243 vessels/mouse for WT or CDK4 KI mice, 147 vessels/mouse and 110 vessels/rat for the rest of the studies were analyzed.

Affymetrix GeneChip microarray

Affymetrix analysis was performed as described previously²⁴. In brief, mice were subjected to normobaric hypoxia (10% oxygen) for 3 days. Mice were anaesthetized with a single intraperitoneal injection of sodium pentobarbital (300 mg/kg, Pentoject, Animalcare) and heparin (150 U), and left lung lobes were dissected, washed in saline, and snap frozen in liquid nitrogen. mRNA extraction was performed using the RNeasy Plus Universal kit (Qiagen). $\sim 5 \mu\text{g}$ of SPIA-amplified complementary DNA was fragmented and biotin-labelled using the Encore Biotin module (NuGEN), and hybridization cocktails prepared as recommended by NuGEN. Samples were hybridized to Mouse Gene 2.0 ST arrays using standard protocols as recommended by the manufacturer (Affymetrix). Arrays were scanned using GCS3000 scanner and the resulting image intensity (CEL) files were processed using the RMA-sketch algorithm in Expression Console software (Affymetrix), to generate normalized, background-corrected, summarized data files (CHP format). All chips passed basic data quality control checks as suggested by Affymetrix. 

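On the deposited log2 values, each pair of the 12 arrays had a correlation between 0.983 and 0.989 over 41155 transcript clusters, and no 2 arrays held identical values. Each array correlated more closely with the arrays of its own group than with those of the other group on average. In a principal component analysis, the first component took up 17.6% of the variance and separated the 6 hypoxic from the 6 normoxic mice, and the second took up 10.8%. The normoxic mice lay between -22.6 and -17.3 on the first component and the hypoxic mice between 16.7 and 23.1.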

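The paper's supplementary table lists 970 transcript clusters (the paper describes about 1000) with the level on each array, a p-value, a q-value and a fold change, and without gene names. All 970 were found among the deposited values, and every level differed from the deposited value by at most 0.005. The paper's fold changes lay within 0.1% of 2 raised to the difference of the group means of the table's own levels for all 970, with 650 higher and 320 lower in hypoxia. Of the 970, 767 carry 1 gene symbol.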

Qlucore Omics Explorer software was then employed to process the raw CHP files, prepare comparisons of the fold changes and p values using the anova algorithm, and present the data as the top 1000 genes/transcripts ranked by the p- or q-value. Pathway analysis was performed in R-studio using the gseGO function of the clusterProfiler package⁹⁹. 

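A gene set enrichment analysis asks whether the members of a set gather at either end of a ranked list of genes. The function named here calls the fgsea method, which was run here on 22180 genes with Reactome sets, since Gene Ontology terms were not used here. The sets were those of 10 to 500 measured genes and the smallest p was bounded at 1e-300. The sets with the smallest p were the cell cycle (normalized enrichment score 2.71, 432 genes, adjusted p=1.21e-35), the mitotic cell cycle (2.76, 369 genes) and the organization of the extracellular matrix (2.75, 242 genes). The p of fgsea does not allow for correlation among genes and does not measure the spread between mice. By camera with an estimated correlation, p was 6.17e-04 for the cell cycle set. Toward lower levels in hypoxia, the leading set was the functionalization step of foreign compound metabolism (-1.94, 100 genes, adjusted p=8.22e-05), in which the monooxygenase genes Fmo1 and Cyp4b1 had log2 fold changes of -0.85 and -0.74, Maob, a monoamine oxidase, of -0.40 and Cyp2d22 of -0.53. When only the 1000 genes with the smallest p were ranked, 31 sets passed the threshold, 9 of them with a cell cycle name. With all genes ranked, 265 of 894 sets passed, and 46 of 50 with a cell cycle name. Fewer sets reach 10 genes among 1000, so fewer were tested and the counts do not share a base. In the ranking of 1000 genes, the cell cycle set held 67 genes with a normalized enrichment score of 2.71.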

The ontology (ont) *biological processes* (BP) was used; the boundary to calculate the p-value (eps) was set to 1e-300, and the database *Mus musculus* (org.Mm.eg.db) was employed, while all other parameters were set at the default. Affymetrix data are deposited at Gene Expression Omnibus with accession number GSE244830 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi>).

Supplemental Figures

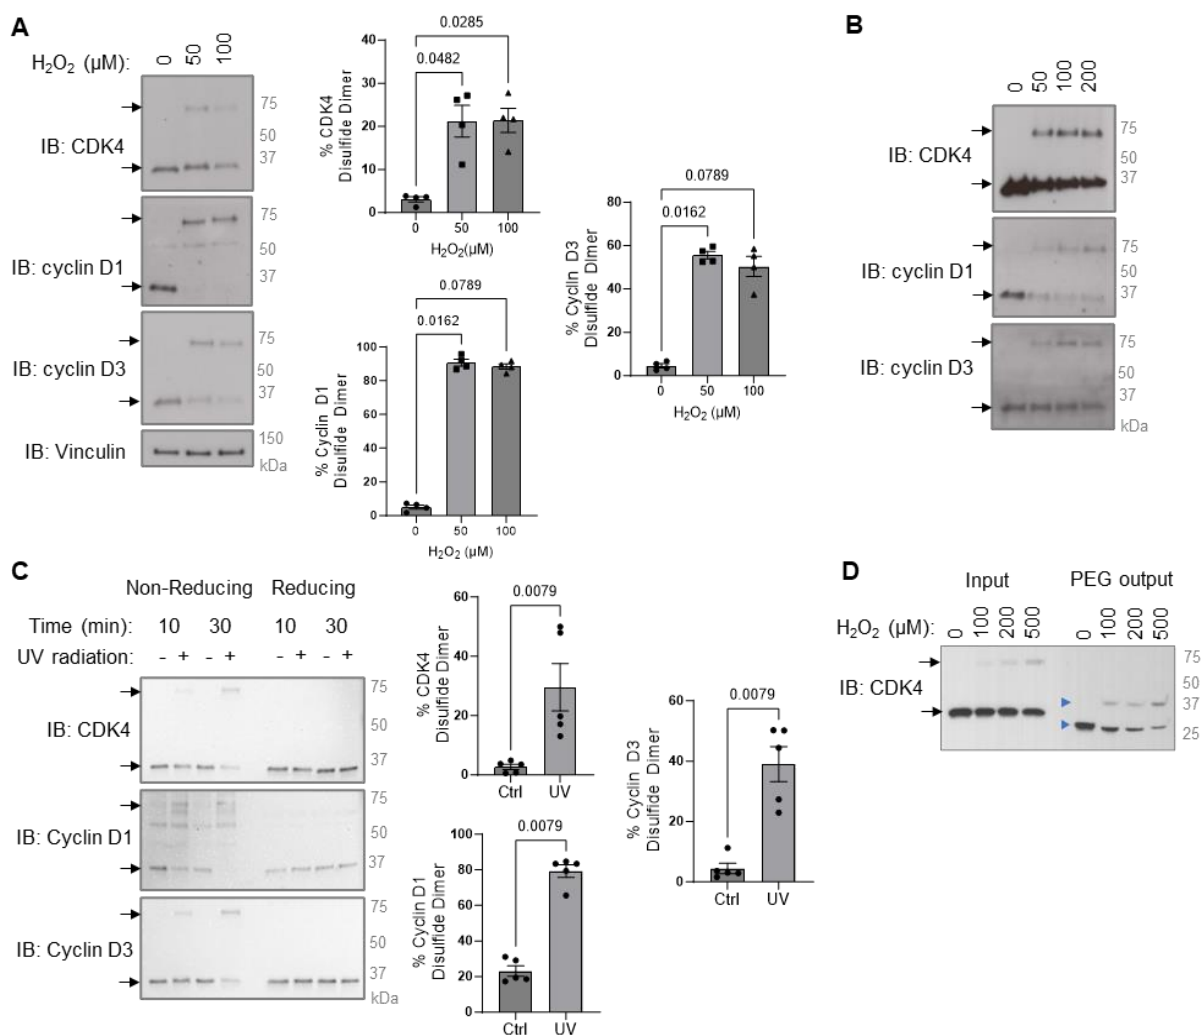

Figure S1. Cyclin D-CDK4 forms an oxidant-induced disulfide dimer in HPAECs and HPASMCs.

A) Cyclin D-CDK4 forms an oxidant-induced intermolecular disulfide bond in HPAECs treated with H₂O₂ in PBS. Monomeric and disulfide dimeric bands in cyclin D1, cyclin D3 and CDK4 are indicated by black arrows. Vinculin was used as a loading control. Graphs show the proportion of CDK4, cyclin D1 and cyclin D3 observed as a disulfide dimer. As the data sample size with an $n < 6$ cannot be reliably tested for normality, P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare H₂O₂-induced disulfide formation with 0 μM control ($n=4$ independent experiments), and the results are shown as means±SEM. **B)** Detection of the cyclin D-CDK4 disulfide bonds in HPAECs after treatment with H₂O₂ in Endothelial Cell Growth Medium-2. Non-reducing immunoblots are representative of $n=3$. **C)** UV-induced oxidation increased disulfide cyclin D-CDK4. Monomeric and disulfide dimer CDK4, cyclin D1 and cyclin D3 (indicated by black arrows) were detected by non-reducing immunoblotting of HPASMCs exposed to (+) or shielded from (-) a 365 nm UVA lamp for 10 minutes or 30 minutes. Graphs show quantification of the 30-minute time point. P values are calculated using unpaired two-tailed non-parametric Mann-Whitney test to compare UV-induced disulfide formation with 0 μM control ($n=5$ independent experiments), and the results are shown as means±SEM. Immunoblots are representative of the results that are the most similar to the mean value. **D)** CDK4 contains a redox-active cysteine residue as detected by a mobility shift following the PEG-switch assay of H₂O₂-treated HPASMCs. CDK4 monomer and disulfide (input) is shown by black arrows, while monomeric and PEGylated CDK4 (PEG-output) are shown by blue arrowheads (immunoblots are representative of the average result of $n=3$ independent experiments).

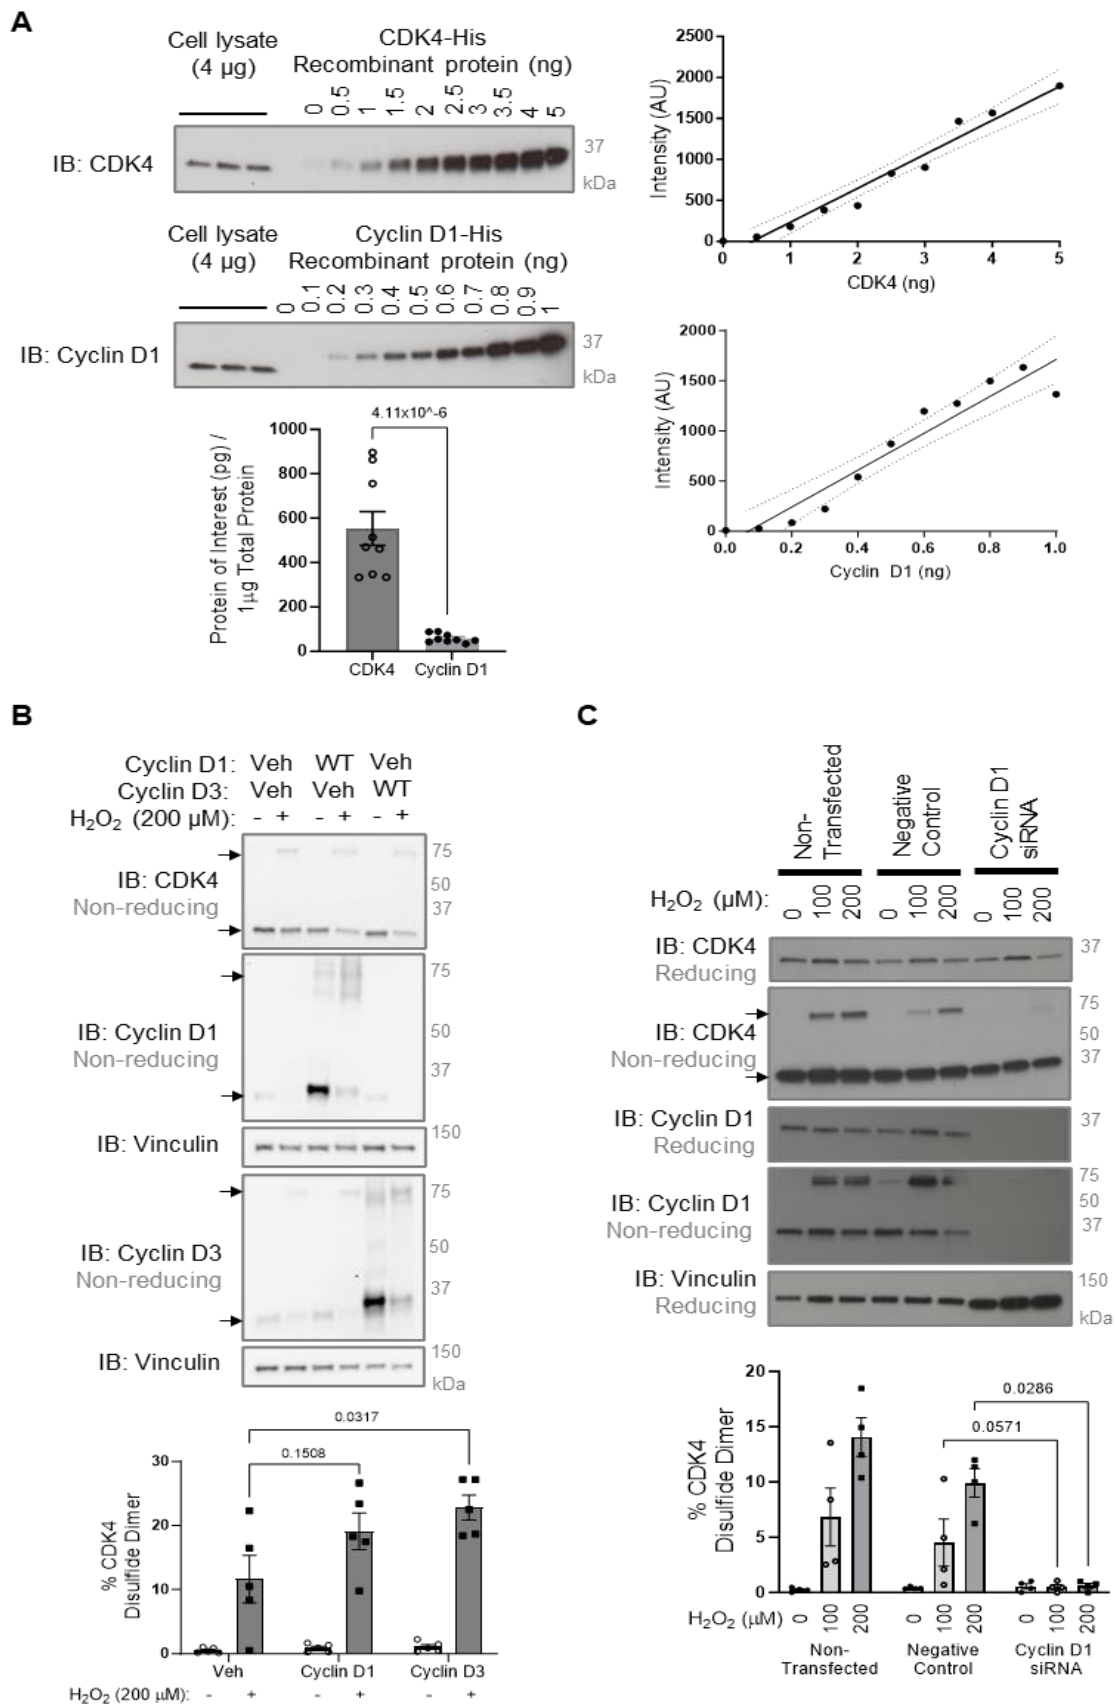

Figure S2. Cyclin D protein expression is limiting in disulfide formation

A) A comparison between the amount of cyclin D1 and CDK4 protein in HPASMCs shows CDK4 is in excess. Total protein concentration (μ g/mL) in HPASMCs was measured using a BCA assay. 4 μ g total

protein, alongside known concentrations of recombinant cyclin D1 or recombinant CDK4 protein, were immunoblotted under reducing conditions for cyclin D1 and CDK4, respectively. The signal intensities of immunoblots was measured by densitometry and was plotted. GraphPad Prism was used to fit a linear regression curve. The equation of the line was used to estimate the concentration of cyclin D1 and CDK4 in 4 μ g HPASMC lysate. This was then divided to obtain the amount in pg/ μ g total protein. As the data sample size with an $n < 6$ cannot be reliably tested for normality, a P value is calculated using an unpaired two-tailed non-parametric Mann-Whitney test to compare between two groups ($n=3$ independent experiments performed in technical triplicate). **B)** Cyclin D1/3 overexpression increased CDK4 disulfide dimer formation. Monomeric and disulfide dimeric cyclin D1, cyclin D3 and CDK4 were detected by non-reducing immunoblotting of HPASMCs overexpressed with cyclin D1 or cyclin D3 and treated with H_2O_2 for 15 minutes. The loading control, vinculin, was detected by immunoblotting under reducing conditions. P values are calculated using unpaired two-tailed non-parametric Mann-Whitney test to compare H_2O_2 -induced disulfide formation between Cyclin D1 or Cyclin D3 overexpression and a Vehicle ($n=5$ independent experiments); the results are shown as means $\pm$ SEM. **C)** Cyclin D1 protein knock down decreased CDK4 disulfide dimer formation. Monomeric and disulfide dimeric cyclin D1 and CDK4 was detected by immunoblotting of HPASMCs transfected with cyclin D1 siRNA or scrambled siRNA (negative control) for 48 hours. Cells were then treated with H_2O_2 for 15 minutes. P values are calculated using unpaired two-tailed non-parametric Mann-Whitney test to compare 100 μ M or 200 μ M H_2O_2 -induced disulfide formation between Negative Control siRNA and Cyclin D1 siRNA treatment ($n=4$ independent experiments); the results are shown as means $\pm$ SEM.

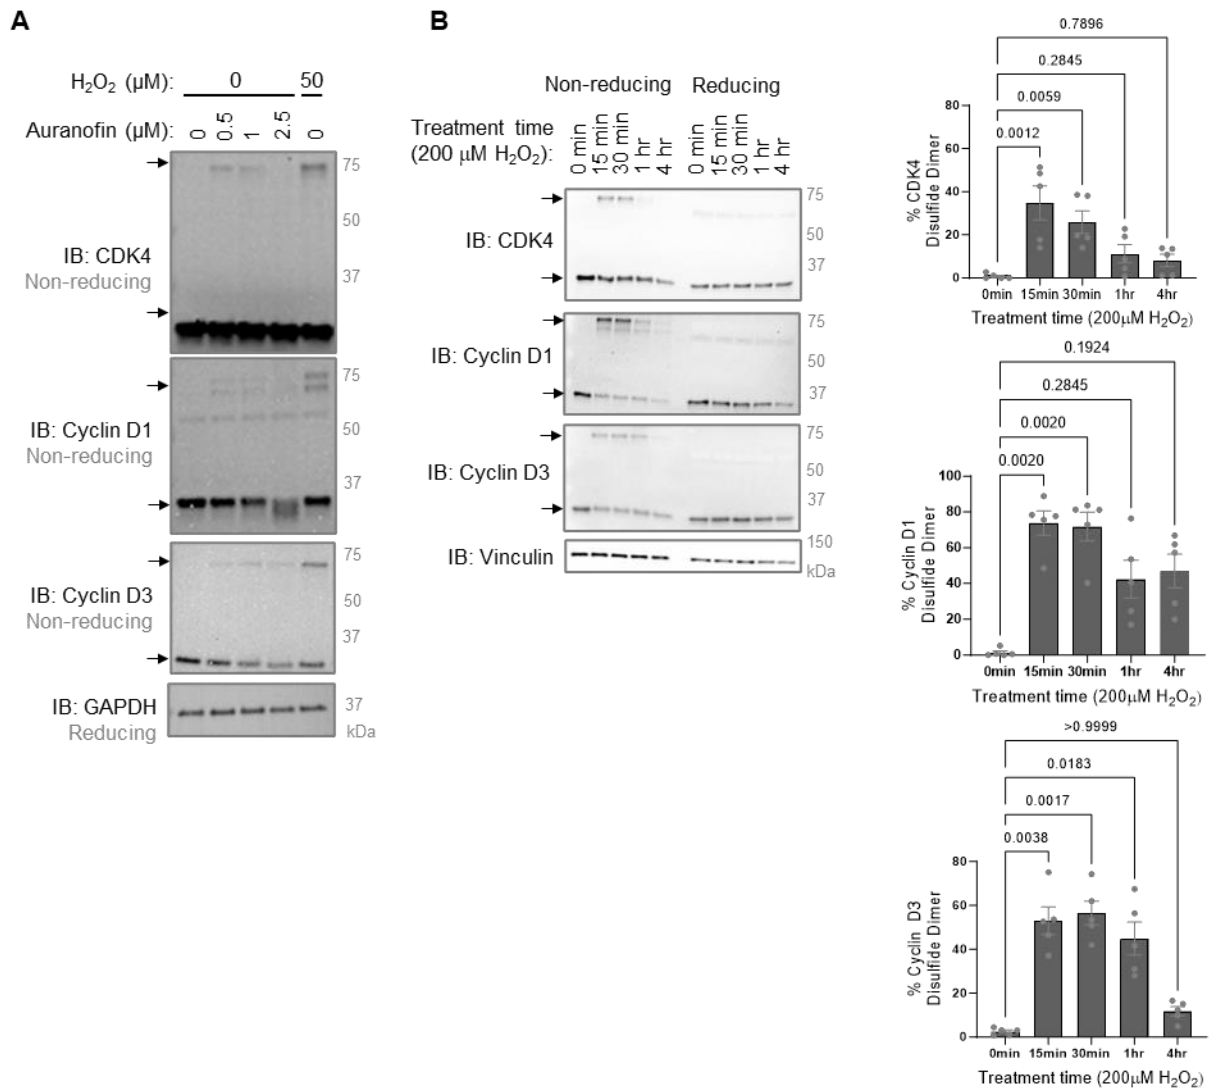

Figure S3. Reversibility of the cyclin D-CDK4 disulfide dimer

A) Auranofin treatment induced formation of disulfide cyclin D-CDK4. Monomeric and disulfide dimeric CDK4, cyclin D1 and cyclin D3 (indicated by black arrows) were detected by non-reducing immunoblotting of HPASMCs treated with auranofin or vehicle (0.05% DMSO) for a total of 1 hour 30 minutes in serum-free media. Where stated, H₂O₂ or vehicle was added for the last 15 minutes (immunoblots are representative of the average results, n=5 independent experiments). **B)** The cyclin D-CDK4 disulfide is reversible over time. Monomeric and disulfide dimeric CDK4, cyclin D1 and cyclin D3 were detected by immunoblotting of HPASMCs treated with 200 μM H₂O₂ for the stated duration. As the data sample size with an n<6 cannot be reliably tested for normality, P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare H₂O₂-induced disulfide formation with 0 minutes control (n=5 independent experiments), and the results are shown as means±SEM.

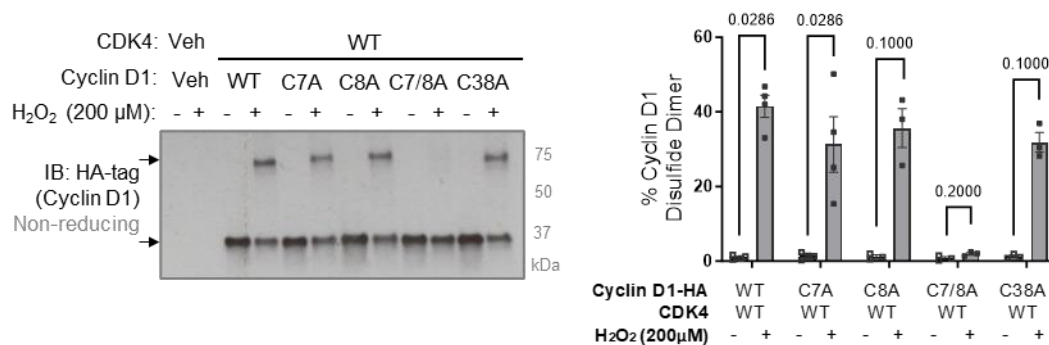

Figure S4. C7/8A cyclin D1 is redox-dead

Either cyclin D1 C7 or C8 can form the cyclin D-CDK4 disulfide bond. HPASMCs were transfected with WT or mutant cyclin D1-HA along with WT CDK4. After 24 hours, cells were treated with H₂O₂ for 15 minutes. Monomeric and disulfide dimeric cyclin D1 was detected by immunoblotting under non-reducing conditions using a HA-tag antibody. As the data sample size with an $n < 6$ cannot be reliably tested for normality, P values are calculated using unpaired 2-tailed non-parametric Mann-Whitney test to compare between vehicle and H₂O₂ treatment for each mutant (WT/WT, C7A/WT, $n=4$; C8A/WT, C7/8A/WT, C38A/WT, $n=3$), and the results are shown as means $\pm$ SEM. Please note that for $n=3$, the only minimal achievable P value with the test used is 0.1000.

**A**				C78	
Human (P11802)	1	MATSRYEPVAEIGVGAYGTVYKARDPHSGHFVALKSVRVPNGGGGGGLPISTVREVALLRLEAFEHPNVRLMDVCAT	80		
Mouse (P30285)	1	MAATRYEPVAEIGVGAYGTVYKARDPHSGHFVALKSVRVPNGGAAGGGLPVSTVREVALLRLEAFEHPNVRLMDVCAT	80		
Pig (P79432)	1	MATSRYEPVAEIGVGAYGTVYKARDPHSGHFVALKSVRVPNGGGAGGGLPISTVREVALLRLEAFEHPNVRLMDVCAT	80		
Bovine (Q32KY4)	1	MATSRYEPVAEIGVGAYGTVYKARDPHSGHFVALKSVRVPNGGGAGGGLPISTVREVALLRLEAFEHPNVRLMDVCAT	80		
Rat (P35426)	1	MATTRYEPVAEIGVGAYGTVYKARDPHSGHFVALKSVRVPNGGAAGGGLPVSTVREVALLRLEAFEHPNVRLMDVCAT	80		
C135					
Human (P11802)	81	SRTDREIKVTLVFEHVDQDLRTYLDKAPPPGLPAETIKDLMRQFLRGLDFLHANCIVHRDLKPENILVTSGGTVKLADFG	160		
Mouse (P30285)	81	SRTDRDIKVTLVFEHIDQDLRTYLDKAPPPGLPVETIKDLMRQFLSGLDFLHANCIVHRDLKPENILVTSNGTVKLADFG	160		
Pig (P79432)	81	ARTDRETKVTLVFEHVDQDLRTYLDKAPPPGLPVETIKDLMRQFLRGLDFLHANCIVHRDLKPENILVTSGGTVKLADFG	160		
Bovine (Q32KY4)	81	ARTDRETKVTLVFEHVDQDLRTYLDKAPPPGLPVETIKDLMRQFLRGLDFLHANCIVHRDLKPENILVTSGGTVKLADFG	160		
Rat (P35426)	81	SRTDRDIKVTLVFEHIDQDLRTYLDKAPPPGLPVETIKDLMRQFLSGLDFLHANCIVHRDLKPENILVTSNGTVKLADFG	160		
C202 C215					
Human (P11802)	161	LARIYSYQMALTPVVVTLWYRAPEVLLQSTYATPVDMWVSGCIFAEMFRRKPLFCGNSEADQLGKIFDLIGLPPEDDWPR	240		
Mouse (P30285)	161	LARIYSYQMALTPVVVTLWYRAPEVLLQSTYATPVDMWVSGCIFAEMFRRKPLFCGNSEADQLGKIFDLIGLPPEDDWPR	240		
Pig (P79432)	161	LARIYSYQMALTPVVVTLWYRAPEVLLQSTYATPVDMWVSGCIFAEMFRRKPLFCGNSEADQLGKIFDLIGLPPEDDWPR	240		
Bovine (Q32KY4)	161	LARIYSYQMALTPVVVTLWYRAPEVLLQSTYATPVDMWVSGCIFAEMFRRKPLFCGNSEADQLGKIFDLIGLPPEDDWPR	240		
Rat (P35426)	161	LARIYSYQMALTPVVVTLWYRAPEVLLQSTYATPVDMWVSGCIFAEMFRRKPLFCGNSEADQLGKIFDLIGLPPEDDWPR	240		
C202 C215					
Human (P11802)	241	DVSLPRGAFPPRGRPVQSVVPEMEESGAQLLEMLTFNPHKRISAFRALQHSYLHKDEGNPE	303		
Mouse (P30285)	241	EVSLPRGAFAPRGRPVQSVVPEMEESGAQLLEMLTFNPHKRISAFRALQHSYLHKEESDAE	303		
Pig (P79432)	241	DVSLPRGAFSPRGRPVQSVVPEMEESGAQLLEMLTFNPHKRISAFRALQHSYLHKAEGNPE	303		
Bovine (Q32KY4)	241	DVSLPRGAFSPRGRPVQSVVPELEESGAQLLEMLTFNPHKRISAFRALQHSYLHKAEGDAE	303		
Rat (P35426)	241	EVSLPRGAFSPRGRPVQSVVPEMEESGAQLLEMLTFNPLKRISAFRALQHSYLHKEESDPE	303		
**B**				C78	
Human (P24385)	1	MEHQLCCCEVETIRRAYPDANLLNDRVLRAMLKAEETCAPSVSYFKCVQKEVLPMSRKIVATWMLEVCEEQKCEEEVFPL	80		
Mouse (P25322)	1	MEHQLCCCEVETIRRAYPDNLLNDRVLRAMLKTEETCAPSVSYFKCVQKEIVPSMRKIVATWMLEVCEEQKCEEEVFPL	80		
Rat (P39948)	1	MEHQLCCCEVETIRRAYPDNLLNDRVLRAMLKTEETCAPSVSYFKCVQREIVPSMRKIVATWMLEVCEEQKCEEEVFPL	80		
Bovine (Q2KI22)	1	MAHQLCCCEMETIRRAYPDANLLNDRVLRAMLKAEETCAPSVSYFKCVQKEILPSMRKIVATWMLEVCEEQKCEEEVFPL	80		
C38					
Human (P24385)	81	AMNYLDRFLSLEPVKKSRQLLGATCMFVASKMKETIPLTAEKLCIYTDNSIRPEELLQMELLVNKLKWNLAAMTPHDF	160		
Mouse (P25322)	81	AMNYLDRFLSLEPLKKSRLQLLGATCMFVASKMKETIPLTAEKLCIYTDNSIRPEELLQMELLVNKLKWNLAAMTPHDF	160		
Rat (P39948)	81	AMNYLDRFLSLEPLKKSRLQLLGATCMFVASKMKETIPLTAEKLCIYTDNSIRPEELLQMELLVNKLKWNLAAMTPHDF	160		
Bovine (Q2KI22)	81	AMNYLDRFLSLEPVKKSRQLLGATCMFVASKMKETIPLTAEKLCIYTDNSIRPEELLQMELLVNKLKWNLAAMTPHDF	160		
C38					
Human (P24385)	161	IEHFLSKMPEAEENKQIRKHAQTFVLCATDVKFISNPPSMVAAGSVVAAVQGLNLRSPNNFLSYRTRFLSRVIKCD	240		
Mouse (P25322)	161	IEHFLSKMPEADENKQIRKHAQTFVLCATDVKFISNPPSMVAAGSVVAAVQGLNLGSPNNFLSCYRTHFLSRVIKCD	240		
Rat (P39948)	161	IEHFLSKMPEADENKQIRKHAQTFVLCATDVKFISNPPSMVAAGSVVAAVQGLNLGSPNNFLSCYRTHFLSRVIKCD	240		
Bovine (Q2KI22)	161	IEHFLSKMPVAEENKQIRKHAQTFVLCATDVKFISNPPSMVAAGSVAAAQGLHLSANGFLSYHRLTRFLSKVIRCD	240		
C38					
Human (P24385)	241	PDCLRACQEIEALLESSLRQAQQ-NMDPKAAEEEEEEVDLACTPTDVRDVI	295		
Mouse (P25322)	241	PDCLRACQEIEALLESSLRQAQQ-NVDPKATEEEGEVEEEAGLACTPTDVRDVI	295		
Rat (P39948)	241	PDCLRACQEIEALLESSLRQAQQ-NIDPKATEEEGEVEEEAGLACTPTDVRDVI	295		
Bovine (Q2KI22)	241	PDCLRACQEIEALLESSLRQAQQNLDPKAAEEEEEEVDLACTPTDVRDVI	295		

Figure S5. CDK4 and cyclin D1 sequence alignments

All cysteine residues in human CDK4 and human cyclin D1 are conserved between mammals. BLAST alignments of **A**) CDK4 mammalian sequences and **B**) cyclin D1 mammalian sequences. All sequences were obtained from the UniProt database with identification codes presented in brackets. Conserved cysteine residues are highlight in green, while non-conserved cysteine residues are highlighted in orange.

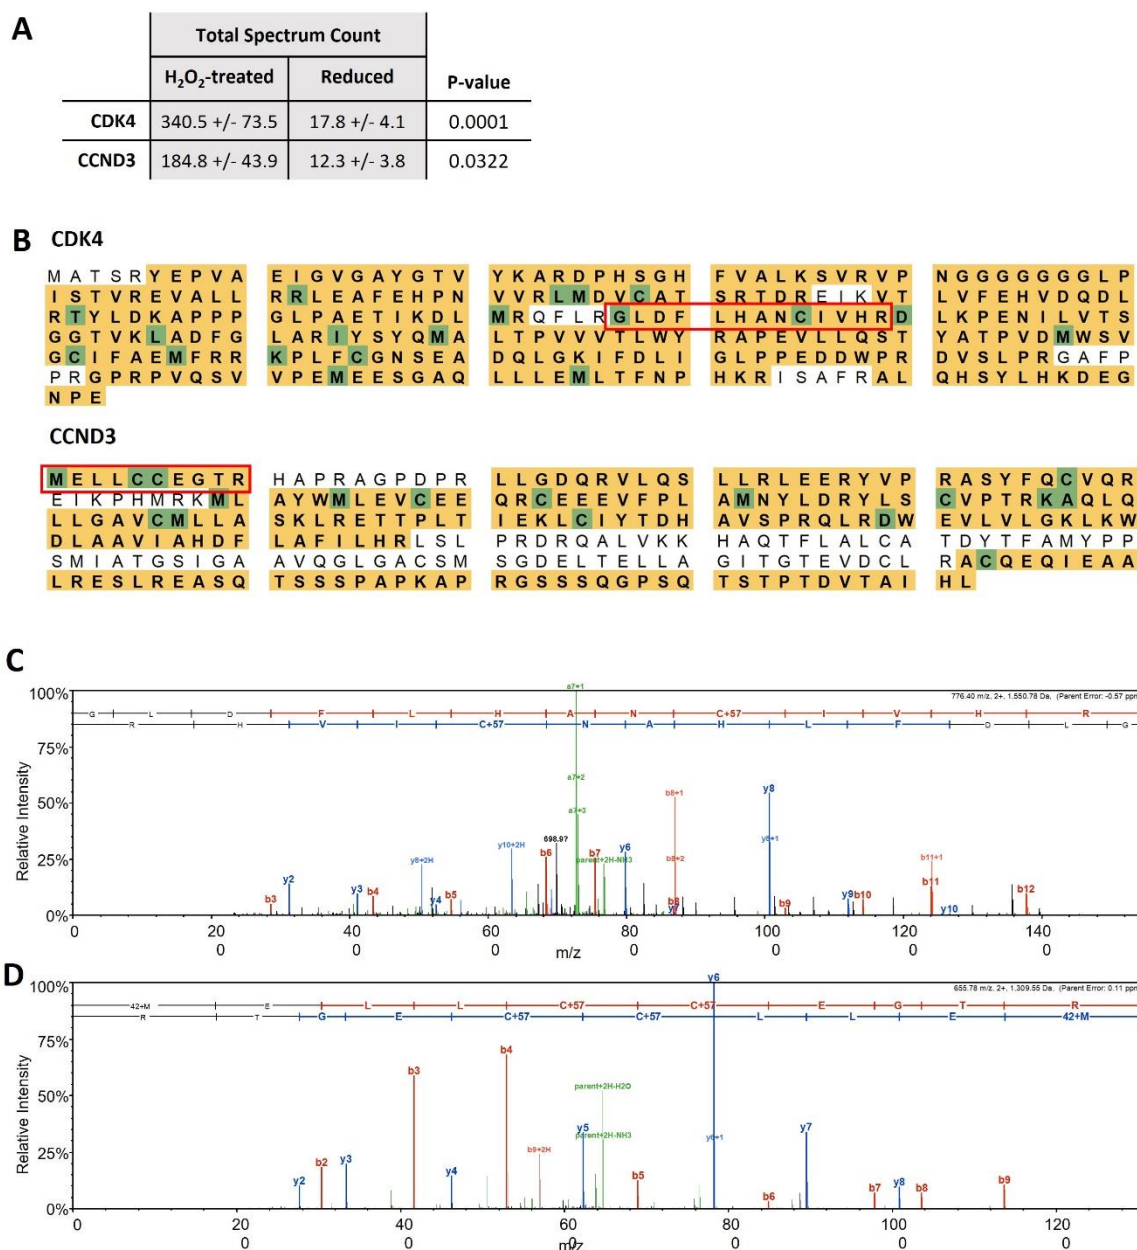

Figure S6. Identification of CDK4 and cyclin D3 at ~75kDa by LC-MS/MS

Protein identification was performed by LC-MS/MS of a protein sample excised at ~75kDa. Samples were produced from HeLa cells overexpressing cyclin D3 and CDK4, treated for 15 minutes with or without 200 μ M H₂O₂, purified by co-immunoprecipitation and separated by SDS-PAGE under non-reducing or reducing conditions, respectively. In-gel reduction, alkylation and enzymatic digestion was performed before analysis by LC-MS/MS and database searching against the Human Taxonomy. **A)** The number of spectra assigned to CDK4 (P11802) and cyclin D3 (P30281) shows enrichment of CDK4 and cyclin D3 at ~75kDa under oxidising conditions. Mean +/- SD from 4 independent experiments. **B)** 92% sequence coverage of CDK4 and 68% sequence coverage of CCND3 identified by LC-MS/MS. The peptides of interest are shown in red boxes, with all detected residues shown in yellow and all modified residues highlighted in green. **C)** A peptide of m/z 776.20²⁺ was detected by LC-MS/MS analysis, which corresponds to the CDK4 peptide ¹²⁷GLDFLHANC_{carb}IVHR¹³⁹ showing carbamidomethylation of C135. **D)** A peptide of m/z 655.78²⁺ was detected by LC-MS/MS analysis, which corresponds to the CCND3 peptide ¹⁴C¹⁵MELLCC_{carb}C_{carb}EGTR¹⁰ showing carbamidomethylation of C5 and C6.

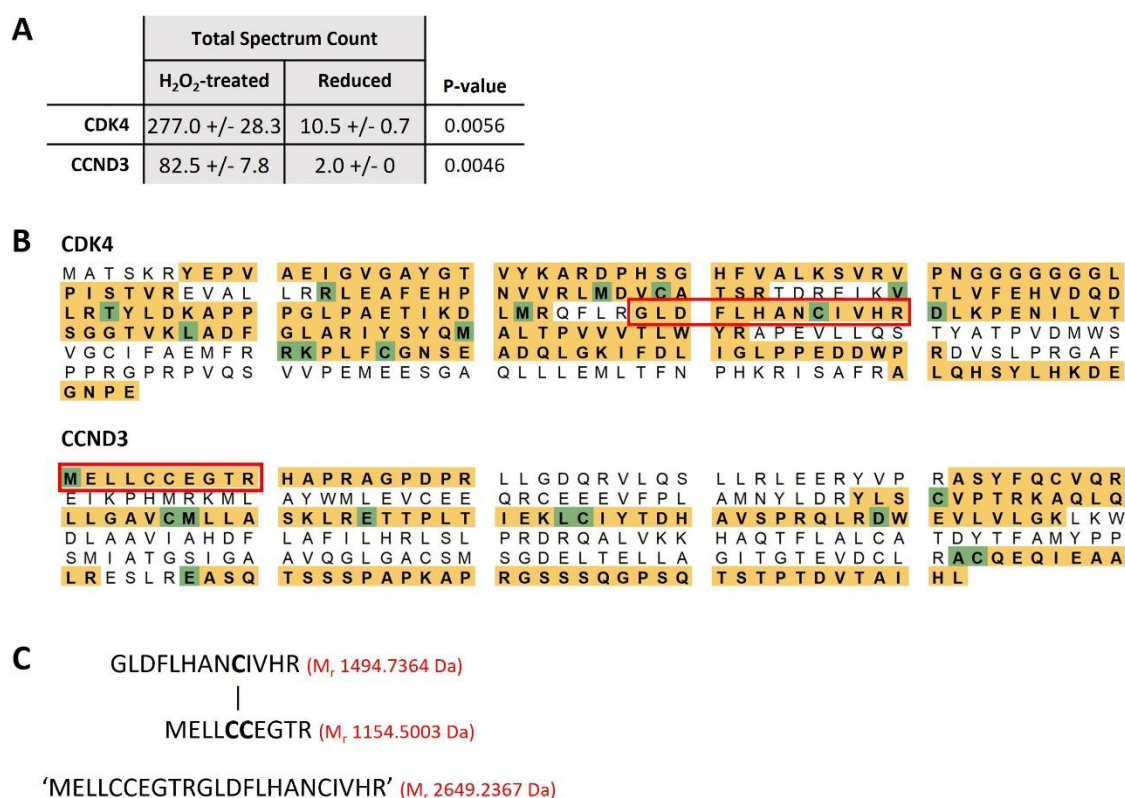

Figure S7. Identification of disulfide cyclin D-CDK4 by LC-MS/MS

Identification of disulfide cyclin D-CDK4 was performed by LC-MS/MS of a protein sample excised at ~75kDa. Samples were produced from HeLa cells overexpressing cyclin D3 and CDK4, treated for 15 minutes with or without 200 μ M H₂O₂, purified by co-immunoprecipitation and separated by SDS-PAGE under non-reducing or reducing conditions, respectively. Gel bands were processed by enzymatic digestion without reduction and alkylation before analysis by LC-MS/MS and database searching against a bespoke database. **A**) The number of spectra assigned to CDK4 (P11802) and cyclin D3 (P30281) shows enrichment of CDK4 and cyclin D3 at ~75kDa under oxidising conditions. Mean +/- SD from 2 independent experiments. **B**) 68% sequence coverage of CDK4 and 47% sequence coverage of CCND3 identified by LC-MS/MS. The peptides of interest are shown in red boxes, with all modified residues highlighted in green. **C**) The peptides containing CDK4 C135 (¹²⁷GLDFLHANCIVHR¹³⁹) and cyclin D3 C5/6 (¹MELLCEGTR¹⁰) were concatenated with the methionine at the first point of the sequence to allow for acetylation and methionine+acetylation predictions. The predicted molecular weights are reported in red.

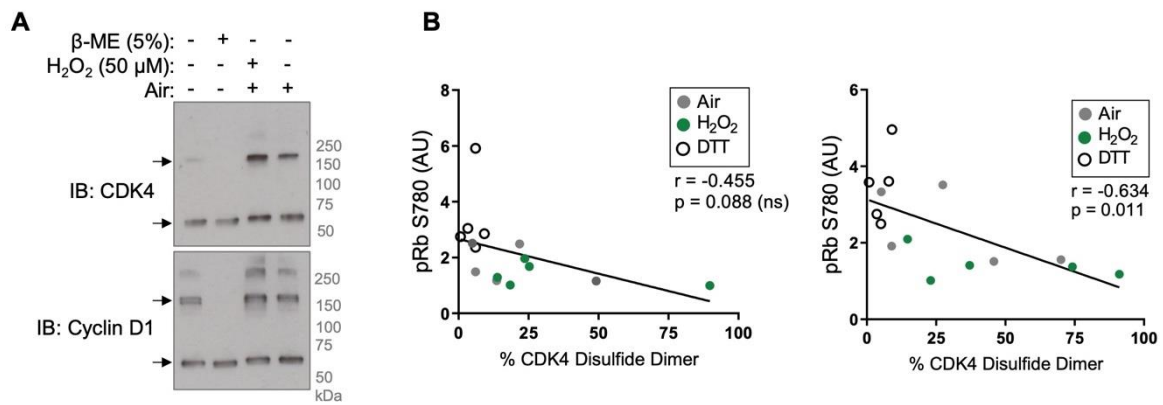

Figure S8. Cyclin D1-CDK4 recombinant protein assays

A) Recombinant cyclin D-CDK4 forms an oxidant-induced disulfide bond. Recombinant cyclin D1-CDK4 protein complex (Invitrogen, PV4400) was either untreated, reduced with β -ME, or oxidized in air with or without 50 μ M H₂O₂ for 15 minutes. Monomeric and disulfide dimeric cyclin D1 and CDK4 (indicated by black arrows) were detected by non-reducing immunoblotting (n=2). **B)** An *in vitro* kinase activity assay shows a negative correlation between pRb S780 and disulfide CDK4. Recombinant cyclin D1-CDK4 protein (Invitrogen, #PV4400) was incubated with 2 mM DTT, 50 μ M H₂O₂ or vehicle (H₂O) for 30 minutes at 30°C to reduce or oxidize, respectively. After the addition of recombinant Rb protein (Abcam, #ab83205), the assay was incubated for 10, 30 or 60 minutes at 30°C. pRb S780 phosphorylation and disulfide CDK4 were detected by immunoblotting. Graphs show CDK4 oxidation and Rb phosphorylation after incubation of the assay for 10 minutes (left) or 30 minutes (right). Analysis was performed using Simple Linear Regression model showing the line of best fit and Pearson's correlation coefficient (r) (n=5 independent experiments).

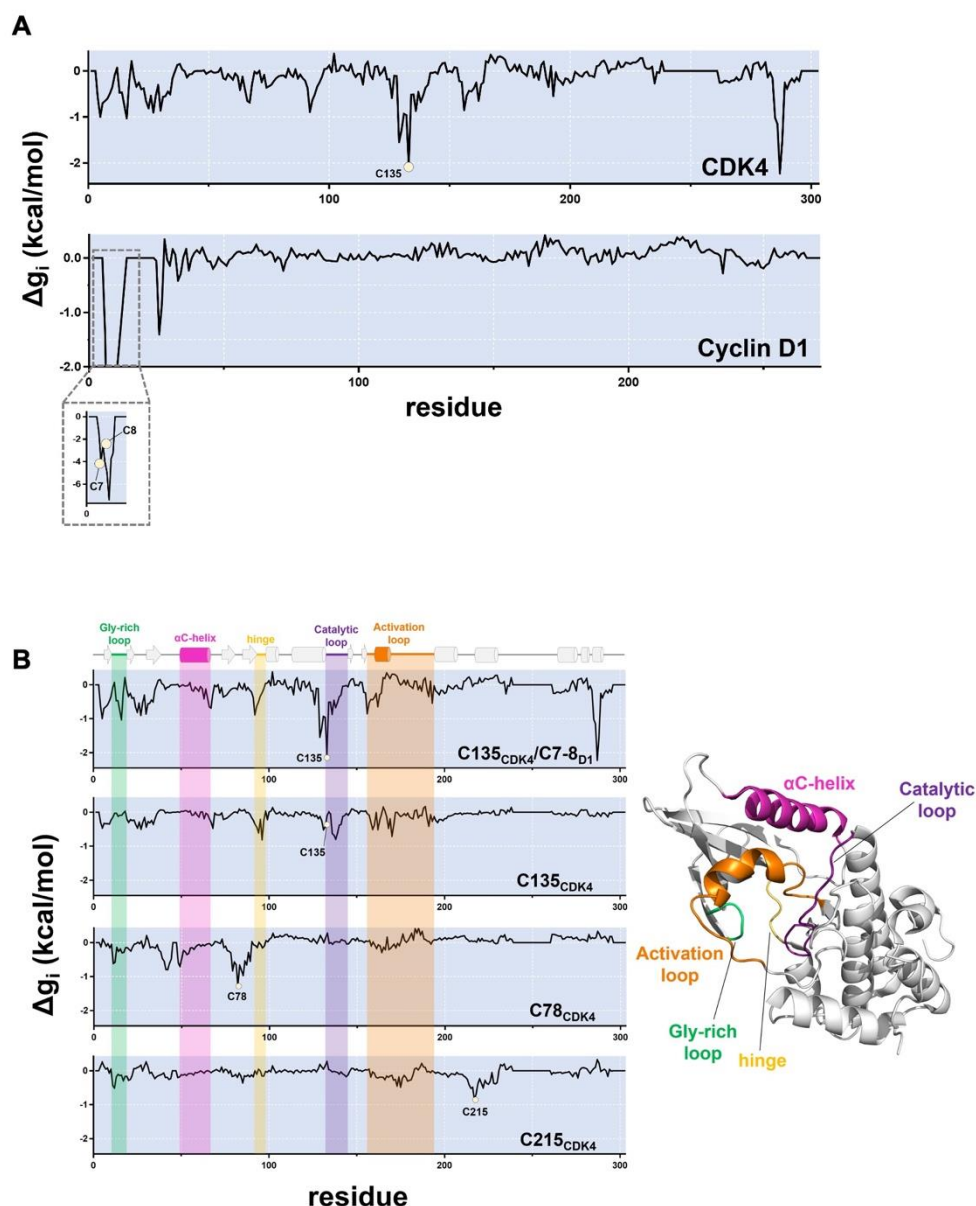

Figure S9. Per-residue allosteric free energy (Δg_i) plots obtained from AlloSigMA calculations

Positive and negative Δg_i values correspond to increased and decreased free energies associated with system perturbation. The probed amino acids are highlighted with yellow circles. **A)** Probing of CDK4 C135 and cyclin D1 C7/8 residues in the cyclin D1-CDK4 complex. The plots report the allosteric landscape for both CDK4 and cyclin D1. **B)** Comparison of CDK4 allosteric landscapes obtained by probing CDK4 C135 and cyclin D1 C7/8 in the cyclin D1-CDK4 complex, with the probing of CDK4 C78, CDK4 C135 or CDK4 C215 in isolation. The CDK4 secondary structure elements are reported at the top. The colored boxes highlight the Δg_i values of structural elements of interest, which are mapped on the structure of CDK4 in the inset on the right side.

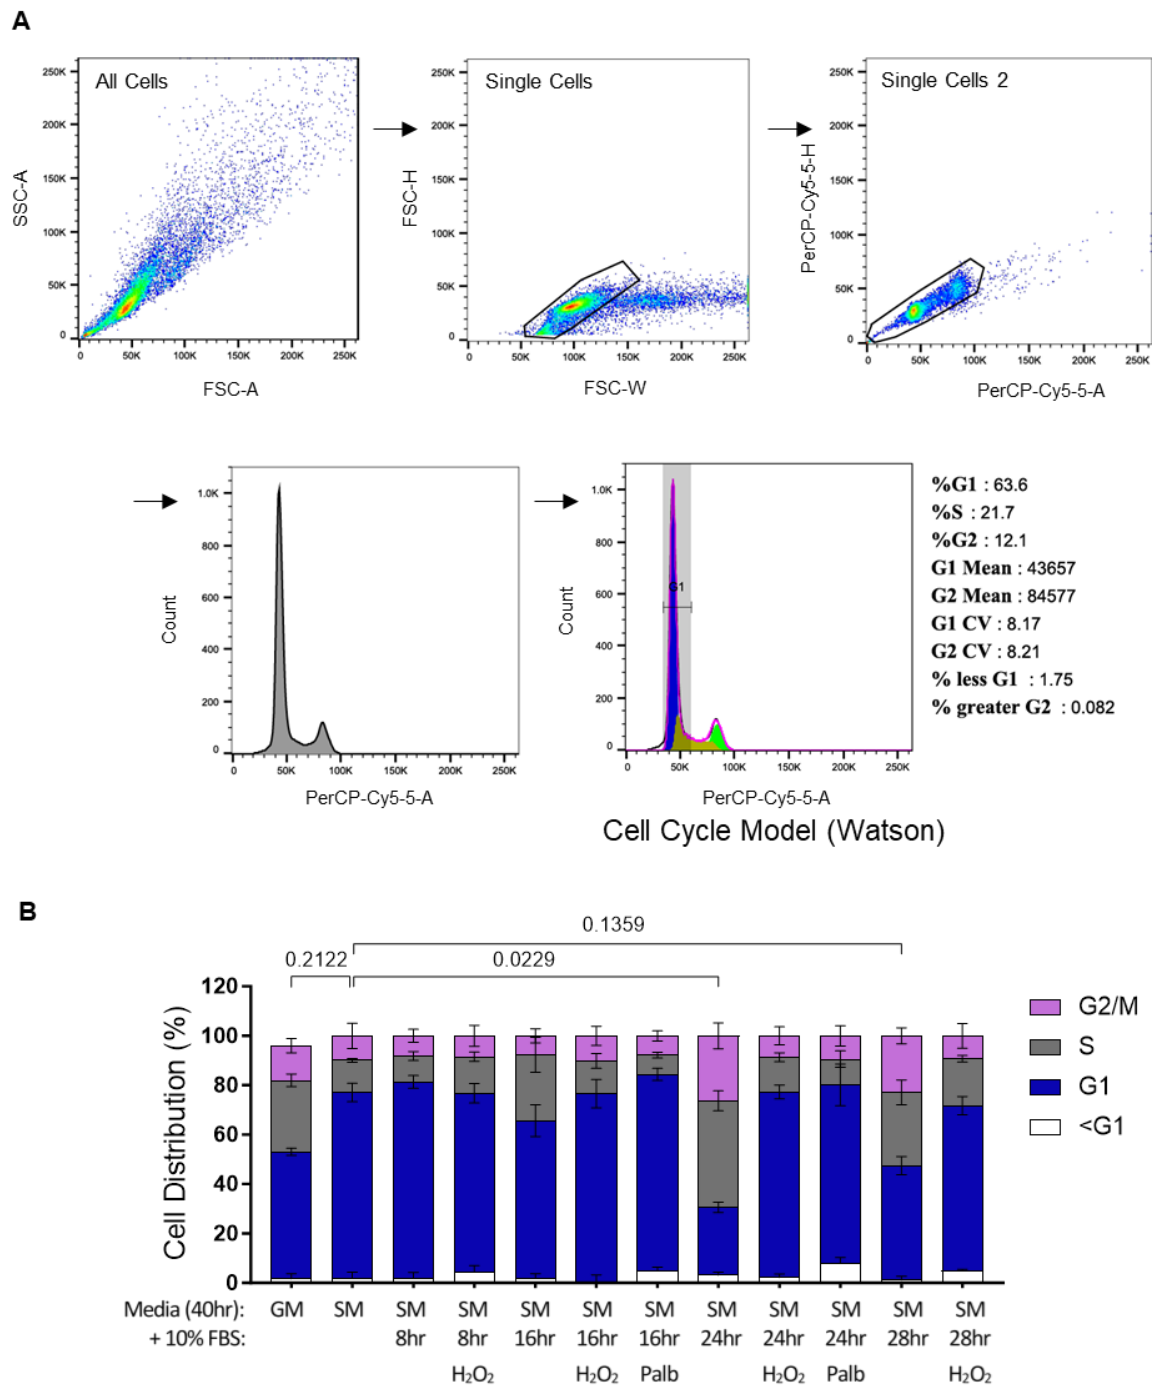

Figure S10. Cell cycle analysis of propidium iodide stained HPASMCs

A) Gating strategy of cell cycle analysis of propidium iodide-stained HPASMCs gated to select single cells only. These cells were then modelled using a Watson Pragmatic cell cycle model using FlowJo™ to categorize cells into each cell cycle phase. **B)** Graph showing the proportion of cells in each cell cycle phase after maintenance in growth media (GM) or starvation media (SM) for 40 hours, after which cells were stimulated with 10% FBS for 8, 16, 24 or 28 hours in the absence or presence of 50 μ M H₂O₂ or 10 μ M palbociclib. As the data sample size with an $n < 6$ cannot be reliably tested for normality, P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare between the number of G0/1 phase cells (blue) at each timepoint with the proportion of synchronized cells in the G0/1 phase after 40 hours in starvation media (SM, bar 2, blue) (GM, SM, 8 and 24 hours, $n = 5$ experimental samples per group; 16 and 28 hours, $n = 4$ experimental samples per group).

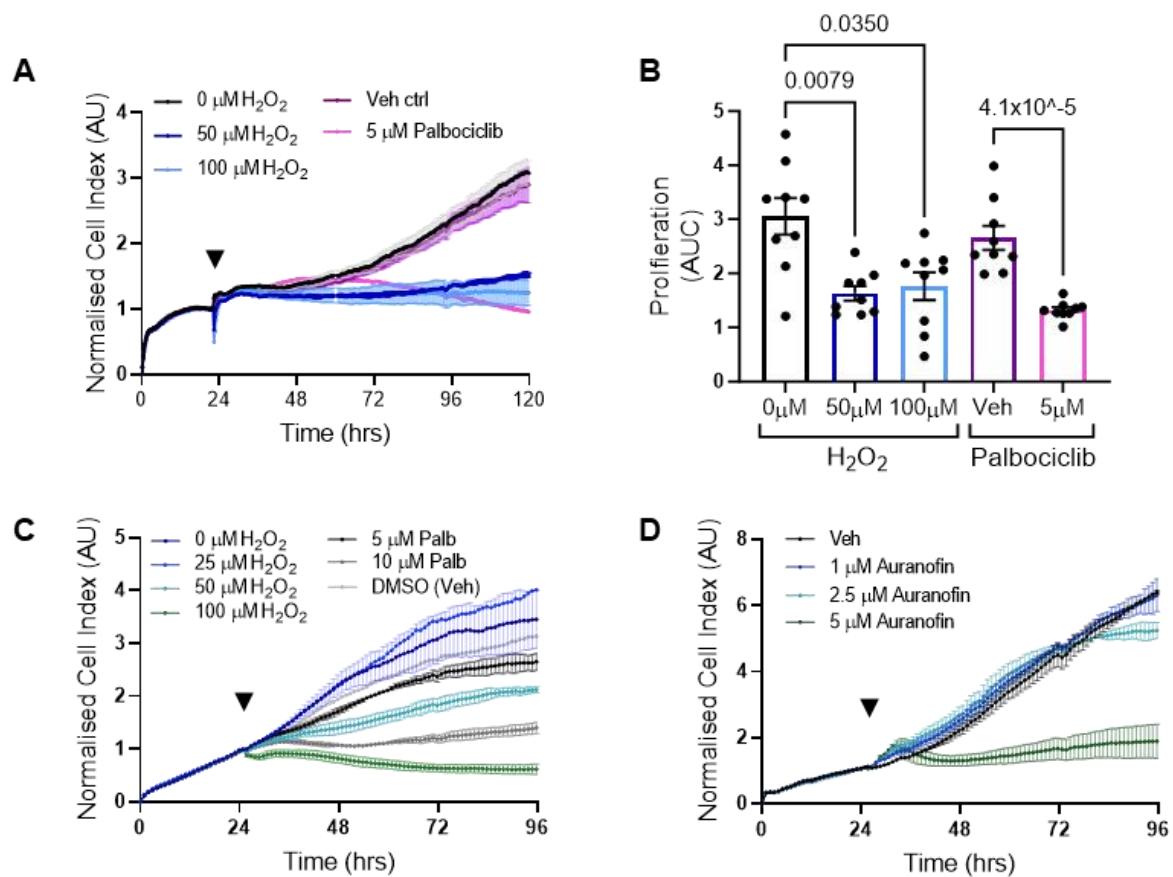

Figure S11. Oxidation inhibits proliferation of HPAECs and MCF7 cells.

A and B) HPAECs were seeded in xCelligence RTCA E-plates at 2.5×10^3 cells/well in Endothelial Cell Growth Medium. After 24 hours, cells were treated with H_2O_2 or Palbociclib. **A)** Proliferation was measured by electrical impedance (cell index) for a subsequent 96 hours and normalized to treatment time. **B)** Proliferation rate of HPAECs was quantified using area under the curve from the time of treatment. As the data sample size with an $n < 6$ cannot be reliably tested for normality, P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare between H_2O_2 -treatment conditions and $0 \mu\text{M}$ control or unpaired two-tailed non-parametric Mann-Whitney test to compare between vehicle and Palbociclib treatment ($n=3$ independent experiments, each performed in triplicate); the results are shown as means $\pm$ SEM. **C and D)** MCF7 cells were seeded in xCELLigence RTCA E-plates at 3×10^4 cells/well. After 24 hours, cells were treated with **C)** H_2O_2 or Palbociclib ($n=3$ independent experiments, each performed in duplicate), or **D)** auranofin ($n=4$ independent experiments, each performed in duplicate). Proliferation was measured by electrical impedance (cell index) for a subsequent 72 hours and normalized to treatment time (indicated by black arrowhead).

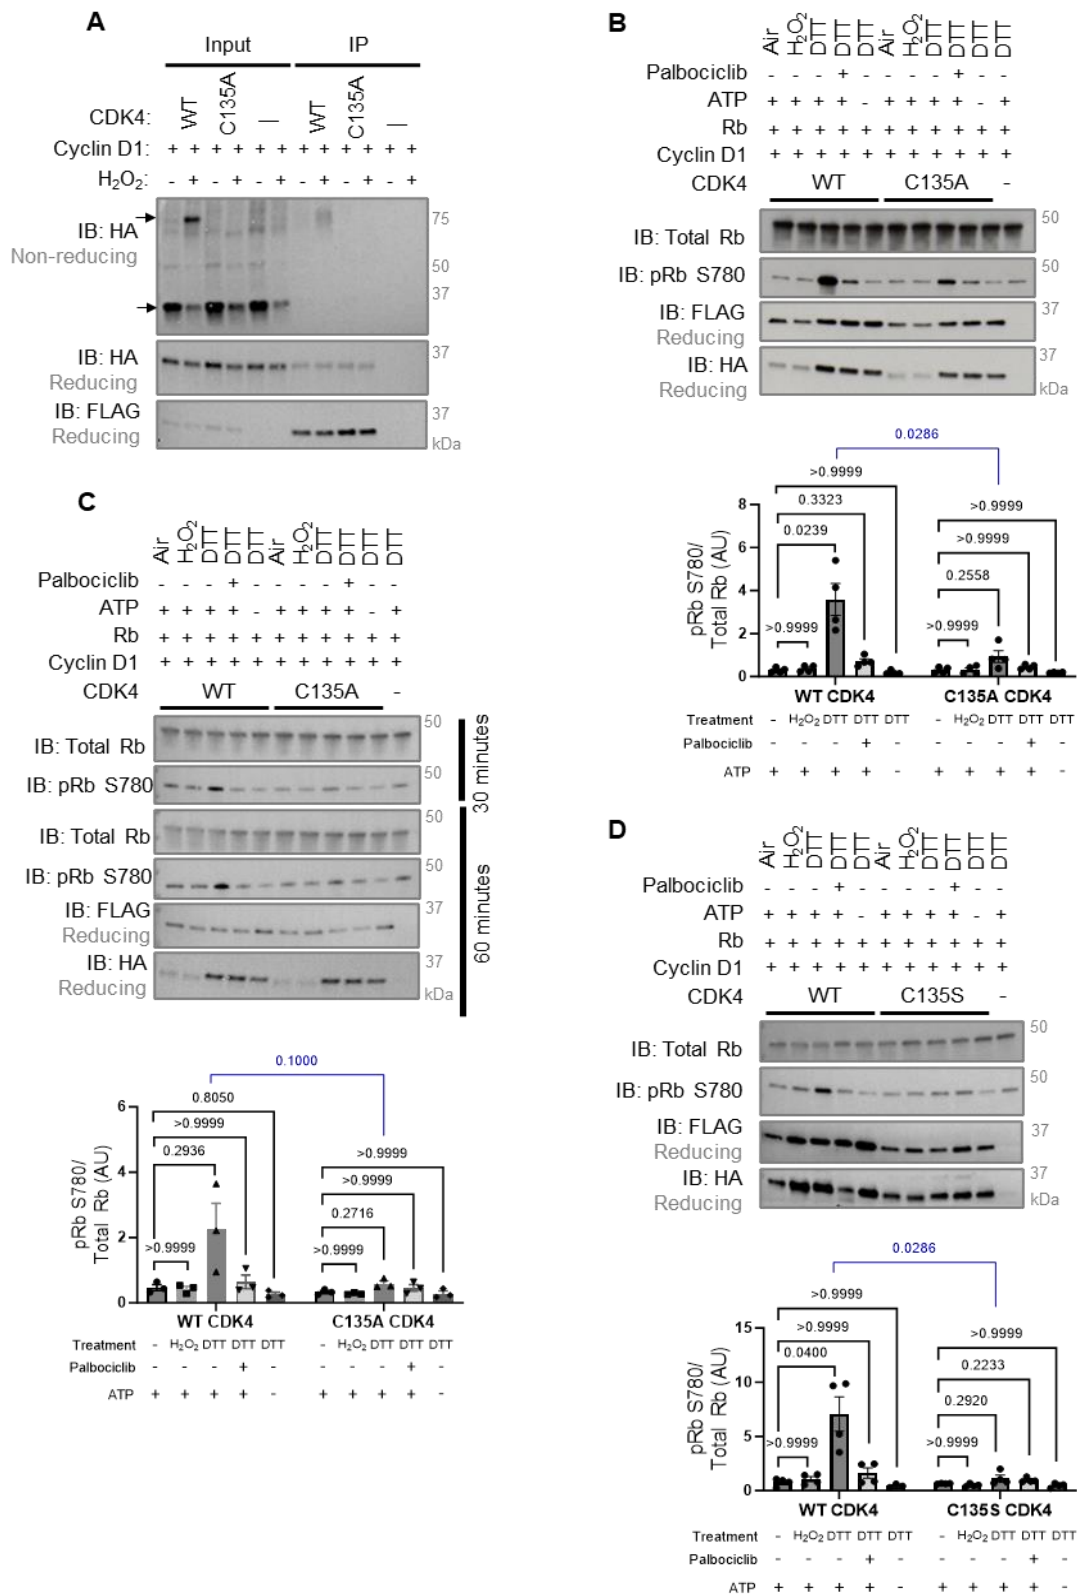

Figure S12. Cyclin D1-CDK4 co-immunoprecipitation and kinase activity assays

A) Both WT or C135A CDK4 co-immunoprecipitate cyclin D1. Disulfide cyclin D1 is only observed with WT CDK4 but not C135A CDK4. WT cyclin D1-HA and WT or C135A CDK4-FLAG were overexpressed in HPASMCs for 24 hours before treatment with H₂O₂ for 15 minutes. Cyclin D1 and CDK4 were co-immunoprecipitated using FLAG-agarose beads under non-reducing conditions. Cyclin D1 and CDK4

were detected by immunoblotting under non-reducing or reducing conditions using antibodies against HA or FLAG, respectively. **B)** An *in vitro* kinase activity assay of WT or C135A cyclin D1-CDK4 co-immunoprecipitated from HPASMCs. **C)** An *in vitro* kinase activity assay of WT or C135A cyclin D1-CDK4 co-immunoprecipitated from HAP1 CDK4 KO cells. **D)** An *in vitro* kinase activity assay of WT or C135S cyclin D1-CDK4 co-immunoprecipitated from HAP1 CDK4 KO cells. **B-D)** The co-immunoprecipitated protein was incubated with 2 mM DTT, 1 μ M H₂O₂ or vehicle (H₂O) for 30 minutes to reduce or oxidize, respectively. Rb-GST tagged protein substrate was added in the absence or presence of 1 μ M palbociclib and incubated for a further 30 or 60 minutes at 30°C. Reducing immunoblots were probed for pRb S780, total Rb, CDK4-FLAG, and cyclin D1-HA. Graphs show Rb phosphorylation at S780, normalized to total Rb. As the data sample size with an n<6 cannot be reliably tested for normality, *P* values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare all group treatment conditions to Air + ATP condition within WT or C135A/S mutant group; non-parametric unpaired 2-tailed Mann-Whitney test was used to compare DTT-treated conditions between WT and C135A/S mutants (**B**: WT or C135A mutants co-immunoprecipitated from HPASMCs, n=4; **C**: WT or C135A mutants co-immunoprecipitated from HAP1 cells, n=3; **D**: WT or C135S mutants co-immunoprecipitated from HPASMCs, n=4 independent experiments). The results are shown as means $\pm$ SEM. Please note that for n=3, the only minimal achievable *P* value with the non-parametric unpaired 2-tailed Mann-Whitney test used is 0.1000.

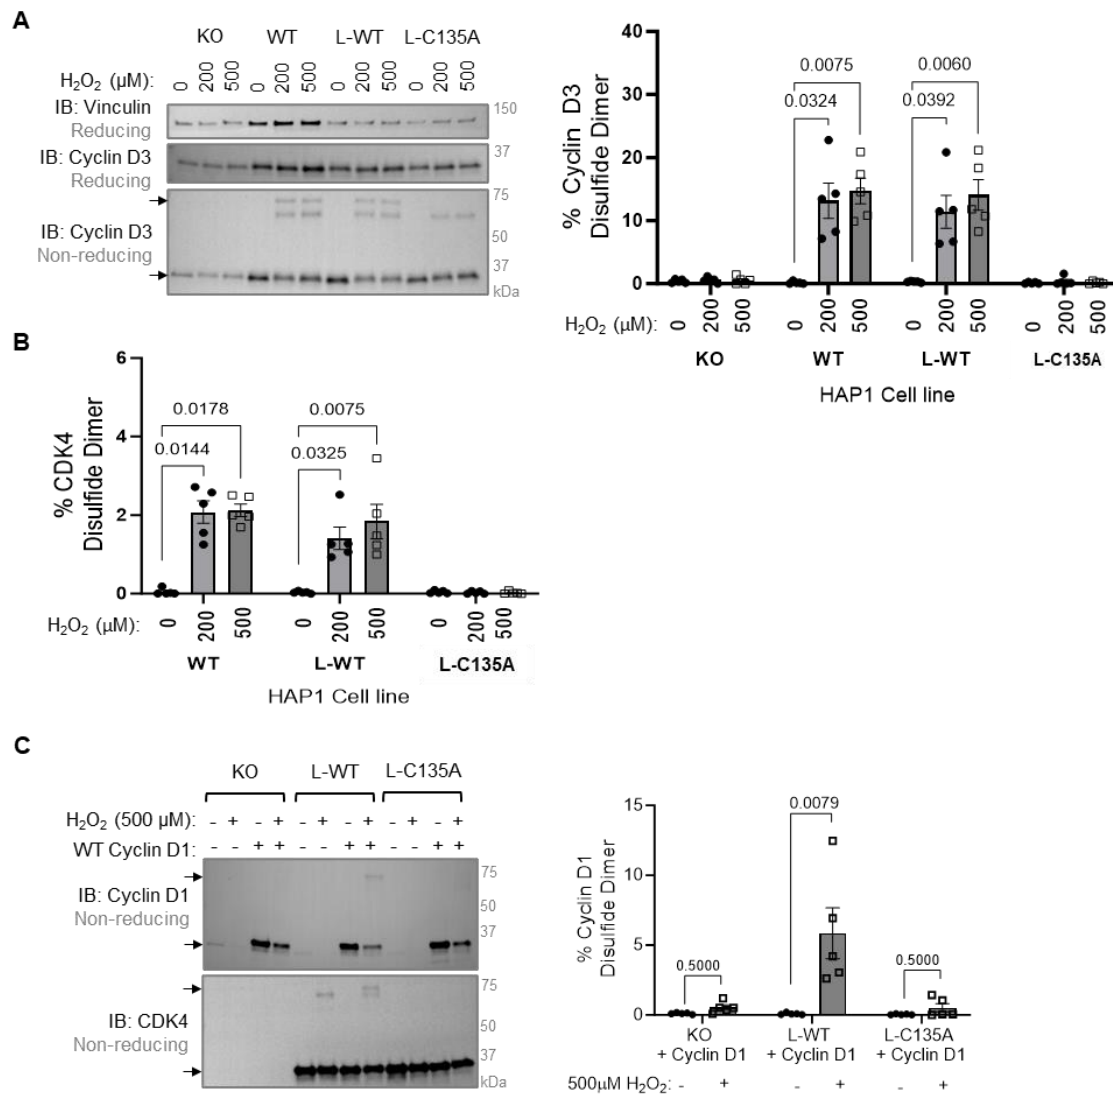

Figure S13. L-C135A HAP1 cells are 'redox-dead'

A) The cyclin D3-CDK4 disulfide dimer is absent in CDK4 KO HAP1 cells and L-C135A mutant HAP1 cells. WT HAP1 cells, CDK4 KO HAP1 cells, L-WT or L-C135A CDK4 HAP1 stable cell lines were treated with H₂O₂ for 15 minutes. Monomeric and disulfide dimeric cyclin D3 (indicated by black arrows) were detected by immunoblotting under non-reducing conditions. Cyclin D3 and vinculin (loading control) expression was detected by immunoblotting under reducing conditions. As the data sample size with an $n < 6$ cannot be reliably tested for normality, P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare H₂O₂-induced disulfide formation with 0 μM H₂O₂ treatment within each cell type ($n = 5$ independent experiments). **B)** The cyclin D-CDK4 disulfide dimer is absent in L-C135A CDK4 HAP1 cells. HAP1 cells were treated with H₂O₂ for 15 minutes. Quantification shows the CDK4 disulfide dimer, as detected by non-reducing immunoblotting. P values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn's multiple comparisons to compare H₂O₂-induced disulfide formation with 0 μM H₂O₂ treatment within each cell type ($n = 5$ independent experiments). **C)** The cyclin D1-CDK4 disulfide dimer is absent in CDK4 KO HAP1 cells and L-C135A mutant HAP1 cells. CDK4 KO HAP1 cells, L-WT or L-C135A HAP1 stable cell lines were overexpressed with WT cyclin D1-HA for 24 hours and treated with 500 μM H₂O₂ for 15 minutes. Non-reducing immunoblots were probed for monomeric and disulfide dimeric cyclin D1 and CDK4 (indicated by black arrows). P values are calculated using a non-parametric unpaired 2-tailed Mann-Whitney test to compare between 0 μM and 500 μM H₂O₂-treatment within each cell type ($n = 5$ independent experiments).

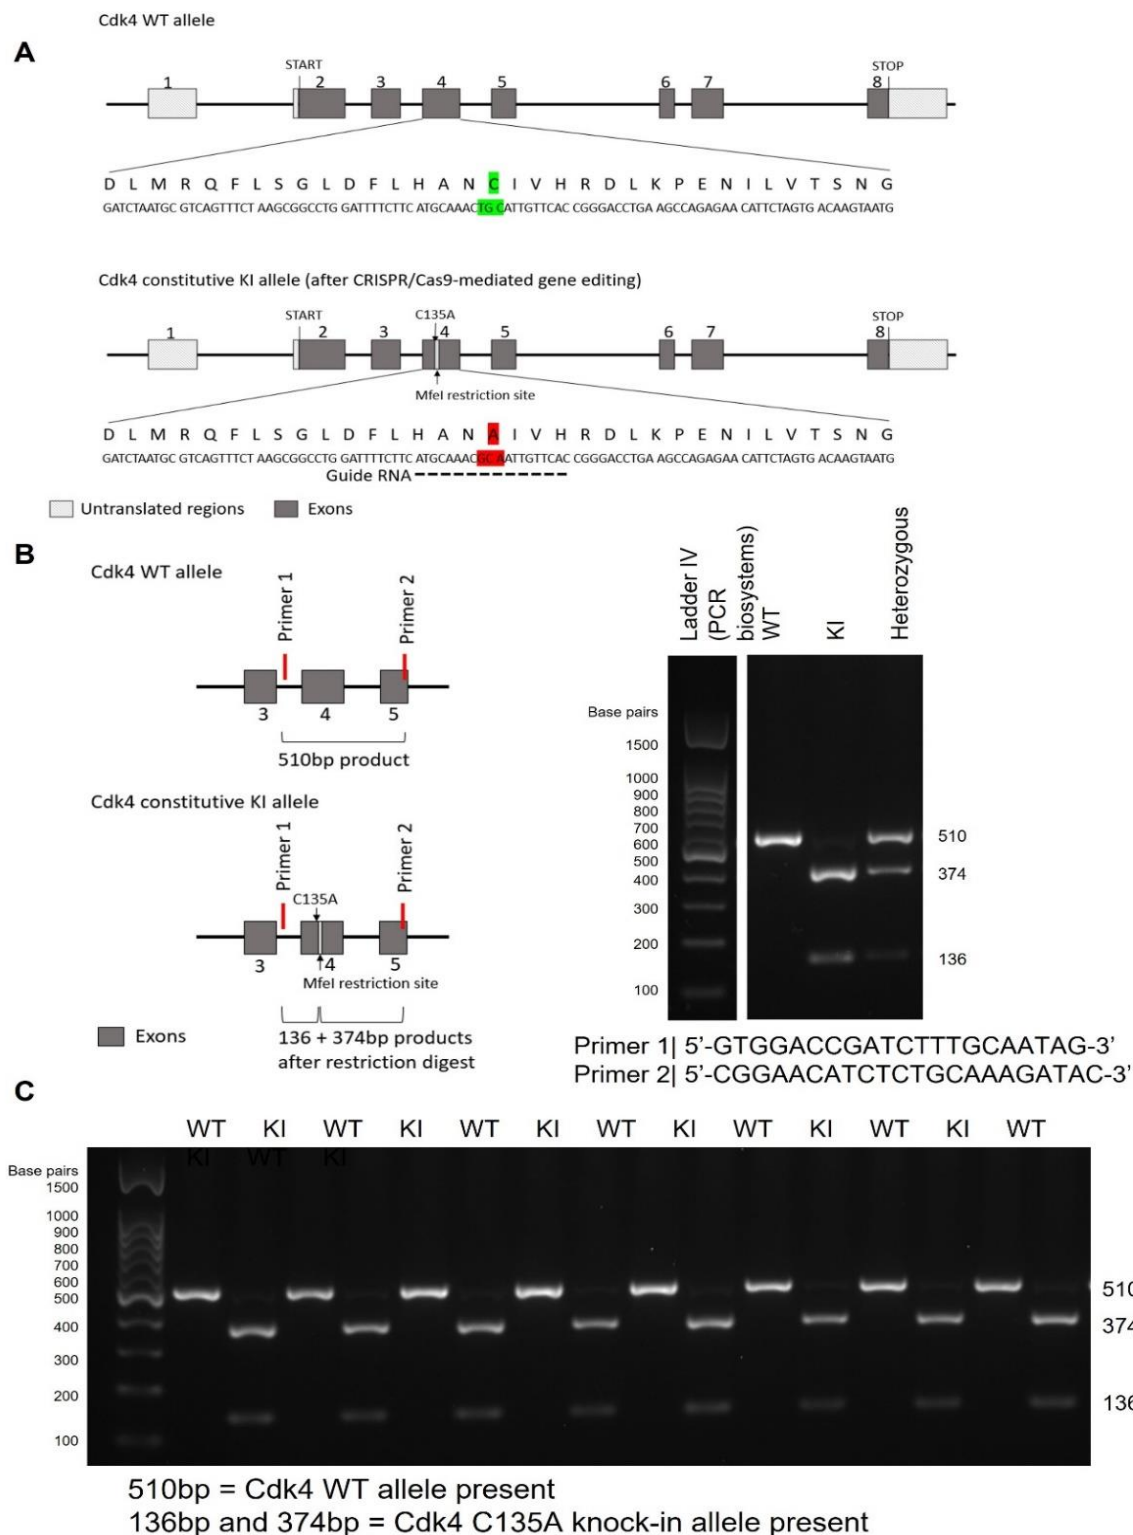

Figure S14. Generation and genotyping of C135A CDK4 knock-in mice.

A) Schematic diagram of the *Cdk4* gene locus in wildtype (WT) mice and in knock-in (KI) mice constitutively expressing the *Cdk4* C135A point mutation. KI mice were generated using CRISPR/Cas9-mediated genetic engineering. Exon 4 of the *Cdk4* gene was targeted in embryos using a specific guide RNA and oligonucleotide for homology-directed repair to mutate the TGC codon encoding cysteine in position 135 to GCA, encoding alanine. **B)** Schematic diagram and example agarose gel image showing the products of PCR amplification and *MfeI* restriction digest. The *Cdk4* C135A point mutation introduces a *MfeI* restriction site. Following *MfeI* digestion, a 510bp product indicates the presence of

the Cdk4 WT allele. A 136bp and 374bp product indicates the presence of the Cdk4 KI allele. **C)** Representative example agarose gel image showing the products of PCR amplification and MfeI restriction digest for some WT and KI mice constitutively expressing the Cdk4 C135A point mutation. A 510 bp product indicated the presence of Cdk4 WT allele, while both 136bp and 374bp product indicates the presence of the Cdk4 KI allele.

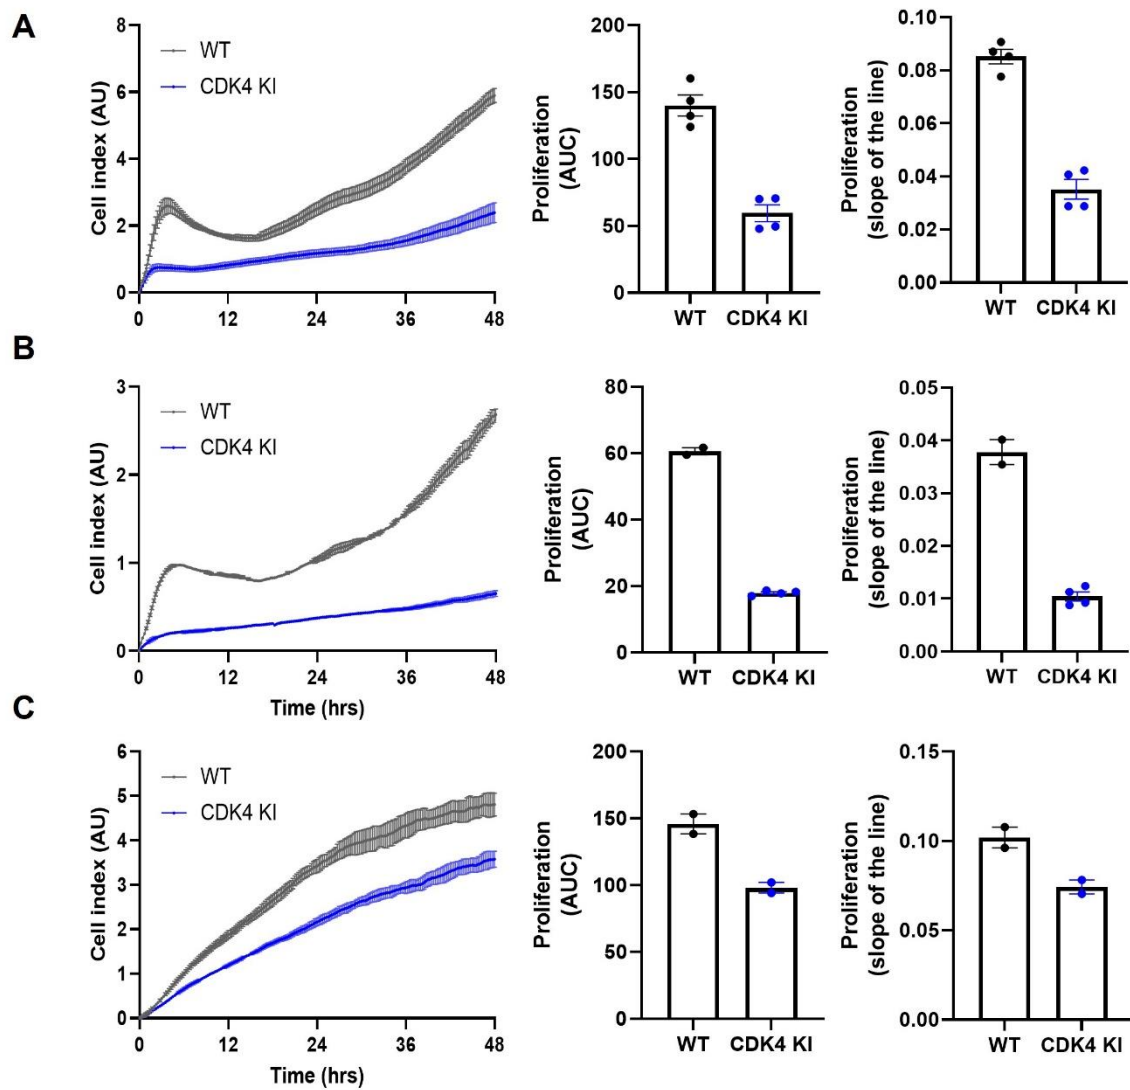

Figure S15. Pulmonary vascular C135A CDK4 KI cells have impaired proliferation.

A, B) Mouse pulmonary arterial smooth muscle cells (PASMCs) isolated from lungs of C135A CDK4 KI mice demonstrate a decreased proliferation rate compared to cells isolated from a WT littermate. Proliferation of PASMCs was measured by electrical impedance (cell index) for 48 hours. Cells were seeded in xCELLigence RTCA E-plates at **(A)** 8×10^3 cells/well or **(B)** 3×10^3 cells/well. Proliferation rate was analyzed by area under the curve of PASMCs, and the slope is calculated from the linear portion of the graph. One WT or two separate CDK4 KI mouse lungs were used for cell isolation, and the proliferation experiments were run in quadruplicate (A) or duplicate (B). **C)** Mouse lung endothelial cells (MLECs) isolated from C135A CDK4 KI mice demonstrate decreased proliferation rate compared to MLECs isolated from WT mice. Proliferation of MLECs was measured by electrical impedance (cell index) for 48 hours. Cells were seeded in xCELLigence RTCA gelatin and fibronectin-coated E-plates at 2.5×10^3 cells/well. Proliferation rate was analyzed by area under the curve of MLECs, and the slope is calculated from the linear portion of the graph (first 14 hours). Two WT or CDK4 KI mouse lungs were pooled for one cell isolation, and the proliferation experiment was run in duplicate.

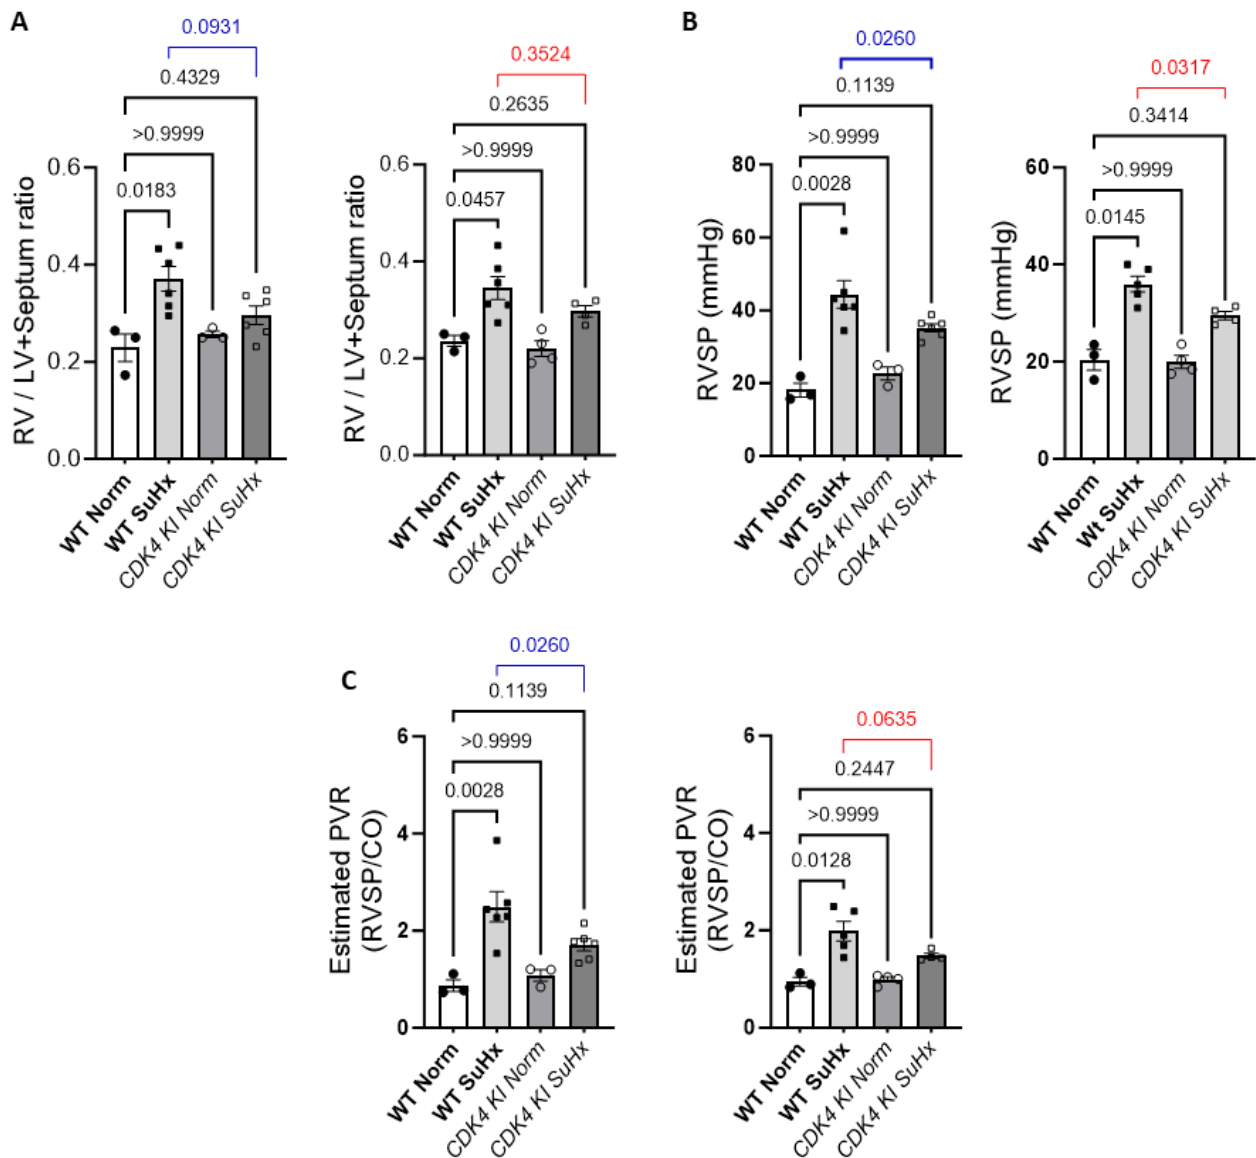

Figure S16. ‘Redox-dead’ C135A CDK4 KI mice develop a less severe disease phenotype in the Sugen/hypoxia experimental PH model.

A) RV hypertrophy (RV/LV+Septum ratio), **B)** RVSP (mmHg) and **C)** estimated pulmonary vascular resistance measured in males (left, blue *P* value between WT SuHx and CDK4 KI SuHx) or female (right, left, red *P* value between WT SuHx and CDK4 KI SuHx) sexes of WT or CDK4 KI mice to assess the severity of PH. As the data sample size with low *n*-number (*n*<6) cannot be reliably tested for normality, *P* values are calculated using a non-parametric Kruskal-Wallis test followed by Dunn’s multiple comparisons to compare all groups with WT Norm; a non-parametric unpaired 2-tailed Mann-Whitney test was used to compare between WT SuHx and CDK4 KI SuHx (**Males:** WT Norm *n*=3, WT SuHx *n*=6, CDK4 KI Norm *n*=3, CDK4 KI SuHx *n*=6; **Females:** WT Norm *n*=3, WT SuHx *n*=6, CDK4 KI Norm *n*=4, CDK4 KI SuHx *n*=4), and the results are shown as means±SEM.

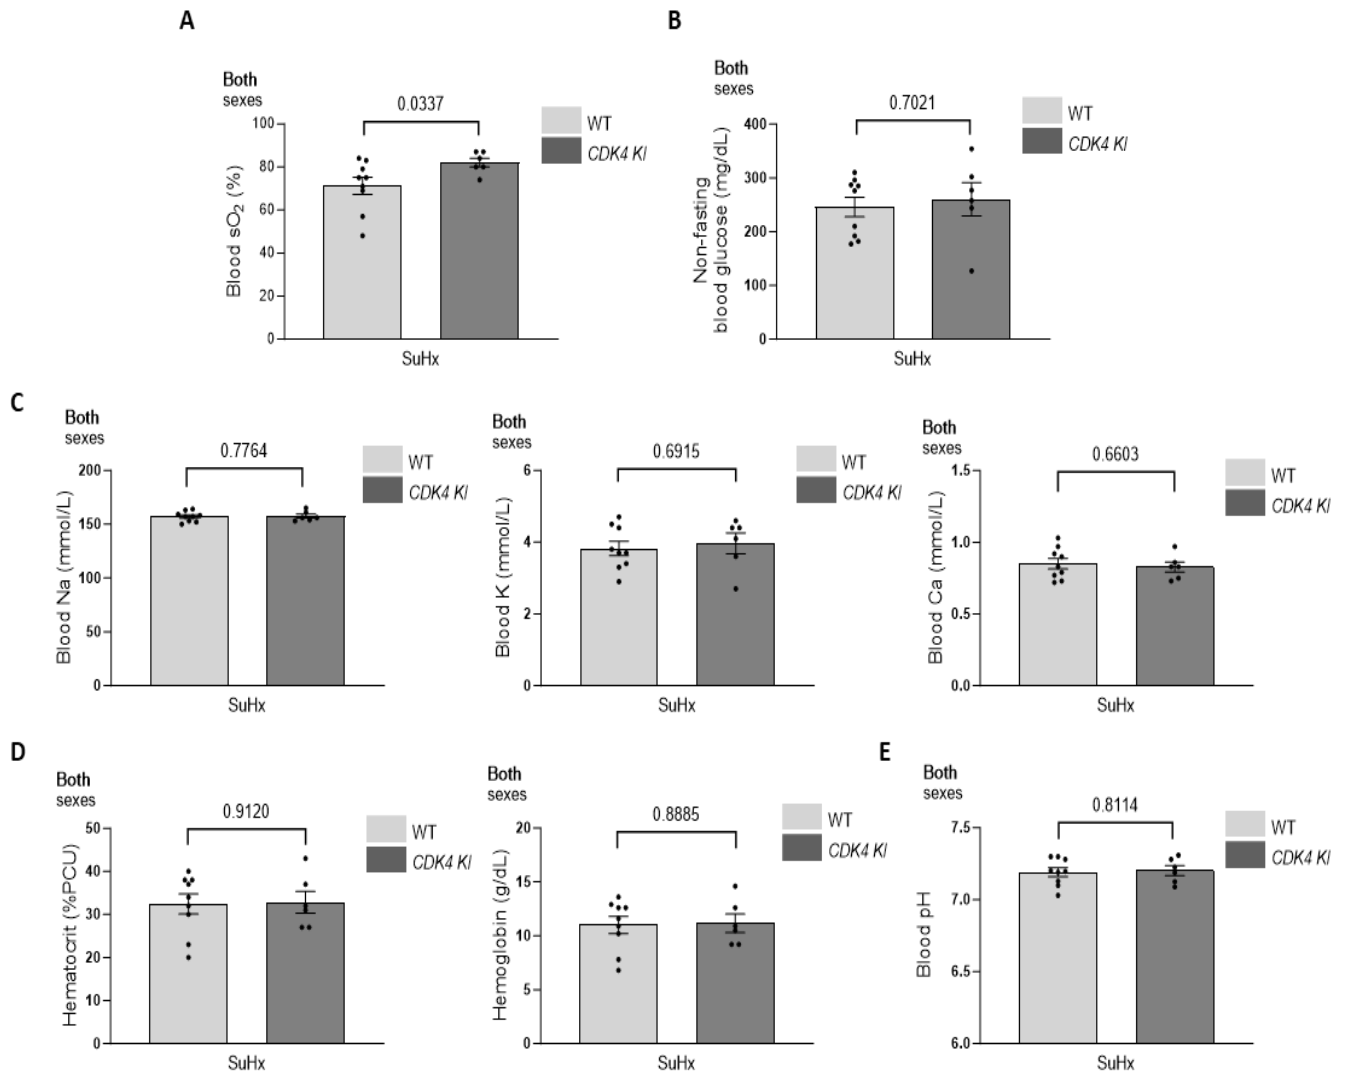

Figure S17. Hematological parameters were similar in C135A CDK4 KI or WT mice subjected to Sugden/hypoxia experimental PH model.

Comparison of blood sodium (Na), potassium (K), calcium (Ca) **(A)**, hematocrit and hemoglobin concentration **(B)**, blood pH **(C)**, oxygen saturation (SO_2) **(D)** and non-fasting blood glucose **(E)** examined using a blood gas analyser in WT or KI male and female mice subjected to Sugden/hypoxia experimental models of PH. Statistical analysis was performed using a one-way ANOVA followed by Tukey's multiple comparisons test to compare between all groups. An assessment of the data normality was performed by the Shapiro-Wilk test; all data parameters presented in the figure passed the normality test. As the data passed the test for normality, *P* values were calculated using the parametric unpaired and 2-tailed t-test with Welch's correction to compare between two groups (WT SuHx *n*=9, KI SuHx *n*=6), and the results are shown as means $\pm$ SEM.

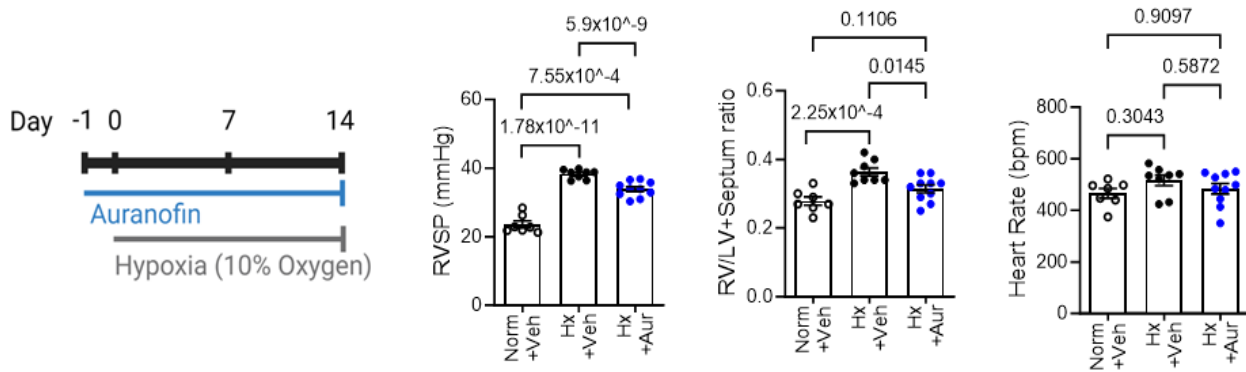

Figure S18. Auranofin attenuates disease severity in the hypoxia-induced mouse model of PH.

The hypoxia-induced mouse model of PH was induced by exposure to hypoxia for two weeks (Hx, 10% O₂). Control mice were maintained in normoxia (Norm, 21% O₂). Mice were continuously treated with auranofin (Aur, 8.5 mg/kg/day) or vehicle (Veh, 60% DMSO/saline) via osmotic minipump for two weeks. RVSP (mmHg), RV hypertrophy (RV/LV+septum ratio), and heart rate (beats per minute) were measured to assess the severity of PH. An assessment of the data normality was performed by the Shapiro-Wilk test; all data parameters presented in the figure passed the normality test. As the data passed the test for normality, *P* values were calculated using the parametric test one-way ANOVA followed by Tukey's multiple comparisons to compare between all groups (Norm+Veh n=7, Hx +Veh n=8, Hx+Aur n=10), and the results are shown as means±SEM.

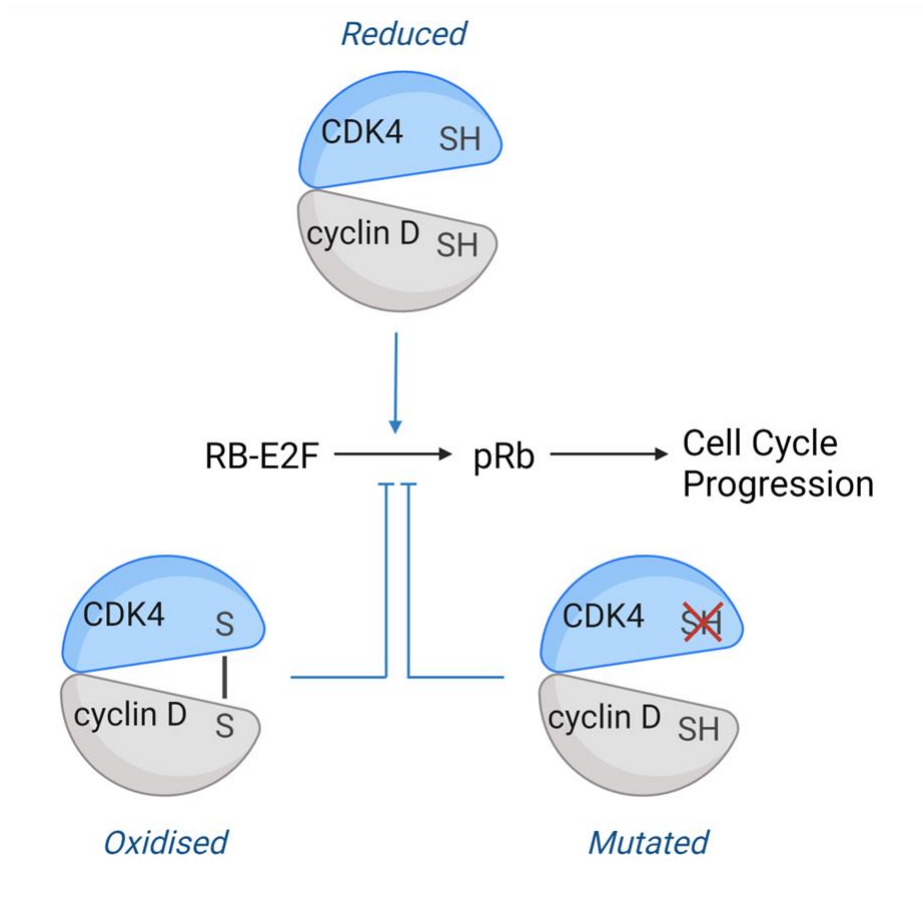

Figure S19. A scheme of cyclin D-CDK4 redox regulation at the critical cysteine residue C135

Under reducing conditions, cyclin D-CDK4 phosphorylates Rb, stimulating progression through the cell cycle. Upon oxidation, cyclin D-CDK4 forms an intermolecular heterodimeric disulfide bond between cyclin D1 C7/8 and CDK4 C135, which inhibits kinase activity. Similarly, mutation of CDK4 C135 mimics the disulfide bond by impairing the critical cysteine residue, resulting in decreased Rb phosphorylation. Structural analysis suggests this effect is due to rigidification of CDK4, which impairs structural rearrangement into the active conformation.

# Supplementary material for: Cyclin D-CDK4 Disulfide Bond Attenuates Pulmonary Vascular Cell Proliferation
**Source:** Circ Res. 2023 Nov 13;133(12):966–88. doi: 10.1161/CIRCRESAHA.122.321836
**Supplement:** Supplementary file 3

Major Resources Table

In order to allow validation and replication of experiments, all essential research materials listed in the Methods should be included in the Major Resources Table below. Authors are encouraged to use public repositories for protocols, data, code, and other materials and provide persistent identifiers and/or links to repositories when available. Authors may add or delete rows as needed.

Animals (in vivo studies)

Species	Vendor or Source	Background Strain	Sex	Persistent ID / URL
C57BL/6J mice	Charles River Laboratories	C57BL/6J Mice (JAX® Mice Strain)	M	https://www.criver.com/products-services/find-model/c57bl6j-mice-jax-strain?region=3671
Wistar Kyoto (WKY) Rat	Charles River Laboratories	WKY/NCrl	M	https://www.criver.com/products-services/find-model/wistar-kyoto-wky-rat?region=3671

Genetically Modified Animals

	Species	Vendor or Source	Background Strain	Other Information	Persistent ID / URL
**Parent - Male**	C57BL/6NTac- <i>Cdk4em8392(C135A)Tac</i>	Taconic Biosciences for Dr Olena Rudyk Lab	C57BL/6N	Novel constitutive C135A CDK4 knock-in mice were custom-generated by CRISPR/Cas9 mediated gene editing by Taconic Biosciences for Dr Olena Rudyk Lab	https://www.taconic.com/genetically-engineered-animal-models/knock-in-mice/#constitutive (generic website)
**Parent - Female**	C57BL/6NTac- <i>Cdk4em8392(C135A)Tac</i>	Taconic Biosciences for Dr Olena Rudyk Lab	C57BL/6N	Novel constitutive C135A CDK4 knock-in mice were custom-generated by CRISPR/Cas9 mediated gene editing by Taconic Biosciences for Dr Olena Rudyk Lab	https://www.taconic.com/genetically-engineered-animal-models/knock-in-mice/#constitutive (generic website)

Antibodies

Target antigen	Vendor or Source	Catalog #	Working concentration	Lot # (preferred but not required)	Persistent ID / URL
CDK4	Cell Signaling Technologies	12790	1:1000		https://www.cellsignal.com/products/primary-antibodies/cdk4-d9g3e-rabbit-mab/12790

DOI [to be added]

CDK4 (H-22)	Santa Cruz Biotechnology	sc-601	1:1000		https://www.scbt.com/p/cdk4-antibody-h-22
Cyclin D1	Cell Signaling Technologies	2922	1:1000		https://www.cellsignal.com/products/primary-antibodies/cyclin-d1-antibody/2922
Cyclin D3	Cell Signaling Technologies	2936	1:1000		https://www.cellsignal.com/products/primary-antibodies/cyclin-d3-dcs22-mouse-mab/2936
Rb Total	Cell Signaling Technologies	9309	1:1000		https://www.cellsignal.com/products/primary-antibodies/rb-4h1-mouse-mab/9309
pRb Ser780	Cell Signaling Technologies	8180	1:1000		https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser780-d59b7-rabbit-mab/8180
pRb Ser795	Cell Signaling Technologies	9301	1:1000		https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser795-antibody/9301
pRb Ser807/811	Cell Signaling Technologies	8516	1:1000		https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser807-811-d20b12-xp-rabbit-mab/8516
Vinculin	Cell Signaling Technologies	13901	1:1000		https://www.cellsignal.com/products/primary-antibodies/vinculin-e1e9v-xp-rabbit-mab/13901
GAPDH	Cell Signaling Technologies	2118	1:1000		https://www.cellsignal.com/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118
FLAG-tag	Cell Signaling Technologies	2368	1:1000		https://www.cellsignal.com/products/primary-antibodies/dykdddk-tag-antibody-binds-to-same-epitope-as-sigma-aldrich-anti-flag-m2-antibody/2368
HA-tag	Cell Signaling Technologies	3724	1:1000		https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724
Anti-Mouse HRP-linked Secondary	Cell Signaling Technologies	7076	1:1000		https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076

Anti-Rabbit HRP-linked Secondary	Cell Signaling Technologies	7074	1:1000		https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074
α -SMA	DAKO (Agilent Technologies)	M0851	1:100		https://www.agilent.com/store/productDetail.jsp?catalogId=M085101-2
Negative control mouse IgG2a	DAKO (Agilent)	X0943	1:100		https://www.agilent.com/store/en_US/Product-X094301-2/X094301-2
N-Histofine MOUSESTAIN kit	Nichirei Biosciences	414322F	N/A (as per instruction)		https://www.2bscientific.com/Products/Nichirei-Bioscience/414322F/N-Histofine-MOUSESTAIN-KIT<br><br>https://nichireibiosciences.com/wp-content/themes/nichirei/pdf/414321f%20MOUSESTAIN%20KIT.pdf

DNA/cDNA Clones

Clone Name	Sequence	Source / Repository	Persistent ID / URL
CDK4-FLAG (OHu21245)	pcDNA3.1-C-(k)DYK	GenScript Gene Synthesis	https://www.genscript.com/gene/homo-sapiens/1019/cdk4.html?page_no=1&position_no=1&sensors=search_information#nm_000075.4
Cyclin D1-HA	pcDNA3	Addgene (#11181)	https://www.addgene.org/11181/
Cyclin D3-HA (OHu21276C)	pcDNA3.1	GenScript Gene Synthesis	https://www.genscript.com/gene/homo-sapiens/896/ccnd3.html?page_no=1&position_no=1&sensors=googlesearch#nm_001760.5
CDK4-FLAG (OHu21245)	pLV-Puro-CMV-hCDK4	GenScript Gene Synthesis	https://www.genscript.com/gene/homo-sapiens/1019/cdk4.html?page_no=1&position_no=1&sensors=search_information#nm_000075.4
pLP1 packaging plasmid	pLP1-CMV 8889bp	Invitrogen (Life Technologies)	# K4950-00<br>https://tools.thermofisher.com/content/sfs/manuals/virapower_lentiviral_system_man.pdf
pLP2 packaging plasmid	pLP2-RSV 4180bp	Invitrogen (Life Technologies)	# K4950-00<br>https://tools.thermofisher.com/content/sfs/manuals/virapower_lentiviral_system_man.pdf

pLP/VSVG envelope plasmid	pLP1-CMV 5821bp	Invitrogen (Life Technologies)	# K4950-00<br>https://tools.thermofisher.com/content/sfs/manuals/virapower_lentiviral_system_man.pdf

Cultured Cells

Name	Vendor or Source	Sex (F, M, or unknown)	Persistent ID / URL
HPASMCs	ScienCell Research Laboratories	Unknown	#3110 https://sciencellonline.com/human-pulmonary-artery-smooth-muscle-cells/
Primary IPAH HPASMCs	UGMLC Giessen Biobank	3 M, 3 F	N/A
Primary Donor HPASMCs	UGMLC Giessen Biobank	3 Males, 3 Females	N/A
HPAECs	PromoCell	Unknown	#C-12241 https://promocell.com/product/human-pulmonary-artery-endothelial-cells-hpaec/
CDK4 KO HAP1 cells	Horizon Discovery	Unknown	#HZGHC000044c011<br>https://horizondiscovery.com/en/engineered-cell-lines/products/human-hap1-knockout-cell-lines?nodeid=entrezgene-1019&catalognumber=HZGHC000044c011
Parental WT HAP1 cells	Horizon Discovery	Unknown	#C631 https://horizondiscovery.com/engineered-cell-lines/products/hap1-parental-cell-lines
MCF7 cells	ATCC (American Type Culture Collection)	F	https://www.atcc.org/products/htb-22
HeLa	ATCC (American Type Culture Collection)	F	https://www.atcc.org/products/ccl-2

Data & Code Availability

Description	Source / Repository	Persistent ID / URL
Affymetrix microarray raw data and processed excel file with the relative expression values for approximately top 1000 transcripts in all samples	Gene Expression Omnibus, NCBI (accession number GSE244830)	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244830

Other

Description	Source / Repository	Persistent ID / URL
Dulbecco's Modified Eagle Medium (DMEM)	ThermoFisher Scientific	#11965092 https://www.thermofisher.com/order/catalog/product/11965092?SID=srch-srp-11965092
FBS	ScienCell Research Laboratories	#0500 https://sciencellonline.com/fetal-bovine-serum-1558/
Smooth Muscle Cell Growth Medium-2	PromoCell	#C-39262 https://promocell.com/product/smooth-muscle-cell-growth-medium-2/
Endothelial Cell Growth Medium-2	PromoCell	#C-22211 https://promocell.com/product/endothelial-cell-growth-medium-2/
Iscove's Modified Dulbecco's Medium	ThermoFisher Scientific	#12440053 https://www.thermofisher.com/order/catalog/product/12440053?SID=srch-srp-12440053
FBS	PAN Biotech	#P40-39500 https://www.pan-biotech.de/en/FBS-Good-EU-approved-regions-filtrated-bovine-serum-0.2-m-sterile-filtered/P40-37500
Auranofin	Enzo Life Sciences	#BML-EI206 https://www.enzolifesciences.com/BML-EI206/auranofin/
H ₂ O ₂	Merck	#H1009 https://www.sigmaaldrich.com/GB/en/product/sigma/h1009
Lipofectamine 3000	Invitrogen	#L3000008 https://www.thermofisher.com/order/catalog/product/L3000008?SID=srch-srp-L3000008
Lipofectamine 2000	Invitrogen	#11668019 https://www.thermofisher.com/order/catalog/product/11668500?SID=srch-srp-11668500
Zeba Spin desalting column	ThermoFisher Scientific	#89882 https://www.thermofisher.com/order/catalog/product/89882?SID=srch-srp-89882
Q5 mutagenesis kit	New England Biolabs	#E0554S https://www.neb.com/en-gb/products/e0554-q5-site-directed-mutagenesis-kit#Product%20Information
Phusion mutagenesis kit	ThermoFisher Scientific	#F541 https://www.thermofisher.com/order/catalog/product/F541?SID=srch-srp-F541
Cyclin D1 Silencer Select siRNA	ThermoFisher Scientific	#4390824 Assay ID 229 https://www.thermofisher.com/order/genome-database/details/sirna/s229?CID=&ICID=&subtype=sirna_silencer_select
Scrambled Silencer Select siRNA (Negative control no.1)	ThermoFisher Scientific	#4390843 https://www.thermofisher.com/order/catalog/product/4390844?SID=srch-srp-4390844

Pierce BCA Protein Assay Kit	ThermoFisher Scientific	#23225<br>https://www.thermofisher.com/order/catalog/product/23225?SID=srch-srp-23225
Recombinant cyclin D1-His	LSBio (Lifespan Biosciences)	#LS-G20572 https://www.lsbio.com/proteins/human-ccnd1-cyclin-d1-protein-recombinant-6his-n-terminus-full-length-ls-g20572/20572
Recombinant CDK4-His	Invitrogen	#RP-75530 https://www.thermofisher.com/proteins/product/Human-CDK4-Recombinant-Protein/RP-75530
Recombinant cyclin D1-CDK4 GST-tag	Invitrogen	#PV4400 https://www.thermofisher.com/proteins/product/Human-CDK4-Cyclin-D1-GST-Tag-Recombinant-Protein/PV4400
Recombinant Rb	Abcam	#Ab83205 https://www.abcam.com/products/proteins-peptides/recombinant-human-rb-protein-ab83205.html
Recombinant RB GST-tag protein fragment	Merck	#SRP0256 https://www.sigmaaldrich.com/GB/en/product/sigma/srp0256
Complete EDTA Protease inhibitor tablets	Roche	#11836170001<br>https://www.sigmaaldrich.com/GB/en/product/roche/11836170001
Anti-FLAG M2 Affinity Gel	Merck	#A2220<br>https://www.sigmaaldrich.com/GB/en/product/sigma/a2220
Palbociclib	LKT laboratories	#P0344<br>https://lktlabs.com/product/palbociclib-isethionate/
Propidium Iodide Flow cytometry kit	Abcam	#ab139418<br>https://www.abcam.com/products/assay-kits/propidium-iodide-flow-cytometry-kit-ab139418.html
Rapid Extract PCR kit	PCR biosystems	#PB10.24-08 https://pcrbio.com/products/dna-extraction/pcrbio-rapid-extract-pcr-kit
MunI (MfeI) enzyme	Thermo Fisher Scientific	#ER0751 https://www.thermofisher.com/order/catalog/product/ER0751
CDK4 forward and reverse primers	Integrated DNA technologies	5'- GTGGACCGATCTTTGCAATAG-3'<br>3'- CGGAACATCTCTGCAAAGATAC-3'<br>www.idtdna.com
Collagenase/Dispase	Roche	#10269638001 https://www.scientificlabs.co.uk/product/10269638001
70-µm nylon strainer	Corning	#CLS431751-50EA https://www.scientificlabs.co.uk/product/CLS431751-50EA
30-µm nylon strainer	Miltenyi Biotec	#130-098-458 https://www.miltenyibiotec.com/GB-en/products/macsmartstrainers.html

CD31 MicroBeads, mouse	Miltenyi Biotec	#130-097-418 https://www.miltenyibiotec.com/GB-en/products/cd31-microbeads-mouse.html
autoMACS Rinsing Solution	Miltenyi Biotec	#130-091-222 https://www.miltenyibiotec.com/GB-en/products/automacs-rinsing-solution.html
MACS BSA Stock Solution	Miltenyi Biotec	#130-091-376 https://www.miltenyibiotec.com/GB-en/products/macs-bsa-stock-solution.html
LS Columns	Miltenyi Biotec	#130-042-401 https://www.miltenyibiotec.com/GB-en/products/ls-columns.html
Midi MACS separator	Miltenyi Biotec	#130-042-302 https://www.miltenyibiotec.com/GB-en/products/midimacs-separator-and-starting-kits.html
MACS multistand	Miltenyi Biotec	#130-042-303 https://www.miltenyibiotec.com/GB-en/products/midimacs-separator-and-starting-kits.html
Gelatin solution	Merck (Sigma-Aldrich)	#G1393-20ML https://www.sigmaaldrich.com/GB/en/product/sigma/g1393
Endothelial Cell Growth Supplement without FBS (5ml-2 parts)	Merck (Sigma-Aldrich)	#211F-GS https://www.sigmaaldrich.com/GB/en/product/sigma/211fgs
Heparin sodium salt	Merck (Sigma-Aldrich)	#H3149-100KU https://www.sigmaaldrich.com/GB/en/product/sial/h3149
Penicillin/Streptomycin	Thermo Fisher Scientific	#15140122 https://www.thermofisher.com/order/catalog/product/15140122
E-Plate 16 PET	Agilent Technologies	#300600890 https://www.agilent.com/store/en_US/Prod-300600890/300600890
Phosphate buffered saline pH 7.4	Thermo Fisher Scientific	#10010023 https://www.thermofisher.com/order/catalog/product/10010023
Trypsin-EDTA solution	Merck (Sigma-Aldrich)	#T4049 https://www.sigmaaldrich.com/GB/en/product/sigma/t4049
Medium 199	Corning	#10-060-CV https://ecatalog.corning.com/life-sciences/b2b/UK/en/Media,-Sera,-and-Reagents/Classical-Media/Medium-199/Corning%C2%AE-Medium-199-(Modification)/p/10-060-CV
Amphotericin B	Gibco	#15290026 https://www.thermofisher.com/order/catalog/product/15290026?SID=srch-srp-15290026

Iron (II,III) oxide	Merck<br>(Sigma-Aldrich)	#310069<br>https://www.sigmaaldrich.com/GB/en/product/aldrich/310069
Collagenase	Merck<br>(Sigma-Aldrich)	#C5138<br>https://www.sigmaaldrich.com/GB/en/product/sigma/c5138
VECTASTAIN Elite ABC kit	Vector Laboratories	#PK-6102<br>https://vectorlabs.com/products/vectastain-elite-abc-hrp-kit-mouse-igg/
Diaminobenzidine	Vector Laboratories	#SK-4100<br>https://vectorlabs.com/products/dab-hrp-substrate/
RNeasy Plus Universal kit	Qiagen	#73404 https://www.qiagen.com/us/products/discovery-and-translational-research/dna-rna-purification/rna-purification/total-rna/rneasy-universal-kits
Encore Biotin module (NuGEN)	N/A	https://bmlabosis.com/uploads/3668b6c733804f5a9145421ebd17dbff.pdf
Pentoject® 200mg/ml Solution	Animalcare Limited	https://www.animalcare.co.uk/anaesthetics-analgesics/pentoject/
QIAprep Spin miniprep kit	Qiagen	#27104 https://www.qiagen.com/us/products/discovery-and-translational-research/dna-rna-purification/dna-purification/plasmid-dna/qiaprep-spin-miniprep-kit
HiSpeed Plasmid Maxi kit	Qiagen	#12662 https://www.qiagen.com/us/products/discovery-and-translational-research/dna-rna-purification/dna-purification/plasmid-dna/hispeed-plasmid-kits?catno=12662
SU5416	BioTechne / Tocris	#3037 https://www.tocris.com/products/su-5416_3037
SU 5416 (Semaxanib), VEGFR-2 inhibitor	Abcam	#ab145056 https://www.abcam.com/en-hr/products/biochemicals/su-5416-semaxanib-vegfr-2-inhibitor-ab145056
Alzet mini-pumps, model 2002	Alzet	#0000296 https://www.alzet.com/wp-content/uploads/2019/06/Specs-2002.pdf

# Supplementary material for: Cyclin D-CDK4 Disulfide Bond Attenuates Pulmonary Vascular Cell Proliferation
**Source:** Circ Res. 2023 Nov 13;133(12):966–88. doi: 10.1161/CIRCRESAHA.122.321836

Figure 1 - Full Unedited blots

Figure 1B

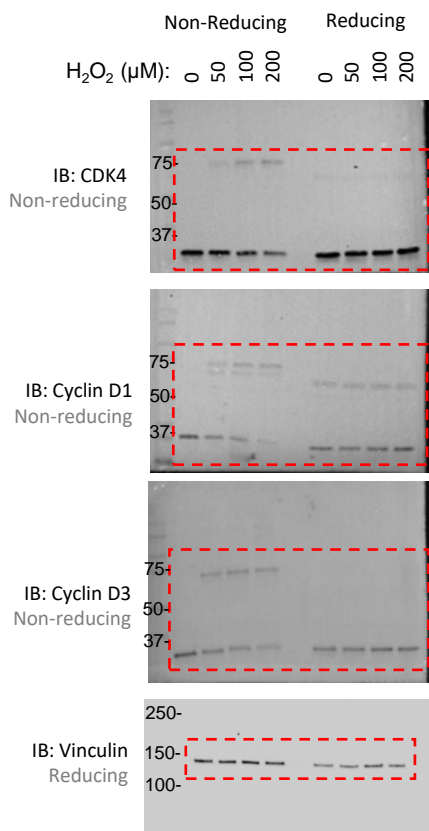

Figure 1D

How the deposited data were processed for this re-analysis (not part of the article)

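RNA from the left lung lobes of 12 mice, 6 kept in hypoxia and 6 in normoxia for 3 days, was measured on whole-transcript arrays, with 1 array per mouse. The authors processed the scanned images with RMA in the Affymetrix Expression Console, and the deposited values are normalized, background-corrected and summarized levels on a log2 scale; versions of these tools are not given in the sources used here. The number of mice limits the precision of the array values, and no signal of background probes was used here. The series table holds 41345 rows, of which 190 control rows were left out, and gene symbols were taken from the platform annotation through gene IDs and a mouse gene table (GRCm38.p6, used for names only).

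From the log2 levels, hypoxia was compared with normoxia with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a trend or weights), two-sided, with Benjamini-Hochberg adjustment over 41155 transcript clusters and a threshold of 0.05. No filter on dim clusters and no minimum fold was set, since the methods name none. A gene is represented by its cluster with the highest mean over all 12 arrays among clusters with 1 gene symbol. An analysis of variance with the group alone is an alternative, since the methods name an anova and no further factor. In 40 lists of genes (pathways, cell cycle phases, cell types and the genes the paper names), members past the threshold were counted. The counts were made over all clusters and adjusted over the list alone. Each list was tested against the other genes with camera (preset correlation 0.01, then an estimated correlation). With fry, each list was tested for a change of its own, in 1 direction and in either direction, without reference to the other genes. The camera calls that hold with an estimated correlation are those for mitosis, DNA replication, G1 regulators, HIF targets, extracellular matrix, pericytes, fibroblasts and the interleukin-1 and inflammatory response. Reactome sets shipped with fgsea 1.28.0 were tested by fgseaMultilevel on all genes ranked by limma's moderated statistic, for sets of 10 to 500 measured genes, with a bound for p of 1e-300 and seed 1; no Gene Ontology term was tested. Cell cycle sets were those whose name holds cell cycle, mitotic, M phase, S phase, G1, G2, DNA replication, cyclin or APC/C.

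The genes named in the text are 39 genes listed from those the paper names, of which 38 were measured under their symbol, the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap (without provisional symbols such as Gm and Rik names, and without microRNAs, small nucleolar RNAs, odorant and vomeronasal receptors and segments of immunoglobulins and T cell receptors), the 4 genes of each list with the smallest p, and at most 4 leading genes of a described Reactome set. Cat and Cyp2f2 lie outside this rule and were chosen after their values were seen. Some values of the supplementary table, which has no gene names, had been seen when this rule was written. Samples of 6 were searched for a single distant value with Dixon's test (critical value 0.625). Correlations used Pearson's r and Spearman's rho with exact permutation p within each group. The script for limma, the lists and the sets was tested on simulated arrays. Of 50 clusters simulated at each size of change, 28%, 90%, 96% and 98% were recovered at log2 changes of 0.4, 0.8, 1.2 and 2; 4.29% of the calls were false, and 1 cluster was called in simulated arrays with no change.

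The alternatives were another test, array weights, further normalization, filters, the replicate number as a block, each array left out in turn, other thresholds, other ways to combine clusters, and other set tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for correlations, tables and plots. Gene names for 15820 clusters were not used here, 1814 clusters with several genes were kept in the test and named for none of them, and no genome sequence was used here.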

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

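Of the tests in this part, the comparison of ciliated with secretory airway genes was chosen after the result was seen, and the 2-level factor and the comparison within its levels after seeing the data.

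In 7 of 250 groups of 6 mice, over the genes named in the text, a single mouse lay apart from the others, where chance flags about 1 in 20 groups. The level of the distant mouse (log2) is given for Atm in hypoxia replicate 1 (7.15), Pdgfrb in hypoxia replicate 5 (9.43), Acta2 in normoxia replicate 4 (9.61), Egr1 in normoxia replicate 6 (7.62), Eng in hypoxia replicate 3 (9.70), Prdx2 in normoxia replicate 6 (7.60) and Higd1b in normoxia replicate 3 (8.39).

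4 gene groups apart from the cell cycle, lipid and inflammatory groups of the paper passed camera with an estimated correlation. Their median log2 fold changes were 0.22 for HIF targets, 0.77 for the extracellular matrix, 0.34 for pericytes and 0.27 for fibroblasts. Camera asks for a shift in 1 direction, and other lists also held calls in limma. Among them, 7 smooth muscle genes rose and 0 fell (median 0.50), 5 vascular tone genes rose and 5 fell, and 2 endothelial genes rose and 5 fell.

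Genes of mitosis were higher in the hypoxic lungs, and RNA of blood precursor cells could be a source of it. With the mean of the erythroid genes as a covariate, the hypoxia coefficient of the mean of the mitosis genes was 0.715 (SE 0.092), against 0.667 without it. This argues against RNA that follows the mean of these 14 erythroid markers as the whole source, within what 6 mice per group can show. Only 4 of the 14 rose past the threshold, and the mean may measure precursor RNA poorly. Erythroid precursor RNA that does not follow it stays open. With the mean of the neutrophil precursor genes the coefficient was 0.623 (SE 0.061). Only Ltf and Lcn2 of those 10 genes had a log2 fold change above 0. Their mean is thus a poor measure of precursor RNA, and the value decides nothing. Within each level of a 2-level factor inferred from the p-values of the supplementary table, the median log2 fold change of the mitosis genes was 0.70 and 0.65 (3 against 3 mice each), but each level holds 3 mice of either group, so that these medians decide nothing about the factor. Neutrophil precursors stay open. Other dividing cells, and division of lung cells in response to hypoxia, stay open too and were not tested.

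Genes of smooth muscle and extracellular matrix were higher in the hypoxic lungs, and a larger share of airway and large vein tissue could raise them. With an estimated correlation in camera, the adjusted p was 0.0526 for the smooth muscle list, which loses its call, and 0.00173 for the matrix list. With the means of the ciliated and cardiomyocyte genes as covariates, the hypoxia coefficient of the mean of the smooth muscle genes was 0.457 (SE 0.038), against 0.502 without them, and that of the extracellular matrix genes 0.837 (SE 0.038) against 0.832. The mean log2 fold change was 6.41e-04 for the ciliated list and 0.138 for the cardiomyocyte list, so the covariates had little to remove. The values argue against a larger share of tissue that carries these markers as the whole source. Tissue without these markers was not tested, and hypoxia itself stays open.

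Genes of secretory airway cells were among the largest rises, and a larger share of airway in the hypoxic samples could be a source. Of the 11 club and secretory genes, 4 were higher and 1 lower in limma (5 and 2 when adjusted over the list alone), and the list did not pass camera with an estimated correlation (adjusted p=0.282). The 4 risers, selected by the threshold, rose by 0.80 to 1.83, while the whole list had a median of 0.21. The ciliated genes, which lie in the same airways, had a median of 0.01 (SD over 13 genes 0.17, highest 0.29). This argues against a larger share of airway as the whole source of the 4 rises. The medians of the 2 whole lists lie closer, so nothing is concluded for the other club and secretory genes. A small difference in the share of airway and a change within the secretory cells stay open.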

How the results depend on the processing

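The alternatives here were set before the data were examined, except the inferred 2-level factor, the comparison within each of its levels, control rows kept, and G1 and G2 read as whole words in set names, which were chosen after seeing the data. The counts of transcript clusters, of genes in the cell cycle lists and of Reactome sets stayed within 1.5 times their values, and Cdk4 and Ccnd3 stayed below the threshold, except as follows. An adjusted p under 0.01 left 800 transcript clusters and a minimum fold of 1.5 left 456, by construction. Ranking only 1000 genes gave 31 Reactome sets, 9 of them of the cell cycle, with fewer sets tested. Camera with an estimated correlation gave 111 and 25. Of the other lists, 17 passed camera with the preset correlation and 5 with an estimated one. By fry in 1 direction, which asks for a change of the list and not for a difference from other genes, 16 passed. Within the first and second level (3 against 3 mice, fewer samples), 165 and 121 clusters passed, with 0 and 0 G1 regulators, 2 and 0 genes of DNA replication and 7 and 6 of mitosis. With the factor as a covariate, 1904 clusters passed. Leaving out 1 array gave 1374 to 1577 clusters and a Ccnd1 log2 fold change of 0.17 to 0.26, past the threshold only without normoxia replicate 2. Directions turned only for genes that did not pass the test: Smad3 0.005 with median centring, Tgfb1 -0.01 in the first level, Txnrd1 0.01 in the second level, and over the arrays left out Prkar1a -0.001 to 0.067, Smad3 -0.05 to 0.031, Txnrd1 -0.059 to 0.009. Of the other named genes, 2284 of 2438 values under the alternatives set beforehand kept direction and side of the threshold, 140 fell below it, 8 passed it and 6 turned; under those chosen after seeing the data, 364 of 488 kept both, 122 fell below the threshold and 2 turned. Counts in the 37 other lists kept within 1.5 times their value in 643 of 777 values under the former (89 lower, 45 higher) and in 86 of 148 under the latter (59 lower, 3 higher). Where a cause is not given here, the cause was not tested. The signal over background was not used here, so its limit on dim clusters is not known.

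With the replicate number as a block, 961 clusters passed, 922 of them among the 1840, and 13 genes of DNA replication. Mice with the same number did not deviate together (correlations -0.01 to 0.07), and 2 of 12 arrays correlated best with their own number, so that the numbers give no pairing.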

Differences from the paper's values

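The paper gives 6 mice per group, as do the deposited data, and about 1000 transcripts, of which its supplementary table holds 970. The fold changes of 72 named genes in that table lay within 1.5 times of those computed here. Both come from the same levels of the same clusters, so this checks the values and not the result. Rrm2 is not among the 72, since the cluster compared for it, with a fold of 1.69, was not the one used here. The p-values differed. The paper's p-values in the supplementary table were within 1% of those of an analysis of variance with the group alone for 4 of 970 transcript clusters, with a largest difference of 3.81 on the log10 scale. With a further 2-level factor, chosen after seeing the values as the best of 2046 splits of the arrays on 10 transcript clusters, all 970 were within 1%, and none of the 970 was dropped. The methods name no such factor. The paper's q-values imply 41345 tested rows, which is the number in the deposited table with its control rows.

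Figure 1A lists a lipid metabolic term first among its 20 terms. With all genes ranked, the nearest Reactome set, for the metabolism of lipids and lipoproteins, did not pass the threshold in fgsea (adjusted p=0.988). Of the 50 cell cycle sets, 46 passed, as the cell cycle terms of the figure do. The legend of the figure names about the top 1000 genes, which is another input. With only the 1000 genes with the smallest p ranked, the lipid set had a normalized enrichment score of -1.51 (adjusted p=0.109 in fgsea). In that ranking 9 cell cycle sets passed, with fewer sets tested. Gene Ontology terms were not used here, so the sets are not those of the figure.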

Other observations

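Genes of the extracellular matrix and of contractile cells were higher in the hypoxic lungs. Of 21 genes of the extracellular matrix, 20 rose and 0 fell (21 and 0 when adjusted over the list alone, limma; adjusted p=0.00173 by camera with an estimated correlation), among them Fn1, the gene of fibronectin (log2 fold change 1.20, SE 0.06, adjusted p=4.74e-07), Lox, which crosslinks collagen and elastin (1.22), and Col3a1 (1.12). Of 12 genes of smooth muscle, 7 rose and 0 fell (8 and 1 when adjusted over the list alone, limma; adjusted p=0.0526 by camera with an estimated correlation), with 1.24 for Acta2, the gene of smooth muscle actin, 1.11 for Tagln and 0.99 for Actg2. Of 9 genes of pericytes, 5 rose and 0 fell (7 and 0 when adjusted over the list alone, limma; adjusted p=0.0223 by camera with an estimated correlation), with 1.19 for Higd1b and 0.72 for Cspg4. Of 15 genes of fibroblasts, 6 rose and 0 fell (7 and 0 when adjusted over the list alone, limma; adjusted p=0.0286 by camera with an estimated correlation); 3 of the 6, collagen genes, are also in the matrix list. Among 16 endothelial genes, 2 rose and 5 fell (3 and 7 when adjusted over the list alone, limma; adjusted p=0.249 by camera with an estimated correlation). By fry for changes in either direction, without reference to other genes, the adjusted p of the endothelial list was 5.72e-09. Kdr, a receptor of vascular endothelial growth factor, fell by 0.39 on the log2 scale, and Sox17, a transcription factor of arterial endothelium, rose by 0.53.

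Of 29 genes of pulmonary vascular tone and pulmonary hypertension, 5 rose and 5 fell (5 and 7 when adjusted over the list alone, limma; adjusted p=0.689 by camera with an estimated correlation). Camera asks for a shift in 1 direction and can miss a list that moves both ways. By fry for changes in either direction, without reference to other genes, the adjusted p of this list was 4.04e-12. Edn1, the gene of endothelin-1, rose by 1.82 (SE 0.10, adjusted p=4.74e-07 from limma), and the endothelin receptor gene Ednrb fell by 0.84 on the log2 scale. The receptor gene Bmpr2 had a log2 fold change of -0.40 (adjusted p=0.00132) and its coreceptor gene Eng of -0.68. Of 27 targets of hypoxia-inducible factors, 9 rose and 0 fell (14 and 3 when adjusted over the list alone, limma; adjusted p=0.0145 by camera with an estimated correlation), with 0.80 for Bnip3 and 0.49 for Pgk1. Of 11 genes for sources of reactive oxygen species, 0 rose and 1 fell (1 and 1 when adjusted over the list alone, limma; adjusted p=0.569 by camera with an estimated correlation), and the log2 fold change of Nox4 was 0.24 (adjusted p=0.0968). Of 22 antioxidant and thioredoxin genes, 3 rose and 2 fell (4 and 2 when adjusted over the list alone, limma; adjusted p=0.525 by camera with an estimated correlation). By fry for changes in either direction, the adjusted p of this list was 1.26e-10. Sod3, the extracellular superoxide dismutase, rose by 0.50, Prdx2 by 0.35 and Prdx4 by 0.26. Txnip, the gene of an inhibitor of thioredoxin, fell by 0.24 and Cat, the gene of catalase, by 0.27 on the log2 scale. Sod1 (-0.08), Sod2 (0.17), Txn1 (0.05) and Txnrd1 (-0.03) did not pass. Without single arrays, the call was lost for Prdx4 in 8 of 12 runs (log2 fold change 0.23 to 0.28), for Txnip in 10 of 12 (-0.28 to -0.22) and for Cat, which was chosen after its values were seen, in 11 of 12 (-0.32 to -0.24), and for Txnip and Cat also with median centring.

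Of 38 measured genes listed from those that the paper names, 7 rose and 3 fell (11 and 3 when adjusted over the list alone, limma). Gapdh, often used as a loading control, rose by 0.29 (adjusted p=0.00282) and Flt1 by 0.28 (its call was lost without each of normoxia replicate 1, normoxia replicate 3, hypoxia replicate 1; 0.24 to 0.31), while Vcl (-0.03), Tgfb1 (0.09), Smad3 (-0.01), Gdf2 (-0.10), Egfr (0.20), Prkg1 (-0.13), Prkar1a (0.03), Atp2a2 (0.20), Pdgfrb (0.14), Gsk3b (-0.05), Mtor (-0.08) and Akt1 (0.12) did not pass.

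Among immune genes and cells, the counts in limma were as follows. Interferon response genes: 11 genes, 3 higher, 0 lower, 4 and 0 when adjusted over the list alone, estimated-correlation adjusted p=0.249, with the smallest p for Isg15 (0.56). Monocytes and interstitial macrophages: 12 genes, 4 higher, 1 lower, 5 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.259, led by C1qb (0.80), while Apoe fell by 0.36. Alveolar macrophages: 11 genes, 1 higher, 1 lower, 1 and 5 when adjusted over the list alone, estimated-correlation adjusted p=0.282, with Ctsk (0.71) and Abcg1 (-0.34). B cells: 11 genes, 0 higher, 1 lower, 0 and 5 when adjusted over the list alone, estimated-correlation adjusted p=0.352, with Cr2 (-0.45). Mast cells and basophils: 9 genes, 0 higher, 1 lower, 1 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.689, with Kit (-0.48).

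Among other cells, the lists of alveolar type 1 cells (12 genes, 0 higher, 1 lower, 1 and 3 when adjusted over the list alone, estimated-correlation adjusted p=0.525), alveolar type 2 cells (13 genes, 0 higher, 2 lower, 0 and 6 when adjusted over the list alone, estimated-correlation adjusted p=0.282), ciliated cells (13 genes, 0 higher, 1 lower, 1 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.98), lymphatic endothelium (6 genes, 1 higher, 1 lower, 1 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.574) and adipocytes (15 genes, 1 higher, 0 lower, 1 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.689) held few calls. Named among them are Rtkn2 (-0.29), Etv5 (-0.23), Tppp3 (-0.36), Prox1 (0.65) and Lyve1 (-0.70). Circadian clock genes: 14 genes, 0 higher, 1 lower, 0 and 1 when adjusted over the list alone, estimated-correlation adjusted p=0.525, with Per1 (-0.59). Glucocorticoid response genes: 13 genes, 3 higher, 1 lower, 4 and 2 when adjusted over the list alone, estimated-correlation adjusted p=0.689, with Mt2 (1.00). Without single arrays, the call was lost for Per1 in 7 of 12 runs (-0.66 to -0.51) and for Tppp3 in 4 of 12 (-0.39 to -0.30). In the lists that follow, 0 genes passed in limma and 0 in an analysis of variance with the group alone. Pentose phosphate pathway: 5 genes, 0 with an unadjusted p under 0.05, 0 when adjusted over the list alone. Dendritic cell: 8 genes, 3 with an unadjusted p under 0.05, 0 when adjusted over the list alone. Platelet: 8 genes, 0 with an unadjusted p under 0.05, 0 when adjusted over the list alone. Mesothelial: 8 genes, 2 with an unadjusted p under 0.05, 2 when adjusted over the list alone. Cardiomyocyte: 13 genes, 0 with an unadjusted p under 0.05, 0 when adjusted over the list alone. Skeletal muscle: 12 genes, 2 with an unadjusted p under 0.05, 0 when adjusted over the list alone.

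Over 46 relations between the mean of the mitosis genes and the means of 23 cell type lists, tested within each group of 6 mice, 0 had an unadjusted exact permutation p under 0.05 for Pearson's r (lowest adjusted p 0.745) and 1 for Spearman's rho (lowest adjusted p 0.675). The 1 relation was that of the lymphatic endothelial genes in hypoxia, where Pearson's r was -0.78 (exact permutation p=0.0556, adjusted p=0.745), Spearman's rho -0.89 (p=0.0333) and r without the 2 mice farthest from the median -0.77. For the erythroid genes, Pearson's r was -0.09 (exact permutation p=0.836, adjusted p=0.925), Spearman's rho -0.26 (p=0.658) and r without the 2 mice farthest from the median -0.18 in normoxia and Pearson's r was -0.25 (exact permutation p=0.628, adjusted p=0.849), Spearman's rho -0.31 (p=0.564) and r without the 2 mice farthest from the median 0.56 in hypoxia.

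Other splits of the 12 mice into 6 and 6 bear on chance. The real split gave 1840 transcript clusters, 4 G1 regulators, 20 genes of DNA replication, 41 of mitosis and 115 genes of the other lists. It was the only 1 of 100 splits drawn, of 462 possible, with counts as large. The highest others were 1 transcript cluster and 0 genes of each kind. Chance is thus an unlikely source of the number of clusters, within what 100 splits can show. With at most 1 cluster called in another split, the counts of listed genes could hardly be above 0 there, so they add no further support. For Reactome, the real split gave 265 sets and 46 cell cycle sets, the only 1 of 40 splits with as many, while the highest others were 249 and 44. The split with 249 sets had 5 of the 6 hypoxic mice on one side, 20 splits had 4 (median 73 sets, highest 220) and 18 had 3 on each side (median 4, highest 158). At most 36 of these sets were of the cell cycle in splits with 3 on each side, and 36 in those with 4.

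The 2-level factor that gives the paper's p-values puts normoxia replicates 1, 2 and 6 and hypoxia replicates 1, 2 and 3 on one level and the other 6 mice on the other. What it stands for is not known. The factor itself gave 0 transcript clusters past the adjusted threshold in limma, and 3328 with an unadjusted p under 0.05, where chance gives 2058.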
